# The Trithorax group protein ASH1 requires a combination of BAH domain and AT hooks, but not the SET domain, for mitotic chromatin binding and survival

**DOI:** 10.1007/s00412-021-00762-z

**Published:** 2021-07-31

**Authors:** Philipp A. Steffen, Christina Altmutter, Eva Dworschak, Sini Junttila, Attila Gyenesei, Xinzhou Zhu, Tobias Kockmann, Leonie Ringrose

**Keywords:** ASH1, Trithorax, Chromatin, *Drosophila*, Mitosis

## Abstract

The *Drosophila* Trithorax group (TrxG) protein ASH1 remains associated with mitotic chromatin through mechanisms that are poorly understood. ASH1 dimethylates histone H3 at lysine 36 via its SET domain. Here, we identify domains of the TrxG protein ASH1 that are required for mitotic chromatin attachment in living *Drosophila*. Quantitative live imaging demonstrates that ASH1 requires AT hooks and the BAH domain but not the SET domain for full chromatin binding in metaphase, and that none of these domains are essential for interphase binding. Genetic experiments show that disruptions of the AT hooks and the BAH domain together, but not deletion of the SET domain alone, are lethal. Transcriptional profiling demonstrates that intact ASH1 AT hooks and the BAH domain are required to maintain expression levels of a specific set of genes, including several involved in cell identity and survival. This study identifies in vivo roles for specific ASH1 domains in mitotic binding, gene regulation, and survival that are distinct from its functions as a histone methyltransferase.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s00412-021-00762-z.

## Introduction

During mitosis, chromatin undergoes profound structural changes. The interphase chromatin fibre is compacted over 300-fold, accompanied by extensive changes in DNA topology and a tenfold increase in the occurrence of single-stranded DNA (Belmont 2006; Juan et al. 1996; Liang et al. 2015; Michelotti et al. 1997). Histone acetylation and deacetylation cease, and core and linker histones become heavily phosphorylated (Gottesfeld and Forbes 1997; Kruhlak et al. 2001; Sawicka and Seiser 2012). In addition, RNA polymerases and many transcription factors and chromatin regulators disengage from chromatin during mitosis, and transcription is actively and globally repressed (Martínez-Balbás et al. 1995; Parsons and Spencer 1997; Spencer et al. 2000). However, despite these extensive structural rearrangements, mitotic chromatin is not inert. Several genes maintain a low level of transcription (Palozola et al. 2019), and not all regulatory proteins dissociate (Chen et al. 2005; Kadauke and Blobel 2013). Indeed, proteomic analysis has identified approximately 4000 proteins in isolated vertebrate mitotic chromosomes (Ohta et al. 2010). Proteins that remain bound to mitotic chromatin include centromeric proteins (Ohta et al. 2010), transcription factors (Chen et al. 2005; Kadauke and Blobel 2013) and several Polycomb and Trithorax group proteins (Blobel et al. 2009; Dey et al. 2009; Steffen et al. 2013; Zhao et al. 2011).

The Polycomb (PcG) and Trithorax (TrxG) groups of proteins work antagonistically to maintain active (TrxG) and silent (PcG) states of gene expression and can do so over many cell generations in the absence of the transcription factors that initially determined the gene expression state (Steffen and Ringrose 2014). This epigenetic maintenance is thought to involve both the maintenance of histone modifications and the direct binding of the PcG and TrxG proteins to replicating and mitotic chromatin (Alabert et al. 2015; Follmer et al. 2012; Francis et al. 2009; Lengsfeld et al. 2012; Lo et al. 2012; Petruk et al. 2012; Steffen et al. 2013) reviewed in Francis (2009), Steffen and Ringrose (2014) and Bellec et al. (2018). The polycomb group proteins for which mitotic chromatin attachment has been studied all dissociate completely or partially from mitotic chromatin (Buchenau et al. 1998; Dietzel et al. 1999; Follmer et al. 2012; Fonseca et al. 2012; Steffen et al. 2013). In contrast to the PcG proteins, several TrxG proteins remain extensively associated with mitotic chromatin (Blobel et al. 2009; Dey et al. 2009; Steffen et al. 2013; Zhao et al. 2011), reviewed in Steffen and Ringrose (2014). Mitotic binding of the mammalian TrxG proteins MLL and BRD4 has been shown to be required for correct post-mitotic gene activation of specific genes in cultured cells indicating that “mitotic bookmarking” by TrxG proteins may be an essential component of epigenetic memory of active gene expression states (Blobel et al. 2009; Dey et al. 2009; Zhao et al. 2011). Mitotic bookmarking of active transcriptional states has also been observed in *Drosophila* embryos (Bellec et al. 2018; Ferraro et al. 2016), but a role for *Drosophila* TrxG proteins has not been directly demonstrated.

We have previously shown that the *Drosophila* TrxG protein ASH1 remains bound to chromatin throughout mitosis (Steffen et al. 2013). ASH1 is a histone methyltransferase, whose SET domain dimethylates lysine 36 on histone H3 (An et al. 2011; Dorighi and Tamkun 2013; Gregory et al. 2007; Tanaka et al. 2007). Unlike several other TrxG proteins, which have a general role in transcriptional activation (Kingston and Tamkun 2014; Smith et al. 2004), ASH1 is thought to be required specifically at PcG target genes to counteract PcG-mediated silencing (Dorighi and Tamkun 2013; Klymenko and Müller 2004; Papp and Müller 2006; Rozovskaia et al. 1999). *ash1* null alleles are homozygous lethal at late pupal stages (Schmäling et al. 2018). Surviving adults and hypomorphic alleles show homeotic transformations attributable to loss of maintenance of *Hox* gene activation (Kingston and Tamkun 2014; Schmäling et al. 2018; Shearn^1989^; Tripoulas et al. 1996, 1994). Many additional targets for ASH1 beyond the *Hox* genes have been identified, which may be targeted at different developmental times or in different tissues (Beltran et al. 2007; Kockmann et al. 2013; Schmäling et al. 2018; Schwartz et al. 2010; Tripoulas et al. 1996). Interestingly, recent studies have shown that ASH1 histone methyltransferase activity is not essential for survival (Schmäling et al. 2018) or for counteracting PcG repression (Dorafshan et al. 2019a, b). These studies indicate that additional properties of ASH1, independent of its histone methyltransferase activity, are required for its full function. ASH1 binds mitotic chromatin (Steffen et al. 2013), but how this mitotic binding is mediated, and whether it occurs through similar mechanisms to interphase binding, is unknown.

Here, we use quantitative live imaging in *Drosophila* embryos to identify domains of the TrxG protein ASH1 that are required for binding to chromatin during mitosis and interphase. We show that the AT hooks and the BAH domain but not the SET domain are required for mitotic binding, and that none of these domains are essential for binding in interphase. Addressing the role of these domains during development in living animals, we show that disruption of the BAH domain and the AT hooks together causes complete lethality. In contrast, animals in which ASH1 lacks the SET domain are able to survive to adulthood. Thus, the domains of ASH1 that are essential for mitotic chromatin binding are also required for survival. This study identifies roles in living animals for specific ASH1 domains in mitotic binding, gene regulation and survival that are distinct from its functions as a histone methyltransferase.

## Results

### The ASH1 AT hooks and the BAH domain but not the SET domain are required for chromatin binding in metaphase

We have previously shown that ASH1 remains bound to chromatin throughout mitosis (Steffen et al. 2013). To identify the domains of ASH1 that are required for this interaction, we generated transgenic fly lines expressing variants of ASH1 fused to EGFP (Figs. 1, S1, and S2). All constructs were placed under control of the αTubulin promoter and were integrated at the same genomic location as described previously ((Steffen et al. 2013) and Material & Methods). A preliminary analysis of 21 ASH1::EGFP variants, including deletions of large sections of the protein, and of individual domains (data not shown) identified the SET domain, the BAH domain and the three AT hooks as being of interest for this study. The ASH1 SET domain is a histone methyltransferase domain, dimethylating lysine 36 on histone H3 (An et al. 2011; Dorighi and Tamkun 2013; Gregory et al. 2007; Tanaka et al. 2007). BAH domains of different proteins interact with nucleosomes by diverse mechanisms (Kuo et al. 2012; Noguchi et al. 2006; Onishi et al. 2007). AT-hooks bind to the minor groove of AT-rich DNA (Huth et al. 1997) and are found in many chromatin-associated proteins (Aravind and Landsman 1998). AT hooks are best characterized in the high-mobility group protein HMGA1 (Reeves and Nissen 1990) and the methyl CpG binding protein MeCp2 (Lyst et al. 2016).

**Fig. 1:**
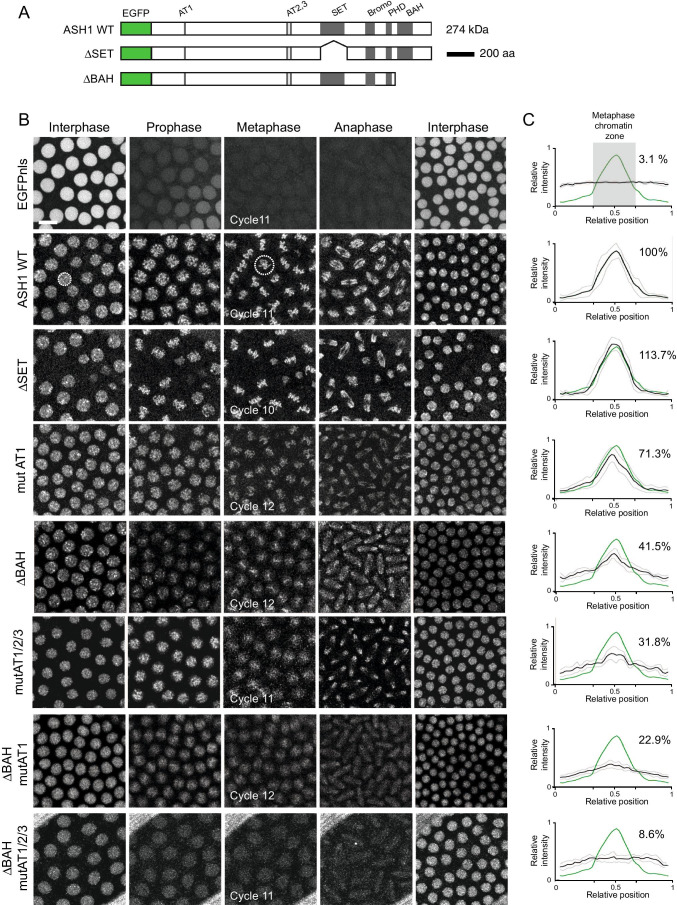
The AT-hooks and the BAH domain mediate chromatin association of ASH1 during mitosis. **A** EGFP::ASH1 fusion protein and variants. Grey: domains according to UNIPROT; green: EGFP tag (green). **B** Confocal images of pre-blastoderm embryos with EGP fusion proteins as shown, at the cell cycle stages indicated. Scale bar represents 10 µm and is the same for all images. Dotted circles indicate the area of interphase and metaphase images used to evaluate total signal intensity. Mitotic cycle number is indicated on metaphase images. **C** Averaged profiles through nuclei centred on the mitotic chromatin zone within maximum-intensity projections at metaphase. For 3 embryos, 7–10 nuclei each were measured. Profiles show mean (black line) and standard deviation (thin grey line) of all nuclei. The y-axis shows the relative average intensity along the profile, calculated as described in “Material and methods”. The ASH1 WT profile is shown in green as reference. Data for EGFPnls and ASH1 are reproduced from Steffen et al. (2013). Mitotic binding for each variant was calculated as % of binding by WT ASH1 in the metaphase chromatin zone as described in methods

EGFP::ASH1 variants were generated in which the SET domain or the BAH domain was lacking, and in which single or multiple AT hooks were mutated (Fig. 1A). To disrupt the AT hooks, the conserved “R-G-R” motif in the centre of the AT-hook was altered to “A-G-A”. These arginine residues are required for chromatin binding of HMGA1 in interphase and mitosis (Fonfría-Subirós et al. 2012; Harrer et al. 2004; Huth et al. 1997).

To determine relative expression levels of the ASH1 variants, we performed several analyses at both RNA and protein levels. Transcript levels were determined by qPCR in embryos and by RNAseq for selected variants in 3rd instar larval wing discs, showing that the wild-type *ash1::GFP* transgenic transcript and the *ash1 variant::GFP* transcripts are consistently expressed at approximately 3–fivefold higher levels than the endogenous *ash1* transcript (Steffen et al. 2013) (Figure S2G and 4B). 

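In the wing-disc RNA-seq, reads were counted by the authors on the whole ash1 gene, so the endogenous and the transgenic transcripts are summed. After scaling to library size, ash1 in the ASH1 WT line was 2.36, 5.40 and 4.68 times the wild-type mean in replicates 1, 2 and 3. In the ΔBAH line the ratios were 1.56, 4.53 and 3.92. In the ΔBAH mutAT1 line they were 3.47, 1.84 and 4.21. The wild-type libraries themselves lay between 0.865 and 1.13 times their mean. The ΔBAH constructs lack the deleted region, so counts over the full gene slightly understate these transcripts.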

The qPCR analysis also showed that for selected variants, the difference in transcript levels between GFP:: ASH1 WT and the other variants is less than 1.4-fold. Western blot analysis confirmed that the GFP fusion proteins are not substantially degraded (Figure S2H). We note that due to the large size of ASH1 (> 270 kDa), it was not possible to obtain quantitative transfer at the top (containing ASH1) compared to the bottom of the blot (containing Tubulin loading control). Thus, we cannot reliably estimate relative levels of transgenic protein in the different lines from western blotting. However, the fact that the fusion proteins are intact means that GFP can be used as a proxy for quantifying total amounts of protein.

We have previously shown that the ASH1::GFP transgenic protein is present at approximately 3 to fourfold higher than the endogenous protein in pre-blastoderm embryos and larval brains (Steffen et al. 2013). To determine the nuclear levels of the ASH1::GFP variants presented here, we used two independent methods: live imaging of whole nuclei and FCS quantification, described in detail in “Materials and methods”. Image quantification showed that the total signal detected per nucleus in each interphase was less than 1.2-fold different between the ASH1 transgenic lines (Figure S2E). Interestingly, the amount of GFP detected in interphase was similar to the total amount detected in the subsequent metaphase (over 90% of interphase signal present in metaphase in all ASH1 lines), indicating that the ASH1::GFP fusion proteins are retained in the nucleoplasmic space, despite the syncytial nature of the embryo at this stage (Figure S2E). This is true for all the ASH1 fusions but not for EGFP, whose total signal was approximately twofold higher in interphase than that of the ASH1 lines and was reduced approximately twofold in metaphase.

In addition, we quantified molecule numbers by FCS for each variant in interphase nuclei of pre-blastoderm embryos (Table S1, Figure S2F). For all except two variants, the molecule numbers in the FCS volume were within 1.4-fold of those detected for ASH1 WT. For ASH1ΔBAH mutAT1/2/3 and ASH1ΔBAH mutAT2, the molecule numbers measured by FCS were approximately 2.5-fold and twofold higher respectively than those measured for ASH1 WT (Figure S2F). Thus, the FCS measurements partially disagree with those of the imaging analysis. We note that the estimated FCS volume is 0.104µm^3^, approximately 2000-fold smaller than the total nuclear volume at mitotic cycle 12, and that although they look qualitatively similar, the fusion proteins are not homogeneously distributed in interphase (Figs. 1, S1, S2). We propose that this may have contributed to different concentrations of the fusion proteins in the FCS volume. We do not see evidence of 2–2.5-fold higher total expression of these two variants in images taken under identical microscopy conditions (see Figs. 1, S1 and S2). For this reason, we have used the microscopy-based quantification in the following analysis of mitotic binding.

Mitotic chromatin binding was evaluated by time-lapse microscopy in pre-blastoderm embryos, in which nuclei divide synchronously 13 times in a time window of approximately 2 h (Foe and Alberts^1983^). The interphase images of all variants tested showed no discernable differences. All displayed similar heterogeneous distributions in nuclei of pre-blastoderm embryos (Figure S2A, B). Mitotic chromatin binding of each variant was compared to that of the EGFP::ASH1 wild-type fusion protein by quantitative analysis of metaphase images (Figs. 1, S1, S2D).

Variants in which the SET domain was deleted, or in which the 2nd AT hook was mutated, showed over 90% of ASH1 WT mitotic chromatin binding levels (Figs. 1, S1, S2). Mutation of the first or third AT hook resulted in 71.3% and 77.3% of mitotic binding levels respectively (Figs. 1, S1, S2). Partial loss of mitotic binding was observed upon deletion of the BAH domain alone (41.5% of ASH1 WT levels; Fig. 1), of any two AT hooks (38.8–52.6% of ASH1 WT levels Figure S1) or all three AT hooks (31.8%; Fig. 1). Variants in which the BAH domain was deleted in addition to mutation of any one of the three AT hooks showed a further reduction in mitotic chromatin binding in comparison to deletion of the BAH domain alone (22.9–35.6%; Figs. 1, S1), suggesting cooperativity between the BAH domain and each of the AT hooks. In variants lacking the BAH domain and all three AT hooks, very little enrichment on mitotic chromatin was detectable (8.6%; Fig. 1).

Taken together, these data demonstrate that ASH1 requires at least two of its AT hooks and the BAH domain for full chromatin binding in metaphase, and that the BAH domain and the three AT hooks mediate mitotic chromatin binding in a cooperative manner.

### The AT hooks, the BAH domain and the SET domain are not essential for ASH1 chromatin binding in interphase

The interphase distributions of ASH1 variants appeared similar to one another (Figure S2A, B). However, image analysis alone does not allow reliable conclusions to be drawn regarding chromatin binding, because the bound and unbound fractions are superimposed. To quantify interphase binding by independent means, we used fluorescence correlation spectroscopy (FCS) (Mazza et al. 2012a, b). To determine whether the domains that mediate mitotic chromatin binding are also required for chromatin binding during interphase, we used FCS to measure chromatin binding kinetics of the ASH1 variants in pre-blastoderm embryos (Fig. 2). Kinetic parameters were extracted by fitting reaction—diffusion models to FCS data as described in Steffen et al. (2013) and are shown in Table S1. Residence time and bound fraction were calculated as described in “Materials and methods”.

**Fig. 2:**
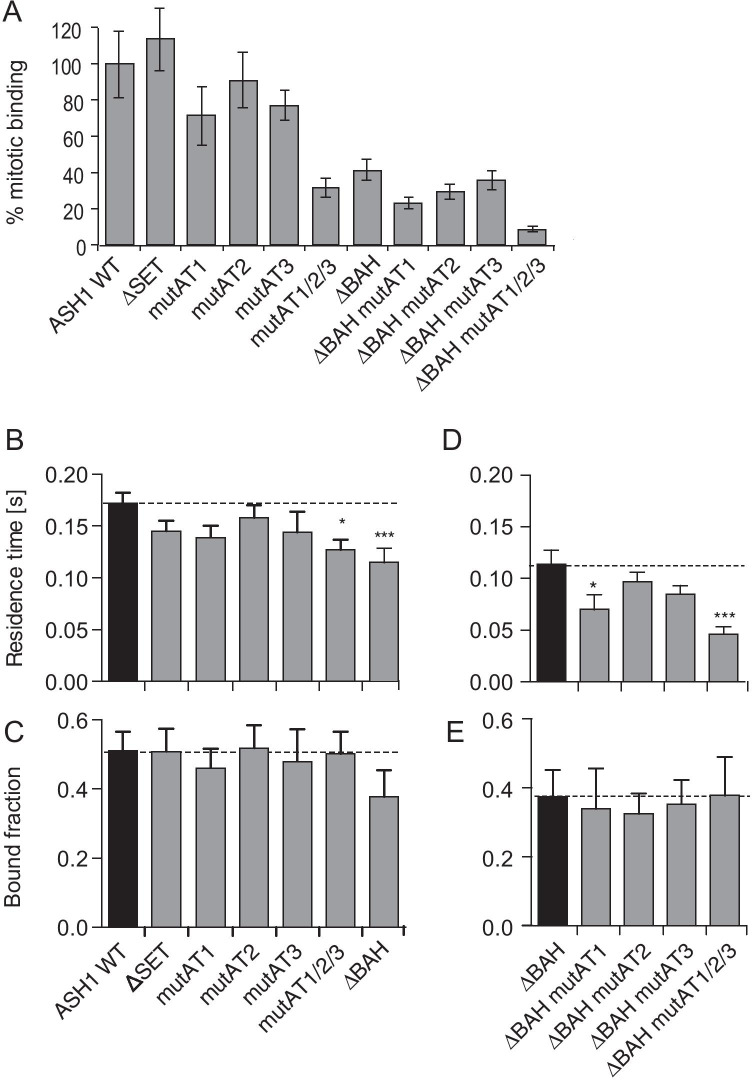
The AT-hooks and the BAH domain are not essential for chromatin association of ASH1 during interphase. **A** Summary of % mitotic binding calculated for GFP fusions as % of GFP::ASH1 WT, extracted from Figs. 1 and S1. **B**–**E** Interphase chromatin binding kinetics was measured by FCS in preblastoderm embryos during cleavage cycles 10–13. See also Table S1. **B**, **D** Residence times; **C**, **E** nound fractions. Error bars represent cumulative standard error of measurements in at least 10 nuclei. Statistical significance was tested using ANOVA with Dunnett’s post-test (α = 0.05) comparing each ASH1 variant against ASH1 WT (**B**, **C**) or ΔBAH (**D**, **E**). *p*-values for ANOVA: *p < 0.01; ***p < 0.001. See also Table S1

Deletion of the SET domain affected neither the residence time nor the bound fraction of ASH1, demonstrating that the SET domain is not only dispensable for mitotic chromatin binding (Figs. 1, 2A) but also does not contribute to global chromatin binding of ASH1 in interphase (Fig. 2B). We next examined the role of the AT hooks. Mutation of single AT hooks had no effect on residence time, whilst mutation of all three AT hooks or the BAH domain led to a significant decrease in residence time compared to wild-type ASH1 (25–30%; Fig. 2B). Thus the three AT hooks and BAH domain may contribute to binding during interphase as well as in mitosis. However, none of these variants showed a significant change in the bound fraction of protein (Fig. 2C; Table S1). This is in contrast to the substantial decrease in mitotic chromatin binding observed upon mutation of all three AT hooks or the BAH domain (Figs. 1, Fig. S2C).

Mutation of the first AT hook in the ΔBAH context reduced the residence time to approximately 60% of that of ΔBAH, while mutation of the 2nd or 3rd AT hook had little effect (Fig. 2D). Notably, ΔBAH mut AT2, which showed twofold higher average molecule numbers in the FCS volume than the ΔBAH transgenic protein, did not show a substantially different residence time or bound fraction than ΔBAH. Indeed, these two parameters are independent of protein concentration, being calculated from the off rate (*k*_off_, units, s^−1^) and the pseudo-first-order association rate (k*_on_, units, s^−1^, Steffen et al. 2012). Mutation of all three AT hooks led to a further reduction in residence time to approximately 50% of that of ΔBAH (Fig. 2D). Thus, the AT hooks contribute to interphase binding in combination with the BAH domain. Nevertheless, all of the AT hook mutations in the ΔBAH context showed essentially identical bound fractions to the ΔBAH variant itself (approximately 75% of wild-type levels, Fig. 2E). Furthermore, this reduction in bound fraction was not statistically significant (Fig. 2C, E). Thus, ASH1 can still bind substantially to interphase chromatin in the absence of the BAH domain and the AT hooks. This is in contrast to the severe loss of detectable mitotic chromatin binding for ΔBAH in combination with any single AT hook mutant, and the almost complete loss of detectable mitotic chromatin binding when all three AT hooks are mutated in ΔBAH (Figs. 1, S1, S2). Taken together, these results demonstrate that in contrast to their role during mitosis, the AT hooks and the BAH domain are not essential for interphase chromatin binding.

### ASH1 chromatin binding in metaphase and interphase is independent of FSH-S

ASH1 has been reported to genetically and physically interact with the TrxG protein FSH-S and to colocalise with FSH-S on chromatin in ChIP experiments (Kockmann et al. 2013; Shearn 1989). FSH-S is the *Drosophila* homologue of mammalian BET-family (bromodomain and extra-terminal domain family) proteins, which have been shown to interact with chromatin via their bromodomains (Dey et al. 2003). To address whether chromatin binding of ASH1 depends on its interaction with FSH-S, we examined the interaction using live imaging. We first generated flies carrying an EGFP::FSH-S transgene and investigated its binding behaviour during mitosis and interphase as described above for ASH1 (Figure S3A-E). We observed that FSH-S is strongly enriched on mitotic chromosomes (Figure S3D,E). Both this mitotic interaction and the interphase protein distribution and residence time were substantially reduced upon mutation of the first but not the second bromodomain (Figure S3C-E). Thus we conclude that FSH-S attaches to chromatin in interphase and mitosis via its first bromodomain, likely via interactions with acetylated lysines.

To evaluate whether ASH1 depends on FSH-S for chromatin binding, we used a small molecule inhibitor to interfere with FSH-S chromatin binding. The inhibitor ( +)-JQ1 specifically inhibits the interaction of BET family bromodomains with acetyl lysines (Dawson et al. 2011; Filippakopoulos et al. 2010; Nicodeme et al. 2010). Injection of ( +)-JQ1 into embryos expressing EGFP::FSH-S resulted in dissociation of FSH-S from chromatin during mitosis specifically upon injection of the inhibitor (Figure S3F). This result provides a means to address the dependency of ASH1 upon FSH-S both in interphase and mitosis. Surprisingly, neither mitotic binding (Figure S2G) nor interphase binding (Figure S3H) of ASH1 was detectably affected in ( +)-JQ1-treated embryos. Taken together, these results demonstrate that global chromatin binding of ASH1 during metaphase and interphase occurs independently of FSH-S.

### The ASH1 SET domain, AT hooks and the BAH domain are required for correct cell identity

The experiments described above show that different ASH1 variants are specifically impaired in different aspects of chromatin binding. In order to evaluate whether these variants also show functional differences, we performed a genetic rescue experiment (Fig. 3). The ability of each of the ASH1 variants to rescue lethal combinations of *ash1* mutant alleles was evaluated. We first addressed rescue of lethality of *ash1*^*22*^*/ash1*^*10*^ (Fig. 3A, B). The *ash1*^*22*^ allele carries a premature stop codon after the first 46 amino acids; thus, no functional ASH1 protein is produced from this allele (Tripoulas et al. 1996). The *ash1*^*10*^ allele carries a point mutation in the SET domain, which abolishes histone methyltransferase activity (Byrd and Shearn 2003). Thus, a full-length, catalytically inactive ASH1 protein is produced from this allele. The *ash1*^*22*^ and *ash1*^*10*^ alleles were introduced by crossing balanced heterozygote stocks; thus, a maternal contribution of wild type *ash1* is present during embryogenesis (see “Materials and methods”). In the absence of a rescuing transgene, no mutant adults eclosed. Recent analysis of *ash1*^*22*^ homozygous mutants lacking both maternal and zygotic contributions showed similar results, with lethality at late pupal stages (Schmäling et al. 2018).

**Fig. 3:**
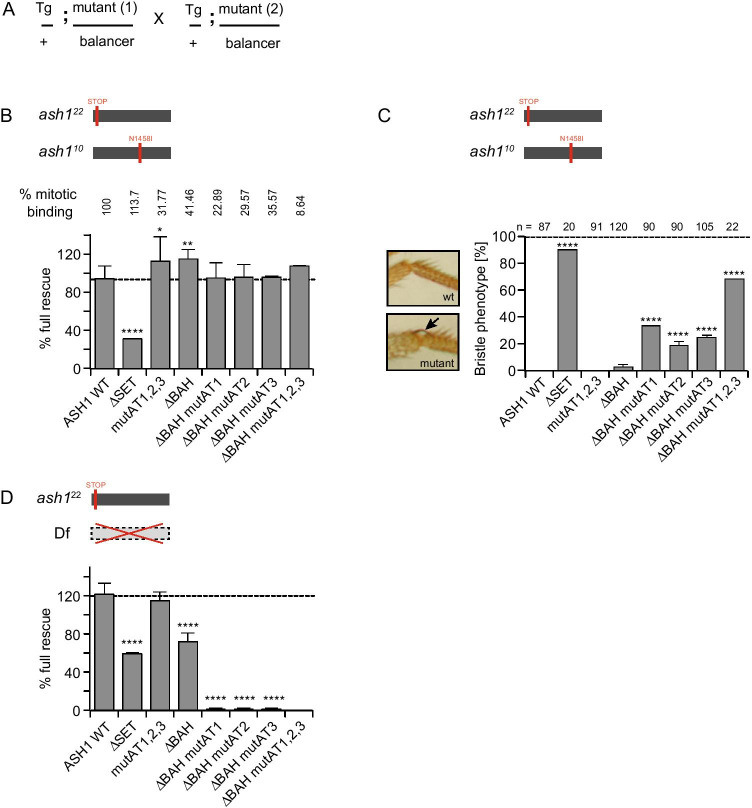
The ASH1 AT hooks and the BAH domain are required for correct cell identity and for survival. **A** Crossing scheme used to evaluate genetic rescues. See “Materials and methods” for details. **B**, **D** Rescue of lethality in *ash1*^22^/*ash1*^10^ (**B**) or *ash1*^22^/DF3L^Exel9011^ (**D**) by ASH1 WT fusion protein a. Molecular lesion in mutant alleles is shown. **B** % mitotic binding according to Figs. 1 and S1 is shown above the plot. **C** Left: 3^rd^ legs of adult flies show ectopic bristle in *ash1*^10^/*ash1*^22^ mutants when rescued by specific variants. Right: frequency of bristle phenotype in *ash1*^10^/*ash1*^22^ flies carrying EGFP::ASH1 variant transgenes as indicated. Number of flies analysed is shown above each bar. All plots show mean and standard deviation of at least two independent crosses. Statistical significance was tested using Fisher’s exact test comparing each variant with ASH1 WT (mutants in full length ASH1 context) or ASH1ΔBAH (mutants in ΔBAH context). *p < 0.01; **p < 0.005; ****p < 0.0005

The rescue results are shown in Fig. 3B. Surprisingly, the ΔSET variant, lacking the SET domain, gave partial rescue (30% of expected number of mutant adults eclosed). This is consistent with a recent report showing that a transgene carrying a catalytically inactive form of ash1 (*ash1*^*R1464A*^) is also able to partially rescue adult lethality in *ash1*^*22*^ homozygotes, both with and without a maternal contribution of wt *ash1* (Schmäling et al. 2018). This demonstrates that a functional ASH1 SET domain is not strictly essential for survival. All other variants tested gave a full rescue of lethality in this background, demonstrating that they can fully complement the impaired SET domain function of the protein encoded by the *ash1*^*10*^ mutant allele (Fig. 3B).

We next asked whether the flies rescued by different ASH1 variants showed phenotypic differences (Fig. 3C). Loss of function mutations in *ash1* or mutants lacking SET domain activity show a wide variety of homeotic transformations (Schmäling et al. 2018; Dorafshan et al. 2019a). These include the transformation of the 3rd to 2nd legs, resulting in ectopic apical bristles on the distal tibia (Shearn 1989). The ectopic bristle results from a change in cell identity in the sensory organ precursor lineage in the 3rd leg (Rozowski and Akam 2002), (Fig. 3C, left). In flies rescued by wild-type ASH1, none of the survivors showed an ectopic bristle (Fig. 3C). In contrast, over 90% of the flies rescued by ASH1 ΔSET developed an ectopic bristle on the 3rd leg. We next examined the occurrence of the ectopic bristle in flies rescued by other ASH1 variants (Fig. 3C). Strikingly, neither the mutation of all three AT hooks nor the deletion of the BAH domain led to a significant occurrence of ectopic bristles. In contrast, flies in which the BAH domain was lacking in combination with mutation in any single AT hook showed ectopic bristles in 22 to 38% of flies, whilst mutation of all three AT hooks in the ΔBAH context gave rise to the bristle phenotype in 70% of flies. Thus, a change of only two amino acids in an AT hook in the ΔBAH protein causes a sharp increase in the occurrence of homeotic phenotypes. We conclude that in addition to the SET domain, the ASH1 AT hooks together with the BAH domain are required for correct cell identity in the third leg sensory organ precursor lineage.

### A combination of ASH1 BAH domain and AT hooks, but not the SET domain, is required for survival

To evaluate the function of ASH1 variants in a more severe mutant background, we addressed their ability to rescue null mutants in which endogenous ASH1 is completely lacking. To this end, we combined the *ash1*^*22*^ allele (carrying a premature stop codon) with a deficiency in which the *ash1* gene is deleted (Df(3L)Exel9011 Fig. 3D, top). The mutant alleles were introduced by crossing balanced heterozygote stocks, so a maternal contribution of wt *ash1* is present during embryogensis (see “Materials and methods”). Rescue was scored in terms of the number of eclosing adults. In the absence of a rescuing transgene, no mutant adults eclosed, consistent with Schmäling et al. (2018); Dorafshan et al. (2019a). Both the ASH1 wild type and the variant in which all three AT hooks were mutated gave full rescue of lethality in this context, showing that these proteins can fully complement a complete lack of ASH1 (Fig. 3D, bottom). The ΔSET variant gave partial rescue (50%: Fig. 3D) consistent with its ability to partially rescue *ash1*^*22*^*/ash1*^*10*^ (Fig. 3C) and of *ash1*^*R1464A*^ to partially rescue *ash1*^*22*^*/ash1*^*22*^ (Schmäling et al. 2018). Interestingly, the ΔBAH variant also gave partial rescue (65%: Fig. 3D), in contrast to its ability to fully rescue *ash1*^*22*^*/ash1*^*10*^ (Fig. 3C). These results are consistent with a recent report testing the ability of several transgenic ASH1 variants to rescue lethality in the same genetic background, showing that both full-length ASH1 and a variant in which all three AT hooks were deleted gave full rescue as we have also shown here (Dorafshan et al. 2019a). In the same study, ΔSET and ΔBAH transgenes gave partial rescue, as we also observe here. The authors conclude that the AT hooks are not required for ASH1 function. However, these authors did not examine variants in which both the BAH domain and the AT hooks were impaired.

Strikingly, we found that variants with additional mutations in any one or all of the three AT hooks in the ΔBAH context no longer gave rescue of lethality (Fig. 3D). Thus, a change of only two amino acids in an AT hook in the ΔBAH protein abolishes its ability to complement the complete lack of endogenous ASH1 in these flies. We conclude that the AT hooks together with the BAH domain are required for survival.

### Intact ASH1 AT hooks together with the BAH domain are required to maintain expression levels of specific genes

We have shown that different ASH1 variants are specifically impaired in different aspects of chromatin binding and that these same variants induce different phenotypes when introduced into a mutant background. To address whether these variants affect different sets of downstream target genes, we performed genome-wide mRNA profiling by RNA-seq. 

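RNA-seq was carried out on wing discs of 4 genotypes, with 3 libraries per genotype. The wild-type flies carry only endogenous ash1, and the other lines carry mutant ash1 alleles and an EGFP::ASH1 transgene driven by the alpha-tubulin promoter. The transgenes encode the full-length protein (ASH1 WT), the protein without the BAH domain (ΔBAH), or the latter with a mutated first AT hook (ΔBAH mutAT1). The authors aligned single-end reads to the dm3 genome with TopHat, counted them on genes with HTSeq, and deposited the raw counts without normalization. The paper's text does not state the strandedness of the counting or the treatment of reads that map to several places, so values of overlapping and near-identical genes are uncertain. The table lists 14869 genes, of which 2669 have no count in any library. Total counts ranged from 16408197 to 39180697 in the wild-type libraries (median 29833138) and from 16662623 to 29221680 in ASH1 WT (median 17828101). They ranged from 15083960 to 27871145 in ΔBAH (median 16534245) and from 16706895 to 36837815 in ΔBAH mutAT1 (median 35277608). Between 8728 and 10420 genes had at least 1 count per library. Genes with too few counts for a test were removed with edgeR's filterByExpr, which kept 8346. Counts were normalized by the TMM method, and a single quasi-likelihood model with a term for each genotype was fitted to all 12 libraries, so that the comparisons share their estimate of the spread. The common coefficient of variation between replicates in this model was 32.0%. Changes are given past the thresholds of the paper, a fold change above 2 with an unadjusted p below 0.01, and by Benjamini-Hochberg adjusted p below 0.05.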

We compared wild-type animals with those expressing selected EGFP::ASH1 variants in the *ash1*^*22*^*/ash1*^*10*^ mutant background (Fig. 4). We selected three variants that gave distinct results in the chromatin binding and genetic rescue experiments, namely ASH1 WT, ASH1ΔBAH and ASH1ΔBAHmutAT1 (Fig. 4A). These two mutant variants were selected because they showed only minor differences to ASH1 WT in interphase binding, but showed loss of mitotic binding, viability and cell identity at intermediate (ASH1ΔBAH) and severe (ASH1ΔBAH mutAT1) levels (Fig. 4A). Thus, by comparing these two variants, which differ by only two amino acids, and show strong phenotypic differences, we aimed to determine whether they also affect different genes.

**Fig. 4:**
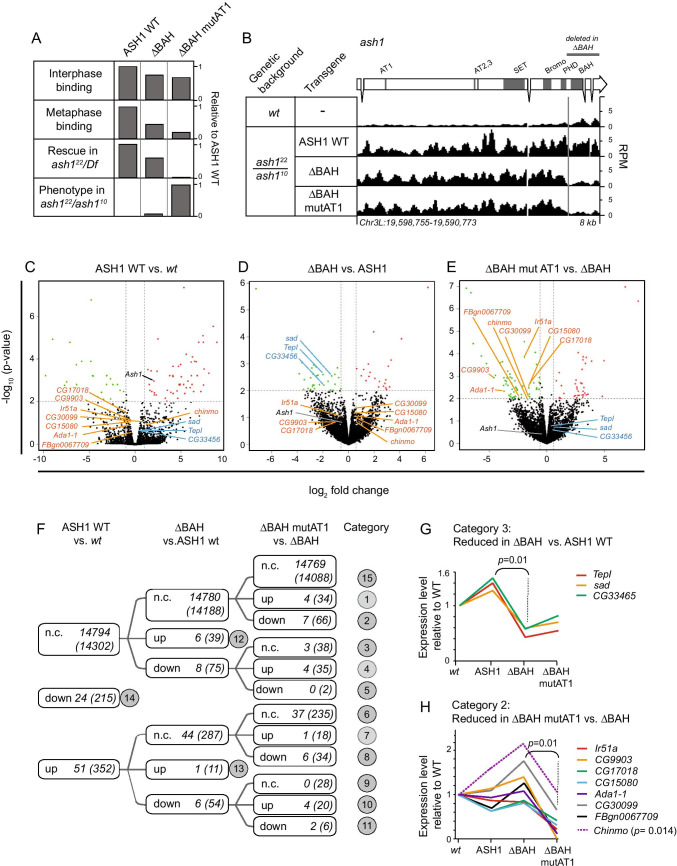
Disruption of ASH1 AT hooks causes misregulation of specific genes. **A** Summary of results of chromatin binding and genetic experiments for EGFP fusions of ASH1 WT and two variants as indicated (data from Figs. 1, S1 and 3; Table S1). **B** RNA-seq tracks showing RPM (reads per million) for *ash1* in 3rd instar larval wing discs of the genotypes shown. **C**–**E** Volcano plots showing comparison of RNA-Seq data from 3rd instar larval wing discs for pairs of genotypes as shown. Genetic backgrounds: “wt” refers to wild-type files; all other genotypes refer to EGFP::ASH1 variants in the *ash1*^10^/*ash1*^22^ background. Capitals refer to EGFP transgenes. X-axis: log_2_ of mean fold change of three replicates for the first genotype *vs* the second. Y-axis: -log_10_ of *p-*value, calculated by *t* test based on the standard deviation of the three replicates as described in the document Supplementary_RNAseq. **F** Summary of RNA-seq data from the 3rd instar larval wing discs showing genes whose mean RPKM changes > twofold between the two genotypes shown at the top of the scheme, after filtering out short genes and lowly expressed genes (see “Materials and methods”). Categories are indicated in grey circles. Gene numbers in each category are given. The first number indicates the number of genes for which the relevant fold change has a *p*-value of < 0.01. The second number in brackets indicates the total number of genes in each category regardless of *p*-value. **G** Relative mean expression values of the three genes in category 3 for which the difference between ΔBAH and ASH1 WT has a *p*-value of < 0.01 are shown. **H** As for **G**, showing the seven genes in category 2 for which the *p*-value for the reduction in ΔBAH mut AT1 compared to ΔBAH is < 0.01. In addition, the *chinmo* gene is shown, category 2, *p* = 0.014 for the reduction in ΔBAH mut AT1 compared to ΔBAH

In order to obtain sufficient quantities of a single tissue for this analysis, RNA was extracted from wing discs of mutant 3rd instar larvae. RNA-seq data were confirmed by qPCR on selected genes in the four genotypes (Figure S4) and are summarised in Fig. 4. For full datasets, see Tables S2 and S3. 

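The ash1 gene (FBgn0005386) lies on 3L of BDGP6 from 19590773 to 19598755 on the minus strand and has 7615 bp of exons. Its level was 99.0 ± 13.3 CPM (SD, n = 3) in wild type, 410.4 ± 157 CPM in ASH1 WT, 330.2 ± 155 CPM in ΔBAH and 314 ± 120.2 CPM in ΔBAH mutAT1. The log2 fold change over wild type was 2.05 in ASH1 WT (standard error 0.44, adjusted p = 0.0423 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 1.74 in ΔBAH (standard error 0.44, adjusted p = 0.0867) and 1.67 in ΔBAH mutAT1 (standard error 0.44, adjusted p = 0.103) in the same edgeR test. With other settings of edgeR, limma and DESeq2 this adjusted p ranged from 0.00333 to 0.324 for ΔBAH. For ΔBAH mutAT1 it ranged from 0.000926 to 0.381. Both were lowest with sequencing run as a covariate. Across the alternatives and the fits that each left out 1 library, the adjusted p of ASH1 WT against wild type from edgeR's, limma's and DESeq2's tests ranged from 0.000371 to 0.191. This log2 fold change was lowest, at 1.76, with sequencing run as a covariate and highest, at 2.33, without ASH1 WT replicate 1. Between the transgenic lines, the log2 fold change was -0.31 for ΔBAH against ASH1 WT (standard error 0.43) and -0.07 for ΔBAH mutAT1 against ΔBAH (standard error 0.43). Neither is larger than the spread between replicates, and the sign of the first turned positive without ΔBAH replicate 1 (0.03), while that of the second turned positive with the replicate block (0.04). With sequencing run as a covariate the first was -0.36 (unadjusted p of 0.113 in edgeR's test) and the second 0.15. Within each run, ash1 was lower in ΔBAH than in ASH1 WT. It was 154.5 against 233.6 CPM in run 2, and 447.9 and 388.2 against 534.3 and 463.4 CPM in run 3. The fit without ΔBAH replicate 1 takes a run 2 library from 1 side only. The library of run 2 had the lowest ash1 level of each transgenic line. The run 3 libraries lay above it by 1.24 on the log2 scale, against 0.18 in wild type. 

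**Figure D1:**
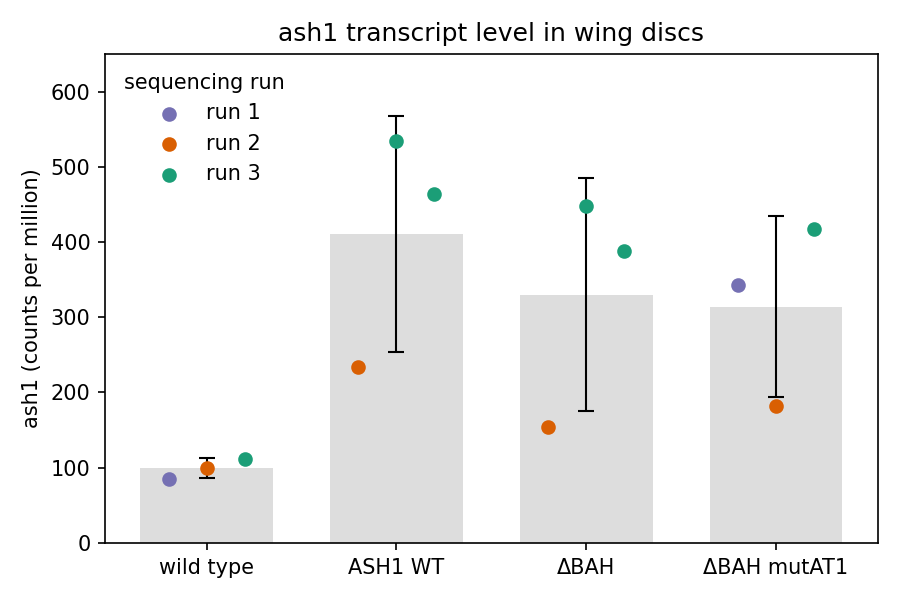
ash1 transcript level in CPM for each of the 12 libraries (points, coloured by sequencing run), with the mean (bars) and SD (error bars, n = 3) per genotype. The 9 transgenic libraries lie above all wild-type libraries, and the run 2 library is the lowest of each transgenic line.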

Analysis of the *ash1* locus itself showed that the transgenic *ash1* variants were expressed at equivalent levels to each other in wing discs, giving approximately threefold higher total *ash1* transcript levels in the transgenic animals than in wild type (Fig. 4BC–E). This is consistent with the observed 3–fourfold levels of overexpression of EGFP::ASH1 in wild-type larval brains and embryos, determined previously (Steffen et al. 2013).

Comparison of genome-wide gene expression levels in wild-type wing discs and discs expressing each of the three EGFP fusion proteins in the *ash1*^*22*^*/ash1*^*10*^ mutant background revealed that the majority of genes were unaffected in transgenic discs (Fig. 4C–E). 

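The median absolute log2 fold change over the 8346 genes tested was 0.16 in ASH1 WT against wild type, 0.16 in ΔBAH and 0.15 in ΔBAH mutAT1. At an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 160 genes differed from wild type in ASH1 WT, 161 in ΔBAH and 181 in ΔBAH mutAT1. At an unadjusted p below 0.05 the numbers were 730, 738 and 674. The mean of the transgenic lines differed from wild type at 263 genes. The numbers moved most with the sequencing run as a covariate, to 609, 522 and 538 genes for the single lines and 927 for their mean. Leaving out any 1 wild-type library lowered them, to as few as 83 for ASH1 WT (without replicate 2) and 92 for ΔBAH (without replicate 1).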

At a *p*-value cut-off of 0.01, 14,769 of the 14,869 genes (over 99%) analysed showed less than twofold change in expression between any pair of genotypes. This is consistent with the full rescue of *ash1*^*22*^*/ash1*^*10*^ mutants by all three transgenes (Fig. 3B). Furthermore, in the comparison of ASH1 WT rescue animals to wild type, 24 genes were downregulated and 51 were upregulated, representing 0.05% of the total. Thus, 99.5% of genes were unchanged compared to wild-type levels, suggesting that the full-length ASH1 WT transgene substantially restores wild-type function. 

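Along the stepwise comparisons (ASH1 WT with wild type, ΔBAH with ASH1 WT, and ΔBAH mutAT1 with ΔBAH), 284 genes changed more than 2-fold with an unadjusted p below 0.01 in at least 1 step. This leaves 14585 of the 14869 genes (98.1%), or 8062 of those tested (96.6%). The 14585 include 6523 genes that the filter removed for low counts before the edgeR test. With limma-voom on all genes in place of edgeR on filtered genes, 14448 genes (97.2%) remained below the thresholds.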

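In ASH1 WT compared to wild type, 173 genes were higher and 79 lower by more than 2-fold at an unadjusted p below 0.01. If p were uniform, about 83.5 of the 8346 genes would have such a p before any condition on fold change, and 346 genes had one. With an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 98 genes were higher and 42 lower by more than 2-fold. With an adjusted p below 0.01 in this edgeR test, the numbers were 54 and 18. DESeq2's Wald test moved these last numbers the most, to 138 and 59, and the fit to only the 6 libraries compared gave 22 and 11. Wild type replicate 1 contained larval fat body transcripts, and wild type replicate 3 had some of them at lower levels. Without wild type replicate 1, 58 genes in place of 79 were lower at the thresholds of the paper. Without any other 1 of the 6 libraries compared, the number lay between 65 and 95. The part of Table S2 that was read has 160 genes higher and 81 lower by more than 2-fold at an unadjusted p below 0.01. At an adjusted p below 0.01 it has 48 and 23.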

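The genes not past these thresholds in ASH1 WT compared to wild type make up 98.3% of the genes in the table and 97.0% of those tested. A total of 679 tested genes had a fitted change above 2-fold before any condition on p. The filter on low counts removed 6523 genes. Without it 185 genes were higher and 82 lower in ASH1 WT at the thresholds of the paper, and with limma-voom on all genes 205 and 117. Data were simulated from the depth and spread of these libraries, with 200 genes changed in ΔBAH mutAT1 only. In its comparison with ΔBAH, 183 of these passed the thresholds, as did 38 unchanged genes. No change between ASH1 WT and wild type, and no run difference, was simulated.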

A recent study performed RNA-seq on 3^rd^ instar wing and leg discs of *ash1*^*22*^ homozygous null mutants compared to wild type (Schmäling et al. 2018). This identified approximately 600 genes that were up or downregulated over twofold (*p*-value < 0.01). In our dataset, 32 of these genes showed a significant change in expression level in ASH1 WT transgenic rescue wing discs compared to wild type (see Table S2 for full list).

Figure 4C shows the genes that were down- or upregulated over twofold in ASH1 WT rescue animals compared to wild type for *p* < 0.01 (for full list, see Table S2). 

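The genes with the smallest p among those higher in every ASH1 WT library than in every wild-type library were NKCC, Gr64a and CG12129. NKCC (FBgn0051547, listed as CG31547 in Table S2) rose from 8.33 ± 1.76 CPM (SD, n = 3) in wild type to 322 ± 32.2 CPM in ASH1 WT. Its log2 fold change was 5.28 (standard error 0.21, adjusted p = 2.1e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Gr64a (FBgn0045479) rose from 0.118 ± 0.0602 to 21.8 ± 4.17 CPM, a log2 fold change of 7.60 (standard error 0.32, adjusted p = 3.1e-07 from edgeR's test), from 4, 2 and 3 counts in wild type. CG12129 (FBgn0033475) rose from 0.691 ± 0.0200 to 34.1 ± 9.55 CPM, with a log2 fold change of 5.62 (standard error 0.29). Among the genes that fell, Culd (FBgn0035880) went from 253 ± 32.4 to 9.13 ± 1.12 CPM, with a log2 fold change of -4.79 (standard error 0.19, adjusted p = 2.1e-07 from edgeR's test). Pcyt2 (FBgn0035231) went from 12.2 ± 1.35 to 0.463 ± 0.221 CPM and Cyp6a17 (FBgn0015714) from 19.4 ± 0.481 to 0.354 ± 0.155 CPM. Their log2 fold changes were -4.75 (standard error 0.47) and -5.82 (standard error 0.50), and Cyp6a17 was counted again in ΔBAH mutAT1. CG32572 (FBgn0052572) was at most at 3 counts in each wild-type library and at least 64.6-fold higher in ASH1 WT. For these 7 genes every alternative and every fit without 1 library kept the direction, and the largest adjusted p among those of edgeR, limma and DESeq2 was 0.00416, for Pcyt2.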

For the downregulated genes, we observed a high overlap (21 of 24 genes for *p* < 0.01) with the genes that were downregulated in *ash1*^*22*^ homozygous null mutant wing discs (Schmäling et al. 2018) (see Table S2 for list). Thus, these may represent genes that are downregulated in the mutant background and not rescued by the transgene. In contrast, of the 51 upregulated genes that we identified, 12 of these genes were upregulated in our ASH1 WT rescue, but downregulated (10 genes) or upregulated (2 gene) in *ash1*^*22*^ homozygous null mutants (see Table S2 for lists). The remainder of these 51 genes were not changed in *ash1*^*22*^ homozygous null mutants in Schmäling et al. (2018). Of these 51 upregulated genes, the majority (37 genes, or 72%) showed no further change in expression levels in ΔBAH or ΔBAHmutAT1 rescue animals (Fig. 4F category 6; Table S2). 

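By fold change alone, 310 tested genes were higher in ASH1 WT than in wild type and unchanged in both further steps (category 6). Of the 173 genes higher at the thresholds of the paper, 139 (80.3%) were in this category. Of the 54 genes with an adjusted p below 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 49 (90.7%) were. NKCC stood at 347 ± 22.6 CPM (SD, n = 3) in ΔBAH and 299 ± 32.9 CPM in ΔBAH mutAT1, with log2 fold changes of 0.11 (standard error 0.17) and -0.22 (standard error 0.17) at these steps. CG12129 stood at 37.1 ± 10.2 and 35.5 ± 1.11 CPM. Gr64a was at 14.7 ± 0.520 CPM in ΔBAH and 16.0 ± 2.44 CPM in ΔBAH mutAT1, and its log2 fold change from ASH1 WT to ΔBAH was -0.56 (standard error 0.22, adjusted p = 1 in edgeR's test). ash1 itself met the conditions of category 6. With limma-voom on all genes the category held 573 genes by fold change alone. Without wild type replicate 1, 32 genes in place of the 49 had an adjusted p below 0.01.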

We reason that these genes are upregulated either directly or indirectly by the overexpression of EGFP::ASH1 protein, to an equal extent by the wild type and mutant fusion variants.

We were particularly interested in genes that were not misexpressed in ASH1 WT rescue animals compared to wild type but were only differentially expressed in the presence of ΔBAH or ΔBAHmutAT1. These genes are expected to include targets of ASH1 that specifically depend on the BAH domain or the BAH domain together with the AT hooks for their correct expression. Several genes showed a significant reduction in expression in ΔBAH compared to ASH1WT, but not in any other comparison. These are the genes that responded to the loss of the BAH domain, and thus may be affected by partial loss of mitotic ASH1 binding (category 3, Fig. 4F, marked in blue on Fig. 4C–E). 

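Between ΔBAH and ASH1 WT, 9 genes were higher and 13 lower in ΔBAH at the thresholds of the paper. At an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment the count was 0, with 103 genes at an unadjusted p below 0.05. An unadjusted p below 0.01 was found for 26 genes. In groups simulated without any change, a median of 46.5 genes (33 to 58 in 40 simulations) passed the thresholds of the paper with independent libraries, and 3 genes (0 to 8) with the differences between runs kept, a simulation added after the first was seen. The count at an adjusted p below 0.05 was 5 with DESeq2's Wald test, 3 with sequencing run as a covariate and 2 with limma-voom on all genes. The genes lower in ΔBAH at the thresholds numbered 7 without ΔBAH replicate 3 and 21 without ΔBAH replicate 1. Both lines have 1 library in run 2 and 2 libraries in run 3, so runs are balanced in this comparison.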

Thirty-eight genes in total fell into this class, of which 3 had a *p*-value of < 0.01 for the comparison of ΔBAH with ASH1 (Fig. 4G). *p*-values were calculated by *t*-test on RNA-seq data from three biological replicates (see document Supplementary RNA-seq and Table S2). 

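By fold change alone, 39 of the 8346 tested genes fell into category 3, and 3 of them had an unadjusted p below 0.01. These were sad, Tep1 and Karl, the last of them named here after its values were seen. sad (FBgn0003312, on 3R of BDGP6) went from 3.02 ± 0.392 CPM (SD, n = 3) in ASH1 WT to 1.42 ± 0.0670 CPM in ΔBAH. Its log2 fold change was -1.09 (standard error 0.30), with an unadjusted p of 0.00399 and an adjusted p of 1 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Tep1 (FBgn0041183, TepI in the paper) went from 4.10 ± 1.04 to 1.25 ± 0.338 CPM, with a log2 fold change of -1.69 (standard error 0.45) and an unadjusted p of 0.00327. Karl had a log2 fold change of -1.05 (standard error 0.27). CG33465 (FBgn0053465) went from 2.68 ± 0.520 to 1.03 ± 0.247 CPM, with a log2 fold change of -1.38 (standard error 0.46) and an unadjusted p of 0.0117. It had 18 to 21 counts in each ΔBAH library. For sad, Tep1 and CG33465 the sign held in every alternative and without any 1 library, and the smallest adjusted p from edgeR's, limma's and DESeq2's tests was 0.135, for Tep1. Without ΔBAH replicate 1, 136 genes met the fold changes, against 31 to 67 without any 1 other library. The fit without ΔBAH replicate 1 takes a run 2 library from 1 side only. In the transgenic lines, 1630 genes differed more than 2-fold between run 2 and run 3. Without ΔBAH replicate 3, 0 genes of the category had an unadjusted p below 0.01. With the replicate block, 5 genes had an unadjusted p below 0.01.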

Genes that pass the cut-off of *p* < 0.01 are high confidence candidates. To evaluate whether candidates with larger *p*-values may also be of interest, we performed qPCR on genes from different categories as shown in Fig. 4F, and with a range of *p-*values calculated from RNA-seq data (*p* = 1.2 E − 07 to *p* = 0.273; Figure S4). This analysis showed that differences that did not pass the stringent thresholds applied to the RNAseq data were nevertheless clearly present in the qPCR data. Thus, we conclude that the genes identified as significant in RNA-seq are a subset of the truly misregulated genes. Total numbers of genes in each category are given in brackets in Fig. 4F, and the entire set is listed in Tables S2 and S3.

We were also interested in those genes whose expression was reduced in animals expressing ΔBAHmutAT1 compared to ΔBAH, but not in any other comparison. These are the genes that were unaffected by the loss of the BAH domain, but specifically responded to the loss of a single AT hook from the transgenic protein, and thus may be affected by severe loss of mitotic binding (category 2, Fig. 4F, marked in orange on Fig. 4C–E). 

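Between ΔBAH mutAT1 and ΔBAH, 13 genes were higher and 15 lower in ΔBAH mutAT1 at the thresholds of the paper. In groups simulated without any change, a median of 44.5 genes (33 to 62 in 40 simulations) passed these thresholds with independent libraries. With the differences between runs kept, the median was 5.5 genes (0 to 10). At an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment there were 4 genes, 2 higher and 2 lower. An unadjusted p below 0.05 was found for 163 genes and one below 0.01 for 40. Uniform p would give about 83.5 below 0.01. Sequencing run is not in this model, and adding it lowered the common coefficient of variation from 32.0% to 14.4%. The value of 83.5 is therefore no measure of chance here. The genes lower were CG32572 and CG15128. CG32572 was at least 52.1-fold lower in ΔBAH mutAT1, where it had 3, 0 and 1 counts, against 195, 89 and 80 in ΔBAH (adjusted p = 0.00104 in edgeR's test). CG15128 was counted in ASH1 WT and ΔBAH and had 0 counts in every ΔBAH mutAT1 library and at most 2 in each wild-type library. The number at an adjusted p below 0.05 was 23 with DESeq2's Wald test, 15 with sequencing run as a covariate, 2 with the replicate block and 0 with only the 6 libraries compared. Without ΔBAH mutAT1 replicate 1, 25 genes were lower at the thresholds of the paper.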

Sicty-six genes in total fell into this class, of which seven had a *p*-value of < 0.01 for the comparison of ΔBAHmutAT1 with ΔBAH (Fig. 4H). 

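By fold change alone, 52 tested genes fell into category 2, and 6 of them had an unadjusted p below 0.01. Ir51a (FBgn0033997), annotated as a pseudogene on 2R of BDGP6, had the smallest p. It went from 3.23 ± 0.505 CPM (SD, n = 3) in ΔBAH to 0.870 ± 0.254 CPM in ΔBAH mutAT1, a log2 fold change of -1.91 (standard error 0.32, adjusted p = 0.104 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the other tests and fits of Ir51a, by edgeR, limma and DESeq2, the adjusted p ranged from 7.7e-06 to 1.00. CG9903 (FBgn0030756) had at most 1 count in each ΔBAH mutAT1 library and 3, 36 and 20 counts in ΔBAH, which makes it at least 10.6-fold lower. CG15080 (FBgn0034391) went from 7.90 ± 2.09 to 3.03 ± 0.645 CPM, with a log2 fold change of -1.39 (standard error 0.33). Marf1 (FBgn0039972, CG17018 in the paper) went from 6.08 ± 0.427 to 2.95 ± 0.631 CPM, with a log2 fold change of -1.05 (standard error 0.26). Ada1-1 and mt:tRNA:Lys-CTT were the other two, the latter named after its values were seen. CG30099 (FBgn0050099) had 101, 40 and 33 counts in ΔBAH and 25, 71 and 10 in ΔBAH mutAT1, with a log2 fold change of -1.37 (standard error 0.50) and an unadjusted p of 0.0195. Without ΔBAH mutAT1 replicate 2 the value was -2.09. Fig. 4H also shows FBgn0067709, which had at most 4 counts in any library and was removed by the filter. Its fitted log2 fold change was -2.66 without a filter (unadjusted p of 0.0995) and -2.20 with limma-voom on all genes (unadjusted p of 0.00661). With 1, 0 and 0 counts in ΔBAH mutAT1, the size of this change stays open. Of the 52 genes, 26 had at most 3 counts in ΔBAH mutAT1 replicate 2, and in 2 of these all ΔBAH mutAT1 libraries did. The category held 43 genes without that library and 138 without ΔBAH mutAT1 replicate 3, and 417 genes with limma-voom on all genes.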

Table 1 shows the genes in category 2 for which a molecular function is known (the less stringent *p*-value cut-off of 0.1 is used). Interestingly, this list contains two genes with roles in transcriptional activation (*Ada1-1* (Guelman et al. 2006) and *chinmo* (Flaherty et al. 2010)) and two for which loss of function or RNAi knockdown leads to lethality (*chinmo* (Flaherty et al. 2010) and *RNaseMRP:RNA* (Schneider et al. 2010)). Interestingly, the *chinmo* gene is a transcription factor involved in several developmental processes including sex determination, control of neuronal identity, tumour formation and stem cell self-renewal (Table 1; Fig. 4E). 

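chinmo (FBgn0086758, on 2L of BDGP6 from 1651258 to 1704682) had 477, 347 and 376 counts in the ΔBAH libraries and 421, 328 and 186 in those of ΔBAH mutAT1. Its level was 21.0 ± 4.07 CPM (SD, n = 3) in ΔBAH and 10.4 ± 1.59 CPM in ΔBAH mutAT1, against 9.19 ± 4.06 CPM in wild type and 14.8 ± 5.89 CPM in ASH1 WT. The log2 fold change from ΔBAH to ΔBAH mutAT1 was -1.02 (standard error 0.36), with an unadjusted p of 0.0173 and an adjusted p of 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The smallest adjusted p among the other tests and fits, by edgeR, limma and DESeq2, was 0.429. The change stayed between -1.17 and -0.87 when any 1 library was left out. With sequencing run as a covariate it was -0.85, short of 2-fold, with an unadjusted p of 0.00242. From wild type to ASH1 WT the log2 fold change of chinmo was 0.70 (standard error 0.36), and from ASH1 WT to ΔBAH it was 0.51 (standard error 0.36).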

We note that all of the genes shown in Table 1, except for* Pde1c*, were also downregulated in homozygous null mutants in one or both tissues examined in Schmäling et al. (2018) (Table S2).

**Table 1:** Gene functions

Symbol	Name	Molecular function/ description	Mutant phenotype	*p*-value	Ref
*Ada1-1*	*Transcriptional Adaptor 1–1*	Transcriptional coactivator, contributes to histone H3 acetyltransferase activity of SAGA complex	No information	0.003	Guelman et al. (2006)
*chinmo*	*Chronologically inappropriate morphogenesis*	Zinc finger BTBPOZ transcription factor. Involved in wing morphogenesis, sex determination, neuronal identity, eye development, tumour formation, stem cell self-renewal	Lethal, die before larval stages	0.014	Flaherty et al. (2010)
*eater*	*Eater*	Phagocytic receptor for bacterial pathogens. Required to survive bacterial infection	Viable, immune response defective	0.013	Chung and Kocks (2011) Kocks et al. (2005)
*Ir51a*	*Ionotropic receptor 51a*	Member of family of receptors for internal and external chemical cues. May be a pseudogene	No information	0.00014	Benton et al. (2009)
*Nplp4*	*Neuropeptide-like precursor 4*	Neuropeptide hormone activity	Viable	0.08	Baggerman et al. (2002)
*Pde1c*	*Phosphodiesterase 1c*	Calcium- and calmodulin-regulated 3',5'-cyclic-nucleotide phosphodiesterase activity. Regulates intracellular levels of cAMP and cGMP	Viable, male sterility and male mating defects, reduced copulation rates	0.044	Day et al. (2005) Morton et al. (2010)
*RNase* *MRP:RNA*	*Ribonuclease MRP RNA*	5.8 s rRNA processing	2nd instar larval lethal; growth defect	0.097	Schneider et al. (2010)
*Tsp42Ej; sun*	*Tetraspanin 42Ej; sunglassless*	Transmembrane protein. Cellular response to high light intensity. Endocytosis in response to light	Viable	0.044	Xu et al. (2004) Han et al. (2007)

The table shows genes of category 2 (i.e., they were downregulated only in ΔBAH mutAT1 compared to ΔBAH, and were not deregulated in any other comparison). 

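Of the genes of Table 1, Ada1-1 (FBgn0051865) had 17, 7 and 9 counts in ΔBAH and 5, 0 and 1 in ΔBAH mutAT1, with a log2 fold change of -2.96 (standard error 0.94) and an unadjusted p of 0.00923. Without ΔBAH mutAT1 replicate 1 this group keeps 0 and 1 counts, too few for a fitted size. The smallest log2 fold change with 1 library left out was -2.30. eater (FBgn0243514) had a log2 fold change of -1.02 (standard error 0.36), with an unadjusted p of 0.0152, and fell to 1.20 ± 0.453 CPM (SD, n = 3) in ΔBAH mutAT1 against 2.43 ± 0.465 CPM in ΔBAH. Nplp4 (FBgn0040717) had a log2 fold change of -1.61 (standard error 0.92) that rested on the 166 counts of ΔBAH replicate 1, without which it was -0.26. For Pde1c (FBgn0259225) the value was -0.95 (standard error 0.45), with an unadjusted p of 0.0609. With 1 library left out it ranged from -1.26 (without ΔBAH mutAT1 replicate 1) to -0.60 (without ΔBAH mutAT1 replicate 2). Over all other settings, with limma and DESeq2 included, its unadjusted p ranged from 0.000651 to 0.187. For RNaseMRP:RNA (FBgn0065098) the value was -0.93 (standard error 0.95), with an unadjusted p of 0.348. It had 25, 0 and 13 counts in ΔBAH mutAT1 and 15, 24 and 11 in ΔBAH. For Tsp42Ej (FBgn0033132) the value was -0.95 (standard error 0.80), from 112, 3 and 25 counts in ΔBAH mutAT1 and 78, 45 and 52 in ΔBAH, with an unadjusted p of 0.263. The size of both changes depended on single libraries. With 1 library left out, the log2 fold change ranged from -1.38 to -0.30 for RNaseMRP:RNA and from -2.03 to -0.37 for Tsp42Ej. Both changes were smallest without ΔBAH mutAT1 replicate 2, and that of Tsp42Ej was largest without ΔBAH mutAT1 replicate 1. None of the genes given in this paragraph had an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The smallest over all their alternatives, with limma and DESeq2 included, was 0.190 for Pde1c. Ir51a and chinmo, also in Table 1, are given above.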

Genes are shown that have a known function, and for which the *p*-value for the downregulation in ΔBAH mutAT1 compared to ΔBAH is less than 0.1. *p*-values were calculated from RNA-Seq data by *t*-test on the basis of standard deviation of the three replicates, as described in the document Supplementary RNA_Seq

Taken together, these results demonstrate that disruption of the BAH domain, or of a single AT hook in the ASH1 ΔBAH protein leads either directly or indirectly to downregulation of a specific group of genes in each case. Thus, intact ASH1 AT hooks and the BAH domain are required to maintain the expression levels of these genes.

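Category 3, with 39 genes, follows the step from ASH1 WT to ΔBAH, and category 2, with 52, the step from ΔBAH to ΔBAH mutAT1. In the opposite direction, 36 genes rose only in ΔBAH mutAT1 (category 1). Category 12 held 43 genes that rose in ΔBAH, whatever their change in ΔBAH mutAT1. Genes that fell in ΔBAH are split over categories 3, 4 and 5, so category 3 alone is not the counterpart of category 12. A fall in ΔBAH followed by a rise in ΔBAH mutAT1 (category 4) was found for 33 genes, and a fall at both steps (category 5) for 0, with 103 and 163 genes at an unadjusted p below 0.05 at the single steps. Categories 1 and 2 contained 2 and 6 genes with an unadjusted p below 0.01. With sequencing run as a covariate, category 2 held 88 genes by fold change, 11 of them with an unadjusted p below 0.01. From the genes lowered at each of these steps, the paper concludes that the BAH domain, and a single AT hook in its absence, are needed directly or indirectly for the expression level of a separate group of genes each. It also gives qPCR of selected genes, and reports the genes of Table 1 other than Pde1c as lowered in published ash1 null mutants. Neither was re-analysed here.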

## Discussion

By studying variants of the ASH1 protein fused to EGFP in living *Drosophila*, we have identified domains that are required for mitotic chromatin binding and have investigated the effects of deleting or mutating those domains on cell identity, survival and gene regulation. We show that the ASH1 BAH domain in combination with the AT hooks is required for full mitotic chromatin binding and for survival. In contrast, animals in which ASH1 lacks the SET domain show no impairment of mitotic chromatin binding and are able to survive to adulthood. Thus, we have identified essential domains and functions of ASH1 that are independent of its histone methyltransferase activity. In Fig. 5, we summarise these findings and propose based on the genetic analysis, that mitotic chromatin binding and SET domain functions may complement each other differently during interphase and mitosis. In interphase, the AT hooks and BAH domain stabilise, but are not essential for binding (Fig. 5A). In mitosis, these domains become more important for binding (Fig. 5B). The SET domain is not required for binding in interphase or mitosis. The *ash1*^*10*^ allele encodes endogenous full-length ASH1 protein that carries a loss of function mutation in the SET domain, but no impairment of the AT hooks and BAH domain. The *ash1*^*22*^ /*ash*^*10*^ mutant lethality is fully rescued by ΔBAH mutAT variants and only partially by ΔSET (Figs. 3 and 5C, D).The same transgenic proteins (ΔBAH mutAT variants) fail to rescue lethality of *ash1*^*22*^*/Df*, in which no endogenous ASH1 protein is present (Fig. 5E, F). We propose that in the *ash1*^*22*^* /ash*^*10*^ background, the transgene complements the lack of SET domain function in interphase, while the endogenous protein compensates the mitotic binding defect of the transgenic protein (Fig. 5C, D). The mechanism of this complementation is not known but may involve interactions via other proteins such as MRG15, Caf1 and/or Nurf55 (Huang et al. 2017; Schmäling et al. 2018).

**Fig. 5:**
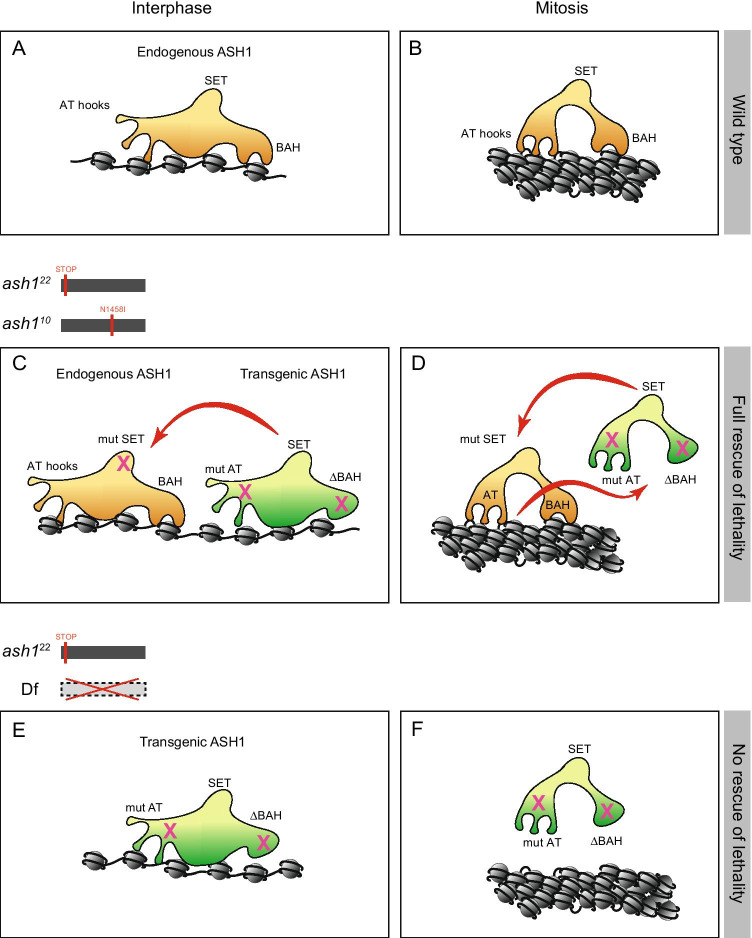
Summary of ASH1 binding modes in interphase and mitosis in wild type and in the genetic rescue. **A**, **B** Wild type. **C**, **D** Rescue of *ash1*^*22*^* /ash*^*10*^ by ΔBAH mutAT variants. Red arrows indicate potential functional compensation between the endogenous and transgenic proteins. **E**, **F** The same transgenic protein fails to rescue lethality of *ash1*^*22*^*/Df*, in which no endogenous ASH1 protein is present. See main text for details

### Mechanisms of mitotic and interphase chromatin binding

We have investigated the AT hooks, the BAH domain and the SET domain and determined their contributions to chromatin binding of ASH1 in vivo. We note that our conclusions relate to global binding characteristics and cannot exclude that any of the domains tested might contribute to chromatin binding differently at specific genes or in specific tissues. To address specific binding sites in vivo, it would be necessary to perform ChIP on each of the ASH1 variants using separate interphase and mitotic chromatin preparations from specific tissues in whole animals. Whilst isolation of mitotic chromatin in sufficient quantities for ChIP is possible in cultured *Drosophila* and mammalian cells and tissues (Blobel et al. 2009; Follmer et al. 2012; Kadauke et al. 2012), the isolation of pure populations of mitotic cells from living *Drosophila* has not so far been reported; thus, such an experiment is currently technically not feasible. We also note that (Schmäling et al. 2018) reported difficulty with ASH1 ChIP-seq in larval tissues, and instead inferred ASH1 function at selected genes from H3K36me2 ChIP qPCR.

#### SET domain

Consistent with earlier studies, we found that the SET domain is required for correct cell identity and for full viability, but that the ΔSET variant can nevertheless partially rescue a null mutant (Schmäling et al. 2018; Tripoulas et al. 1996, Dorafshan et al. 2019a). Surprisingly, deletion of the SET domain did not detectably affect chromatin binding in interphase or metaphase. In addition to its histone methyltransferase activity (An et al. 2011; Dorafshan et al. 2019a, b; Gregory et al. 2007; Schmäling et al. 2018; Tanaka et al. 2007), the ASH1 SET domain has also been shown to interact with RNA and with single-stranded DNA (Krajewski et al. 2005). However, the fact that the SET-domain did not contribute to global chromatin interactions in interphase or mitosis suggests that its in vitro affinity for RNA and DNA is not decisive for global chromatin interactions in vivo. Interestingly, the ASH1 ΔSET variant gave partial rescue of both the hypomorph (which contains a single copy of *ash1* lacking a functional SET domain) and the complete ASH1 null mutant (Fig. 3). This demonstrates that the ASH1 SET domain is not strictly required for survival, consistent with previous observations (Schmäling et al. 2018, Dorafshan et al. 2019a). Interestingly, a recent study reported that complete zygotic substitution of H3 lysine 36 with arginine did not lead to severe loss of Hox gene activity (Dorafshan et al. 2019b). These observations, combined with the fact that *ash1* null mutants are lethal, point to essential roles of ASH1 that are independent of its histone methyltransferase activity. By identifying a requirement for the BAH domain and AT hooks in mitotic chromatin binding and survival, we propose that these domains may indeed contain those essential functions.

#### BAH domain

We have shown that the BAH domain is required both to stabilise chromatin binding of ASH1 during interphase and to play a more essential role during mitosis. BAH domains have been found in DNA methyltransferases, origin recognition complex proteins and factors involved in transcriptional regulation (Callebaut et al. 1999). Several BAH domains have been shown to stabilise or modify interactions with nucleosomes (Kuo et al. 2012; Noguchi et al. 2006; Onishi et al. 2007; Stoddard et al. 2019; Yarychkivska et al. 2018; Zhao et al. 2016). The mechanism by which the BAH domain attaches ASH1 to mitotic chromatin may be different to that in interphase, due to the differences in the chromatin template or post-translational modification of the BAH domain itself.

#### AT hooks

We have shown that mutation of a single AT hook in the context of the ΔBAH mutant is sufficient to severely reduce mitotic chromatin attachment whilst having little effect on the detectable levels of interphase binding. The mutation of all three AT hooks in the ΔBAH mutant almost completely abolishes detectable mitotic chromatin binding whilst only partially reducing interphase binding. This indicates a more stringent requirement for AT hooks for chromatin binding during mitosis than in interphase and suggests that AT hooks may bind to the two platforms via different mechanisms. AT hooks bind to the minor groove of DNA with nanomolar affinity (Huth et al. 1997), have been shown to compete with binding of the linker histone H1 (Catez et al. 2004; Zhao et al. 2011) and to induce DNA-bending (Fonfría-Subirós et al. 2012). The two AT hooks of MeCP2 bind to AT-rich DNA with different affinities (Lyst et al. 2016). The MLL AT-hooks have been shown to bind cruciform DNA and to recognize DNA structure rather than a specific sequence (Zeleznik-Le et al. 1994) and to colocalize with topoisomerase II on mitotic chromosomal scaffolds (Caslini et al. 2000). Thus, AT hooks are attractive candidates for binding to distorted DNA structures, which are highly enriched in mitotic chromosomes (Juan et al. 1996; Michelotti et al. 1997). Interestingly, sites interspersed with the AT hooks of HMG1 protein from the insect *Chironomus* have been shown to be phosphorylated by mitotic kinases, causing modulations in DNA binding affinity (Schwanbeck et al. 2001; Schwanbeck and Wisniewski 1997). In summary, the AT hooks of ASH1 may change their interaction with chromatin and DNA during mitosis both via changes in the available binding surface and by modifications of the properties of the AT hooks themselves.

#### Other proteins

We have shown that FSH-S binds to mitotic chromatin via its first bromodomain, but that ASH1 binding is independent of FSH-S. In the future, it will be of interest to determine the role of FSH-S in mitosis. Recent reports have identified the MRG15, Nurf55 and Caf1 proteins as subunits of the ASH1 complex (Huang et al. 2017; Schmäling et al. 2018). ASH1 has been shown to recruit MRG 15 (Huang et al. 2017). It will be of interest in the future to determine whether MRG 15 and other complex members also remain associated with ASH1 in mitotic chromatin. The MRG interaction domain identified by Huang et al. (2017) was not disrupted in any of the variants we describe here.

### Does maintenance of cell identity, viability and gene expression depend on ASH1 mitotic chromatin binding?

We have shown that variants of ASH1 that are severely impaired in mitotic chromatin binding cause homeotic transformations, deregulate a specific set of genes and are unable to rescue lethality of an *ash1* null mutant. What causes lethality in these variants, and does loss of mitotic chromatin binding play a role? If it does, then it is possible that ASH1 itself contributes to mitotic chromatin integrity and mitotic progression. Interestingly, the mammalian TrxG protein MLL also binds robustly to mitotic chromatin (Blobel et al. 2009) and MLL-deficient cells show mitotic defects (Liu et al. 2007; Mishra et al. 2009).

Alternatively, it is possible that if loss of mitotic binding of ASH1 contributes to lethality, then this may be a direct result of the loss of activation of specific essential genes that require mitotic binding of ASH1 for their correct reactivation after mitosis. Good candidates are those listed in Table 1, for which lethality upon loss of function has been documented in other studies (*chinmo* (Flaherty et al. 2010) and *RNaseMRP:RNA* (Schneider et al. 2010)). Such a “mitotic bookmarking” mechanism has been described for several transcription factors (Caravaca et al. 2013; Deluz et al. 2016; Iberg-Badeaux et al. 2016; Kadauke and Blobel 2013; Kadauke et al. 2012) and for the mammalian TrxG proteins MLL (Blobel et al. 2009) and BRD4 (Dey et al. 2009; Zhao et al. 2011), but has not previously been described for ASH1. We identify candidate genes that may be subject to such regulation and that will form the basis of future analyses. We have identified 66 genes (7 with high confidence) whose expression levels were reduced only in flies carrying ΔBAHmutAT1 compared to ΔBAH but were not significantly affected in any other comparison (category 2: Fig. 4; Table 1). This demonstrates that these genes are unaffected by the deletion of the BAH domain from the transgenic ASH1 but are sensitive to the further loss of a single AT hook. In future, it will be essential to determine at what stage in development and when during the cell cycle this occurs, and whether it involves direct chromatin binding by ASH1.

To determine whether our list of ASH1 targets overlaps with PcG target genes, we compared our deregulated genes with the lists of Enderle et al. (2011), Schwartz et al. (2010) and Schuettengruber et al. (2009). Interestingly we found very little overlap; the vast majority of PcG targets were either in category 16 (too lowly expressed in wing) or 15 (no change in any comparison). We did find two overlaps in categories 2 and 3 with the extended list of targets found by Enderle et al. (2011), in S2 cells by ChIP-seq: *chinmo* and *RNaseMRP:RNA*. In general, the ASH1 targets we have identified (many of which overlap with targets identified independently by Schmäling et al. 2018) are a distinct set from PcG targets. However, it is likely that we have not identified all potential targets of ASH1 mitotic regulation.

To elucidate the role of the ASH1 AT hooks and the BAH domain in gene regulation, and to determine the role of mitotic chromatin attachment, it will be informative to construct reporters for candidate target genes in living *Drosophila* (Zhao et al. 2011). Recent elegant assays for mitotic memory in living embryos based on quantitative analysis of stochastically expressed reporter genes have delivered insights into the timing of post mitotic reactivation and the regulatory DNA sequence requirements for memory (Dufourt et al. 2018; Ferraro et al. 2016). It will be of great interest in future to apply such approaches to the misregulated genes we have identified here.

In summary, this work reveals important properties of ASH1 beyond its role as a histone methyltransferase. To fully understand these properties, it will be important to visualise and quantify the dynamic relationship between mitotic ASH1 binding and gene regulation in living, developing animals.

## Materials and methods

Transgenic *Drosophila* strains expressing EGFP fusion proteins.

Generation of the fly strain expressing EGFP::ASH1 is described in Steffen et al. (2013). Briefly, the ASH1 cDNA was cloned downstream of EGFP and the *αTubulin* promoter in a modified version of the attB plasmid pKC27 which allows site-directed integration into the landing site “43.4” on chromosome IIL at position 38E3 using the φ C31 integrase as described in Okulski et al. (2011) and Ringrose (2009). The EGFP::FSH-S transgenic fly line and the bromodomain mutants EGFP::FSH-S PFV1/2 were generated in a similar way. The plasmids used for injection were generated by PCR amplification of the cDNA sequences (kindly provided by Christian Beisel and Tobias Kockmann). Generation of ASH1 variants for the structure–function analysis is described in detail in Supplementary Material. Plasmids and fly lines are available on request.

### Genetic rescue experiments

Flies expressing EGFP::ASH1 or variants of EGFP::ASH1 were crossed to *Ly*/TM3,*Sb*. In the next generation, EGFP::ASH1/ + ; + /TM3,*Sb* flies were crossed in parallel to *ash1*^10^/TM3,*Ser*, *ash1*^22^/TM3,*Ser* and DF(3L)^Exel9011^/TM6,*Tb*,*Sb* to obtain EGFP::ASH1/ + ; *ash1*^m^/TM3,*Sb,* where *ash1*^m^ stands for any of the three *ash1* deficient alleles. EGFP::ASH1 was followed by the *miniwhite* marker of the transgenes. To address genetic rescue of EGFP::ASH1, progeny of 2 different *ash1* alleles was intercrossed, and the combination of alleles was assayed by the absence of the *Sb* marker. Thus, the progeny received a transheterozygous combination of either *ash1*^22^ and *ash1*^10^ or *ash1*^22^ and DF3L^Exel9011^. In Fig. 3, “Full rescue” (i.e. 100%) is defined as 33% of *mw* + adult progeny having the transheterozygous mutant allele combination (i.e. lacking a balancer chromosome: the other 67% carry heterozygous balancer; homozygous balancers are lethal). At least 300 flies for each transgene for each mutant background were analysed.

### Live imaging of Drosophila embryos

Embryos were dechorionated by a 2-min treatment with 50% household bleach (2.8% hypochlorite) and transferred on a no. 1.5 coverslip (60 × 24 mm) that was covered with a thin layer of embryo glue (Ringrose 2009). The embryos were covered with a thin layer of Voltalef 10S oil before mounting the coverslip upside down on a wet chamber (Reed et al. 2009). Images were acquired during cleavage cycles 10–13 of embryogenesis. Live imaging was performed at room temperature on a Zeiss LSM780 microscope. For time-lapse microscopy, a Plan-Apochromat 40 × /NA 1.3 Oil Lens was used. EGFP fluorescence was excited with a 488-nm Argon Laser at 1–4% power. Twelve-bit images of 512 × 512 pixels were acquired with a zoom of 4.3 resulting in images with a pixel size of 100 nm. Z-stacks of 20–30 μm were acquired every 15 s with a slice interval of 1 μm. The confocal pinhole was set to 2.65 Airy units. EGFP fluorescence was detected in a window of 490–560 nm with a master gain of 750 V. Time-lapse microscopy datasets were deconvolved using Huygens Core (SVI) using the Classic Maximum Likelihood Estimation approach with a theoretical point-spread function and 40 iterations. Figures 1, S1 and S2 show maximum-intensity projections of deconvolved z-stacks.

### Quantification of total GFP signals and mitotic chromatin binding

Mitotic chromatin binding of EGFP fusion proteins was observed by confocal time-lapse microscopy. All measurements were performed on maximum-intensity projections of deconvolved z-stacks collected as described above. Seven to ten nuclei in 3 embryos for each line were analysed. The mean and standard deviation of all nuclei for a given line are shown in the figures. We found that there was more variation between the nuclei of a single animal than between averages measured in different animals, due to the irregular shape of mitotic chromosomes. Thus, we show the larger standard deviation of the mean of all nuclei. Nuclei from cleavage cycles 11–13 were analysed. Cleavage cycle in the representative images shown in the figures was determined by nuclear size and is indicated in the figure panels. Nuclear volume decreases during these cycles from 300 µm^3^ before cleavage 10, to 55 µm^3^ after cleavage 13 (Steffen 2012). The relative intensity per area was constant across nuclear divisions, indicating that the total amount of protein per nucleus decreased with decreasing size, but the relative detectable amount remained constant with respect to area of the image. Thus, to correct for size differences, all images were scaled so that interphase nuclei were 37 pixels in diameter, giving a diameter of metaphase nuclear area of 52 pixels (see Fig. 1). This area was determined by examining the images of those proteins that substantially dissociate but remain visibly associated with the position of each metaphase plate in a larger area during metaphase (e.g. D BAH mut AT 1/2/3: Fig. 1). Total pixel intensities in a circular area of 37 (interphase) or 52 pixels (metaphase) diameter were measured for each transgenic line using ImageJ. Since interphase and metaphase images were acquired with identical settings, the proportion of metaphase signal to that of the preceeding interphase gives an indication of the extent of retention of EGFP fusions in the perinuclear volume during mitosis. In order to quantify relative levels of metaphase chromatin binding, intensity profiles were measured in a rectangular area of 46 × 16 pixels with the long axis perpendicular to the mitotic chromatin plate using the plot profile function of ImageJ. In cases with no mitotic chromatin association of the EGFP fusion protein, the intensity profile was measured along the assumed axis of the nuclear division as seen from later time points. Profiles were normalized to the total signal intensities measured in metaphase (i.e. in the circular 52-pixel diameter area) for each line. The normalization results in profiles in which the area under the profile curve is proportional to the sum of total signal measured in metaphase for that line. Baseline levels vary, according to the proportion of total signal that is colocalised with mitotic chromatin or located in the surrounding nucleoplasm. For each line, the proportion of signal measured in the metaphase chromatin zone (pixels 16–30) above this nucleoplasmic level was measured. The % mitotic binding was calculated by comparing these levels for each variant to that of EGFP ASH1 WT, which was set to 100%.

### FCS

Fluorescence correlation spectroscopy measurements were performed using a Zeiss LSM780 confocal laser scanning microscope mounted on an upright Zeiss Axioobserver stand. Embryos were mounted in wet chambers as described above. Selection of nuclei for FCS measurements was performed in LSM mode, and at least 5 FCS measurements of 5 s each were acquired at the selected spot. Further processing was performed using custom-developed MATLAB scripts, which are available on request. Individual correlation curves were screened for outliers, and the remaining curves of a single nucleus were averaged. Different variants (pure-diffusion/full model) of a reaction–diffusion model (Michelman-Ribeiro et al. 2009) were fitted to the measured correlation curve. The diffusion coefficient (*Df*) and the rate constants k^*^_on_ (pseudo-first order association rate) and *k*_*off*_ (dissociation rate) were extracted from reaction–diffusion model fits. Bound fractions (= k^*^_on_ /(k^*^_on_ + *k*_*off*_) and residence times (= 1/ *k*_*off*_) were calculated using the mean values of the extracted rate constants.

The FCS volume was determined from measuring autocorrelation curves of a dilution series of fluorescein. We performed a calibration of the FCS measurement volume using a concentration series (5–100 nM) of fluorescein. FCS autocorrelation curves were fitted with a fixed diffusion coefficient (Df = 425 µm^2^ s^−1^ (Culbertson et al. 2002, Steffen 2012)). Linear regression of number of molecules in the FCS measurement volume (*n*) and the known fluorescein concentrations (c) was performed. The FCS volume (in litres) is *V* = *n*/(NA.*c*) where *n* is the number of molecules determined from the fit, NA the Avogadro constant and *c* the molar concentration of the fluorescein solution. The FCS volume thus determined was 0.104 femtolitres (= 0.104 µm^3^).

### Western blot

Whole protein extracts of overnight collections of transgenic *Drosophila* embryos were prepared under denaturing conditions as described in Wodarz (2008), using 2 × NuPAGE LDS sample buffer (Invitrogen) as the extraction buffer. Proteins were run at 150 V on NuPAGE Tris acetate 3–8% minigels (Invitrogen) in 1 × NuPAGE Tris–acetate SDS running buffer (Invitrogen) and blotted onto PVDF membrane (Thermofischer) in 2 × NuPAGE Transfer buffer (Invitrogen) with 10% methanol and no SDS, in a semi dry blotting apparatus at 30 V for 1 h at room temperature. Membranes were blocked in PBST (PBS, 0.05% Tween 20), 5% BSA for 30 min at room temperature. The membrane was cut at 55 kDa to separate the portions containing ASH1 (> 270 kDa) and tubulin (50 kDa), and the two parts were subsequently incubated at 4 °C overnight separately with primary antibodies diluted in blocking buffer, as follows: αAsh1 rabbit polyclonal serum (provided by Jürg Müller and described in (Schmäling et al. 2018) 1:2,000, αAlpha-Tubulin mouse monoclonal (Merck T5168) 1:10,000. Membranes were incubated with secondary antibodies for 1 h at room temperature, separately as follows: top portion, horseradish peroxidase–conjugated α rabbit IgG (Merck NA934) 1:5000; bottom portion, horseradish peroxidase–conjugated α mouse IgG HRP (Merck NA913V), 1:10,000. Signals were detected with ECL Plus detection reagent (Pierce) and visualized using a LI-COR C-DiGit Chemiluminescence Western Blot Scanner.

### Injection of JQ1 for live imaging

Embryo injections were performed as described in Ringrose (2009) with minor modifications. Briefly, embryos were collected for 30–60 min and dechorionated using 50% household bleach for 2 min. 50 embryos were aligned in a row and transferred on a no. 1.5 coverslip (60 × 24 mm, Menzel) covered with a thin layer of embryo glue (Ringrose 2009). The embryos were dried for 12 min before injection. A 10-mg/ml stock of ( +)-JQ1 dissolved in DMSO was used to prepare injection mixes containing 0.05 mg/ml ( +)-JQ1 and 0.5 mg/ml Hoechst 34580 diluted in a (2-hydroxypropyl)-beta-cyclodextrin solution (45 g/100 ml water). The mock injection mixes lacked ( +)-JQ1. The injected embryos were covered with Voltalef oil (Sigma-Aldrich). The coverslip was mounted on a wet chamber as described by Reed et al. (2009) and directly used for live imaging experiments.

### RNA extraction, cDNA synthesis and quantitative PCR analysis

Three independent RNA samples were prepared from each genotype. Five micrograms of total RNA was extracted from dissected 3rd instar larval wing discs or embryos using Trizol Reagent (Ambion). RNA was additionally treated with DNase (Turbo DNase, Ambion). cDNA was synthesized using the SuperScript II kit (Invitrogen) according to the manufacturer’s instructions. Priming was performed with equal amounts of oligo(dT) and random decamer primers (Ambion). RNA was removed by treatment with RNase H (NEB) before PCR analysis or preparation of sequencing libraries. qPCR analysis shown in Figure S2G was performed using SYBR Green sso master mix (Bio-Rad) in a CFX Real time PCR cycler (Bio-Rad). qPCR analysis shown in Figure S4 was performed using SYBR Green JumpStart Taq ReadyMix (Sigma) in a Realplex MasterCycler (Eppendorf). Primer sequences are given in Supplementary Material.

### RNAseq

mRNA was purified from 5 µg total RNA using Oligo (dT)25 Dynabeads (Invitrogen), fragmented by heat treatment and converted to cDNA using Superscript III (Invitrogen). Sequencing libraries were prepared with the KAPA Library Preparation Kit Illumina series (KK8201). After adapter ligation, library fragments of 250–800 bp were isolated from an agarose gel and quantified using the Bioanalyser (Agilent). The DNA was PCR amplified with Illumina primers for 15 cycles, purified and loaded on an Illumina flow cell for cluster generation. Libraries were sequenced on the Illumina HiSeq 2000 at the Vienna Biocentre sequencing facility. Reads were aligned to the *Drosophila* genome (dm3/BDGP5) using TopHat version 2.0.9 (Langmead et al. 2009). Further information on bioinformatic analysis of RNAseq data is given in the document Supplementary_RNA_seq and the legend to Table S2. Note that this document and Table S3 contain all information on genes that were significantly deregulated. Manual inspection of tracks revealed that several of these genes are very short (e.g. tRNAs and snoRNAs, less than a few hundred base pairs) whilst others are very lowly expressed in all four genotypes. These two classes of genes potentially give false positives with low *p* values, because they typically contain only a few reads per gene. For example, we observed that a very short or lowly expressed gene may have two or three reads per gene in all three replicates of one genotype and one or zero reads in all replicates in the other genotype, leading to a false positive hit for what is in effect, random variation. 

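Gene lengths for such a filter were taken from the exons of BDGP6, which differs from the genome build of the alignment. A minimum length of 200 bp and a sum of mean RPKM over the 4 genotypes of at least 1 kept 7314 genes, against 8346 with filterByExpr. In the edgeR fit to these 7314 genes, category 2 held 30 genes by fold change and category 3 held 23. Without any filter beyond 1 count in any library, the sizes were 164 and 171. When limma-voom was run on all genes first and this filter applied to its results, category 2 held 49 genes and category 3 held 30, with 6 and 4 at an unadjusted p below 0.01. This order of steps was added after the data had been examined.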

For this reason, we manually removed all genes < 200 bp and all genes for which the sum of RPKM across all four genotypes was < 1.0. The filtered data are given in Table S2. The gene numbers shown in Fig. 4F refer to these filtered lists. The full unfiltered RNAseq data have been submitted to GEO with the record number GSE95226.

## Supplementary Information

Below is the link to the electronic supplementary material.

Supplementary file1

Supplementary file2

Supplementary file3

Supplementary file4

## Data Availability

The RNA-seq data sets generated in this study are available at GEO with the record number GSE95226.

# Supplementary material for: The Trithorax group protein ASH1 requires a combination of BAH domain and AT hooks, but not the SET domain, for mitotic chromatin binding and survival
**Source:** Chromosoma. 2021 Jul 31;130(2-3):215–34. doi: 10.1007/s00412-021-00762-z
**Supplement:** Supplementary file 1 — Supplementary file1

## **Chromosoma: Supplementary information.**

# **The Trithorax group protein ASH1 requires a combination of BAH domain and AT hooks, but not the SET domain, for mitotic chromatin binding and survival**

Philipp A. Steffen<sup>1</sup>, Christina Altmutter<sup>1</sup>, Eva Dworschak<sup>1</sup>, Sini Junttila<sup>2</sup>, Attila Gyenesei<sup>2</sup>, Xinzhou Zhu<sup>3</sup>, Tobias Kockmann<sup>3</sup> and Leonie Ringrose<sup>1,4 §</sup>

## Supplementary Materials and Methods

### Fly stocks

Fly strains used in this study are shown in the table below. Fly stocks were maintained on standard medium at 18°C. Crosses and expanded stocks were maintained at 25°C. Embryo collections were performed on apple juice agar plates at room temperature.

| Name                                | Genotype                                                      | Ref.                   |
|-------------------------------------|---------------------------------------------------------------|------------------------|
| 43.4                                | $y^{-}, w^{1118}; P\{43.4, y^{+}\}$                           | (Okulski et al., 2011) |
| EGFP::ASH1<br>(tub. prom.)          | $y^{-}, w^{1118}; P\{pTub - EGFP::ASH1, w^{+}\}43.4$          | (Steffen et al., 2013) |
| EGFP::ASH1 variants<br>(tub. prom.) | $y^{-}, w^{1118}; P\{pTub - EGFP::ASH1 variants, w^{+}\}43.4$ | this study             |
| EGFP::FSH-S<br>(tub. prom.)         | $y^{-}, w^{1118}; P\{pTub - EGFP::FSH-S, w^{+}\}43.4$         | this study             |
| EGFP::FSH-S PFV1<br>(tub. prom.)    | $y^{-}, w^{1118}; P\{pTub - EGFP::FSH-S PFV1, w^{+}\}43.4$    | this study             |
| EGFP::FSH-S PFV2<br>(tub. prom.)    | $y^{-}, w^{1118}; P\{pTub - EGFP::FSH-S PFV2, w^{+}\}43.4$    | this study             |
| EGFPnls (tub. prom.)                | $y^{-}, w^{1118}; P\{pTub - EGFPnls, w^{+}\}43.4$             | (Steffen et al., 2013) |
| <i>ash1</i> <sup>10</sup>           | $w^{-}; ; ash1^{10}/TM3, Ser^{1}$                             | F. Sauer               |
| <i>ash1</i> <sup>22</sup>           | $w^{-}; ; ash1^{22}/TM3, Ser^{1}$                             | F. Sauer               |
| Df(3L)Exel9011                      | $w^{1118}; Df(3L)Exel9011/TM6B, Tb^{1}$                       | Bloomington #7945      |

### Generation of EGFP::FSH-S fusion protein fly lines

The EGFP::FSH-S transgenic fly line and the bromodomain mutants EGFP::FSH-S PFV1/2 were generated in a similar way as described earlier for EGFP::ASH1 (Steffen et al., 2013). The plasmids used for injection were generated by PCR amplification of the cDNA sequences (kindly provided by Christian Beisel) using the primers FSH-S\_fw/FSH-S rv and direct cloning into pKC27- $\alpha$ 1tub-EGFP::ASH1 using BglII and MluI, thereby replacing the coding sequence of ASH1. Plasmids were used for injection into embryos for site-directed integration into the landing site “43.4” according to (Ringrose, 2009) with the exception that the integrase was not provided by co-injection of the integrase plasmid but rather by a genetic cross to the integrase line ZH11 (Bischof et al., 2013).

### Generation of EGFP::ASH1 deletion variants for the in-vivo structure function analysis

The ASH1 variants for the structure-function analysis were designed based on the plasmid pKC27- $\alpha$ 1tub-EGFP::ASH1 that was used to generate the EGFP::ASH1 fly line (Steffen et al., 2013).

#### *EGFP::ASH1 $\Delta$ AT1:*

pKC27- $\alpha$ 1tub-EGFP::ASH1 was digested by XhoI/SphI and the N-terminus of ASH1 was replaced by a 3.6 kb PCR product amplified from pKC27- $\alpha$ 1tub-EGFP::ASH1 using the primers PS189/PS187. This removes the amino acids 1-375 of ASH1.

#### *EGFP::ASH1 $\Delta$ AT1-3:*

The N-terminus of ASH1 was removed by digestion of pKC27- $\alpha$ 1tub-EGFP::ASH1 with XhoI/SphI and insertion of a 0.8 kb PCR product amplified from pKC27- $\alpha$ 1tub-EGFP::ASH1 using the primers PS188/PS187. This removes the amino acids 1-1268 of ASH1.

*EGFP::ASH1 $\Delta$ SET:*

A 3.3 kb Bsu36I/SphI fragment was removed from pKC27- $\alpha$ 1tub-EGFP::ASH1 and replaced by a 2.7 kb PCR product amplified from pKC27- $\alpha$ 1tub-EGFP::ASH1 using the primers PS211/PS212. This removes the amino acids 1339-1564 of ASH1.

*EGFP::ASH1 N-term. + SET:*

A 2.2 kb SphI/MluI fragment was removed from pKC27- $\alpha$ 1tub-EGFP::ASH1 and replaced by a 250 bp PCR product amplified from pKC27- $\alpha$ 1tub-EGFP::ASH1 using the primers PS202/PS203. This removes the amino acids 1629-2224 of ASH1.

*EGFP::ASH1 $\Delta$ BAH:*

A 2.2 kb SphI/MluI fragment was removed from pKC27- $\alpha$ 1tub-EGFP::ASH1 and replaced by a 1.2 kb PCR product amplified from pKC27- $\alpha$ 1tub-EGFP::ASH1 using the primers PS202/PS286. This removes the amino acids 1950-2224 of ASH1.

*EGFP::ASH1 $\Delta$ Bromo:*

The bromodomain of ASH1 was removed using overlap-extension PCR according to (Heckman and Pease, 2007). A 0.5kb PCR product was generated from pKC27- $\alpha$ 1tub-EGFP::ASH1 using the oligonucleotides PS202/287 which contains the sequence between the SphI site and the beginning of the bromodomain. A second 1.6kb PCR product was amplified using the oligonucleotides PS288/289 that contains the sequence from the end of the bromodomain up to the MluI site. Both PCR products overlap because PS287 has an overhang that anneals to PS288. A second PCR reaction using the oligos PS202/289 and a mixture of both previous products as templates was used to generate a 2.1kb DNA fragment with the deletion of the bromodomain that was cloned into pKC27- $\alpha$ 1tub-EGFP::ASH1 using the restriction enzymes SphI/MluI. This removes the amino acids 1698-1770 of ASH1.

*EGFP::ASH1 $\Delta$ N-terminus:*

A 5.5 kb Bsu36I/MluI fragment was removed from pKC27- $\alpha$ 1tub-EGFP::ASH1 and replaced by 2.7 kb PCR product amplified from pKC27- $\alpha$ 1tub-EGFP::ASH1 using the primers PS211/PS215. This removes the amino acids 1339-2224 of ASH1.

*EGFP::ASH1 C-terminus:*

A 1.8 kb fragment containing the C-terminal domains of ASH1 was amplified from pKC27- $\alpha$ 1tub-EGFP::ASH1 using the primers PS216/PS217 which brings in flanking XhoI and MluI sites. The PCR product was then cloned into pKC27- $\alpha$ 1tub-EGFP::ASH1 using XhoI and MluI. This construct contains the amino acids 1629-2224 of ASH1.

## **Generation of EGFP::ASH1 AT-hook variants by site-directed mutagenesis**

Point mutations in the AT-hooks were introduced using site-directed mutagenesis (Quikchange II XL, Stratagene). 50 ng template and 125 ng of each oligonucleotide were used for the PCR mutagenesis reaction. The elongation time was set to 14 min for the approximately 14 kb large EGFP::ASH1 plasmids. All other steps were performed according to the instructions of the

manufacturer. The first AT-hook was mutated using the primers PS323/324, the second using the primers PS193/PS194 and the third AT-hook was mutated using PS195/196 each of them changing the conserved “R – G – R” motif into “A – G – A”.

### Primers used for cloning

| Name      | Sequence 5' – 3'                                 |
|-----------|--------------------------------------------------|
| FSH-S_fw  | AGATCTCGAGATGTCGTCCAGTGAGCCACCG                  |
| FSH-S_rev | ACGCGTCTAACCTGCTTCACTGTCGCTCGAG                  |
| PS187     | CCGTTGAGCATGCTTTTTGGCCTTCTGCTT                   |
| PS188     | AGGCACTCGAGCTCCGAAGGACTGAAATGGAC                 |
| PS189     | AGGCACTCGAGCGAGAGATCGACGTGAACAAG                 |
| PS193     | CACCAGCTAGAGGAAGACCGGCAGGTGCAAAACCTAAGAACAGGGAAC |
| PS194     | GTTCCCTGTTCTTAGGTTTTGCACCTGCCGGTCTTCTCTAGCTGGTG  |
| PS195     | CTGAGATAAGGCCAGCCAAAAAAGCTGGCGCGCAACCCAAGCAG     |
| PS196     | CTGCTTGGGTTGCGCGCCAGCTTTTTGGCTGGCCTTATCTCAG      |
| PS202     | GCCATCTGGAGAGGGACTTT                             |
| PS203     | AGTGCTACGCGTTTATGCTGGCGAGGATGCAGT                |
| PS211     | GTTACAAGTCCGATGCCAGC                             |
| PS212     | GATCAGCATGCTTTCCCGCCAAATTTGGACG                  |
| PS215     | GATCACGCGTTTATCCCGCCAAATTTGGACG                  |
| PS216     | CATGCTCGAGATGCTTGGCACCCTAATGGG                   |
| PS217     | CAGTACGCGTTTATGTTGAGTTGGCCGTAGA                  |
| PS286     | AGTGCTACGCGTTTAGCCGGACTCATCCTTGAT                |
| PS287     | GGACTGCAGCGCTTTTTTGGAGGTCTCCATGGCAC              |
| PS288     | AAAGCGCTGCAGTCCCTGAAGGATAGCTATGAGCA              |
| PS289     | TGGATCTGGATCACCTAGGT                             |
| PS323     | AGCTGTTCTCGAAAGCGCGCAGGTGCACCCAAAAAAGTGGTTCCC    |
| PS324     | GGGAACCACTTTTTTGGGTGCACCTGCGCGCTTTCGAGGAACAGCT   |

### Primers used for qPCR

| Name               | Sequence 5' – 3'        |
|--------------------|-------------------------|
| TBP fwd            | CATCGTGTCCACGGTTAATCT   |
| TBP rev            | GAAACCGAGCTTTTGGATGAT   |
| inGFP_fw           | CTTCAAGATCCGCCACAACATCG |
| inGFP_rev          | TCGTCCATGCCGAGAGTGATCC  |
| ASH1_fw2           | GAGTTACCTAACCTGGTGC     |
| ASH1_rev2          | GACTAGGGTCTCCTCCTTAGC   |
| CG32572 exon 3 fwd | GGTTTCAAGGAGGTGAAGGAC   |
| CG32572 exon 3 rev | GGATTCTTGGTGTGGTTGCTA   |
| swi2 exon 3 fwd    | GGCCAAAGGATGGTCTAAATC   |
| swi2 exon 3 rev    | CGCGATGAGATGTACGAGAG    |
| et exon 2 fwd      | AATCAACGGACTCGTACAACG   |
| et exon 2 rev      | CACACATGACTCTGGATGACG   |
| CG6356 exon 1 fwd  | CAGGAACCACAATCAACACAA   |
| CG6356 exon 1 rev  | GGCAGAGGTGGGAGATAAGAG   |
| Gbp fwd            | TCCAAAGGATGACGACGATAC   |
| Gbp rev            | TGTACTTTCCAAACGGAGTGC   |
| Ir51a 1 fwd        | ATTTGTGGAGTACCTGCATCG   |
| Ir51a 1 rev        | CCTGACCGGAACAATAAGACA   |
| CG7497 exon 1 fwd  | AACGGGTTTCCATCTACCAGT   |
| CG7497 exon 1 rev  | CGATTTTCGATTTGCATAGAGC  |
| Lip1 exon 1 fwd    | CTTCCGTGAAAGTGAAACTCG   |
| Lip1 exon 1 rev    | TTCTTCTCCTCCTCCTCGTC    |

## Supplementary Figures and Tables

### **Fig. S1 Contributions of individual AT-hooks to chromatin association of ASH1 during mitosis**

A) EGFP::ASH1 WT fusion protein. Grey: domains according to UNIPROT; green: EGFP tag (green). B) Living blastoderm embryos were imaged using timelapse confocal microscopy to visualize expression and localization fusion proteins as indicated, during cleavage cycles 10-13 of embryogenesis. Individual timepoints corresponding to different cell-cycle phases are indicated. Dotted circles indicate the area of interphase and metaphase images used to evaluate total signal intensity. Mitotic cycle number is indicated on metaphase images. Images are maximum-intensity projections of z-stacks from deconvolved time-lapse experiments. Scale bar represents 10  $\mu\text{m}$  and is the same for all images. C) Averaged profiles through nuclei centered on the mitotic chromatin zone within maximum-intensity projections at metaphase. For 3 embryos, 7-10 nuclei each were measured. Profiles show mean (black line) and standard deviation (this grey line) of all nuclei. The y-axis shows the relative average intensity along the profile, calculated as described in material and methods. The ASH1 WT profile is shown in green as reference. Mitotic binding for each variant was calculated as % of binding by WT ASH1 in the metaphase chromatin zone as described in methods.

**Fig. S1**

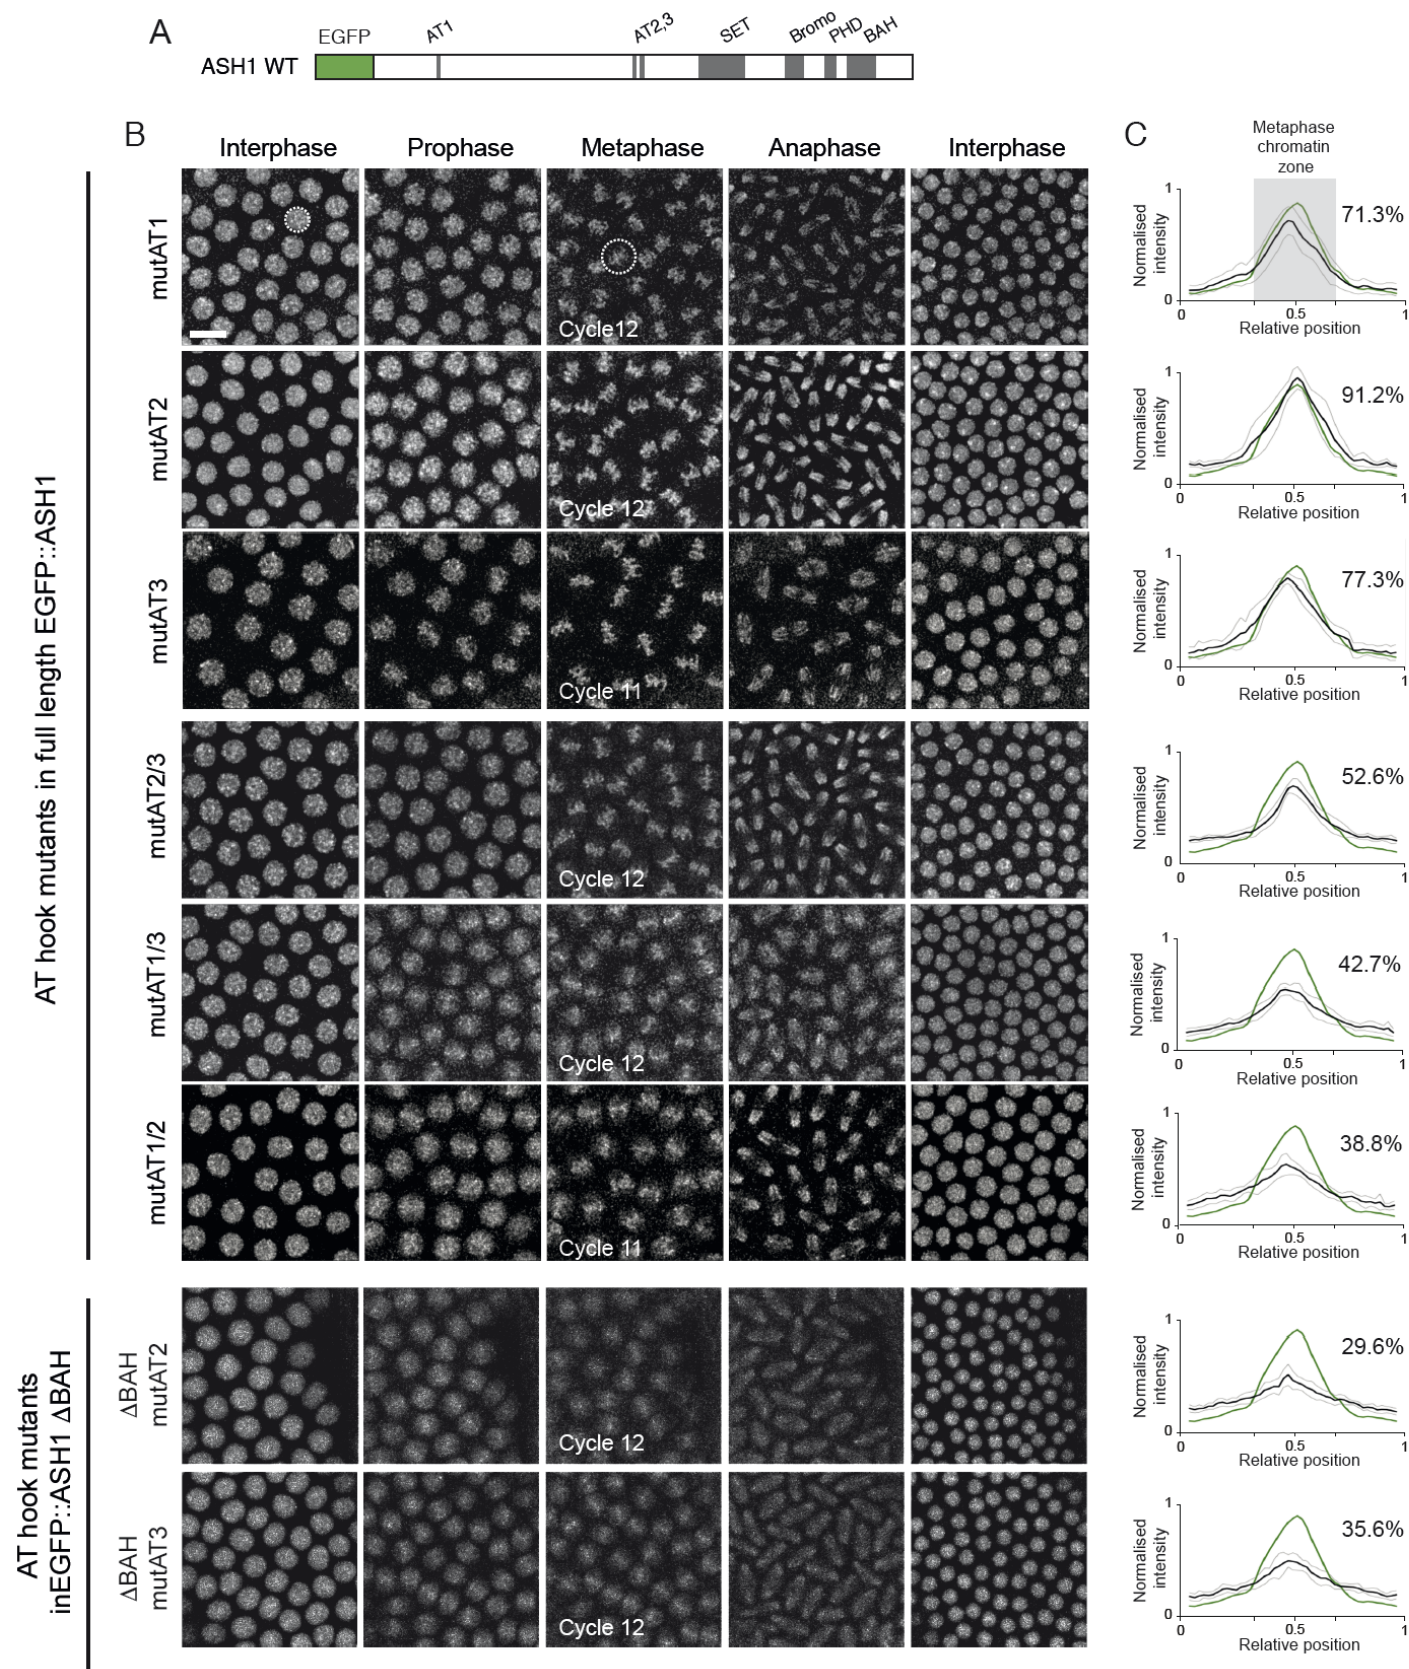

**Fig. S2 Quantification of interphase and metaphase binding for ASH1 and variants**

A) Magnification of interphase images from Figures 1 and S1 for ASH1 and selected variants as indicated. Scale bar represents 10  $\mu\text{m}$  and is the same for all images. B) Surface plot of the uppermost nucleus in each image of (A), showing that all variants display a similar heterogeneous distribution in interphase. Surface plots were generated using the 'analyze' function of ImageJ64. C) Magnification of metaphase images from Figures 1 and S1. Despite similar interphase distributions, the ASH1 variants show different extents of chromatin binding at metaphase. D) Mitotic binding for each variant was calculated as % of binding by WT ASH1 as described in methods. E) Total mean fluorescence intensity in interphase and metaphase was calculated within the dotted circles shown in (A) and (C) as described in methods. For 3 embryos, 7-10 nuclei each were measured. Mean and standard deviation of all nuclei in each variant are shown. F) Molecule numbers measured by FCS in the FCS volume of 0.104  $\mu\text{m}^3$  (representing approximately 1/2000<sup>th</sup> of the entire nuclear volume). G) qPCR analysis on cDNA from 0-16h old embryos expressing the GFP::ASH1 fusion proteins as indicated. Primers specifically detecting GFP or ASH1 enable the relative endogenous and transgenic levels to be determined. TBP, TATA binding protein. Mean and standard deviation of at least two biological replicates for each transgenic line is shown. H) Western blot of whole protein extracts from 0-16h old embryos expressing the GFP::ASH1 fusion proteins as indicated. The top part of the blot was incubated with  $\alpha$  ASH1. The bottom part was incubated with  $\alpha$  Tubulin. The whole membrane is shown, indicating intact ASH1 fusion proteins.

**Fig. S2**

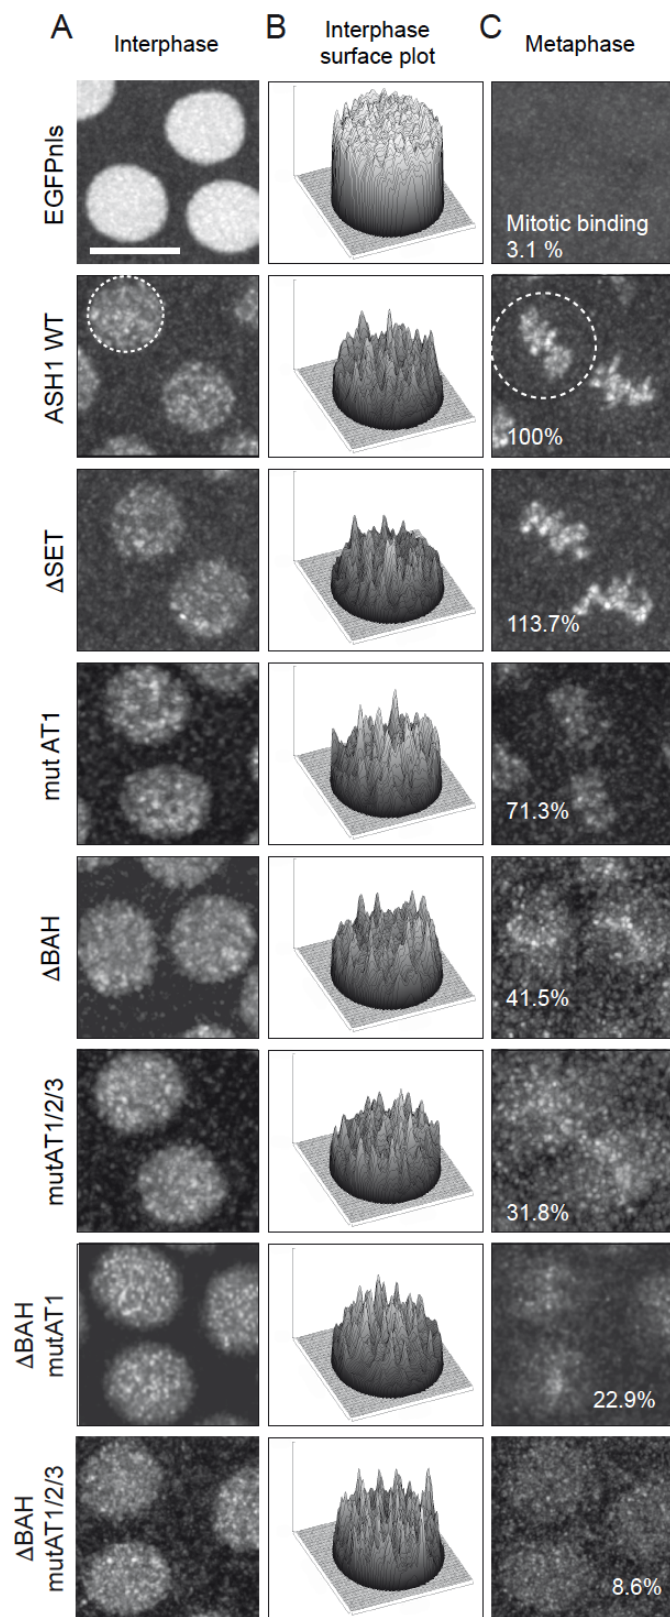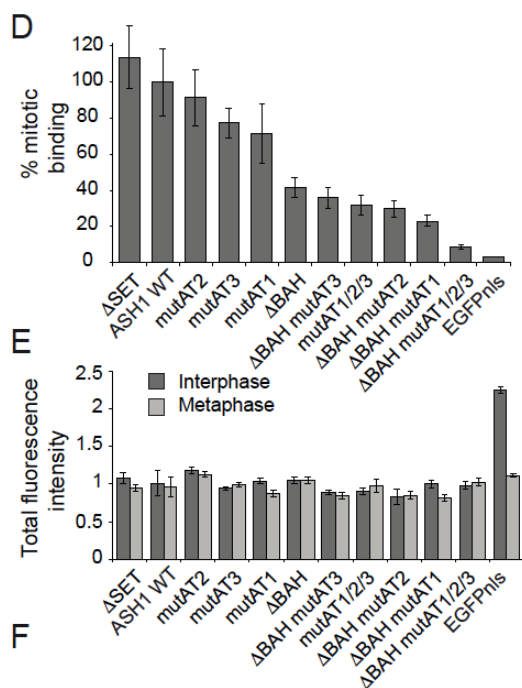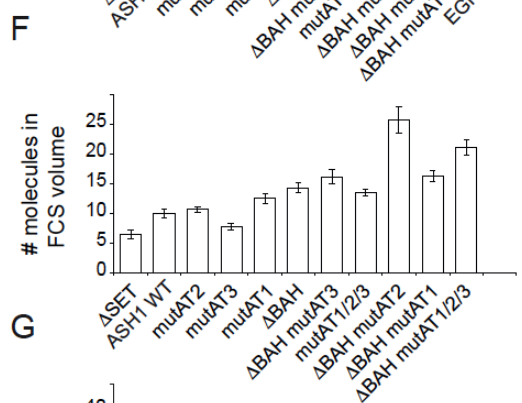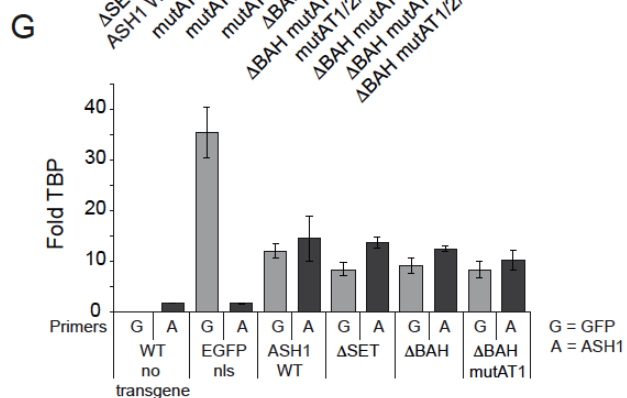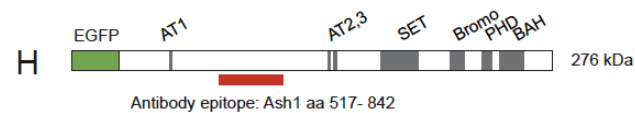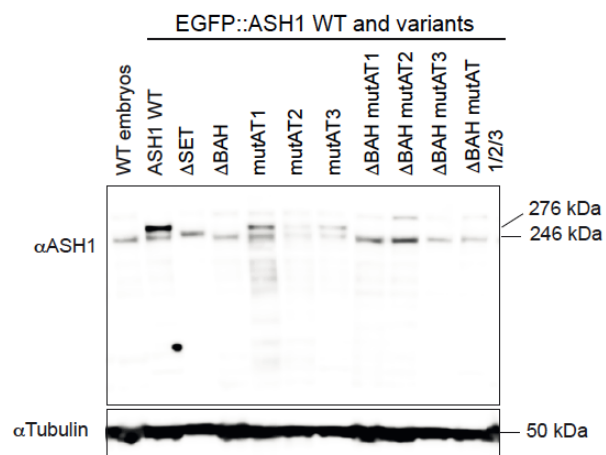

### Fig. S3 ASH1 mitotic chromatin attachment is independent of FSH

A) EGFP::FSH-S fusion protein. Grey: domains according to UNIPROT; green: EGFP tag. B) Clustal Omega alignment of the bromodomains of mammalian BRD2, BRD3, BRD4, BRDT and *Drosophila* FSH-S. Upper panel: first bromodomain, lower panel: second bromodomain. Conserved PFV residues which were mutated into alanines in the EGFP::FSH-S PFV1/2 fusion proteins are highlighted in red. These mutations are predicted to interfere with the binding to acetyl lysines due to alterations in the structure of the bromodomain (Morinière et al., 2009; Pivot-Pajot et al., 2003). Conservation of residues is shown for the first and second bromodomains individually above each alignment and for both bromodomains below the second alignment. JQ1 contact: Residues shown to be responsible for formation of the binding pocket that is occupied by the BET-family inhibitor JQ1 are marked by "^" according to the alignment in (Filippakopoulos et al., 2010). C) Interphase chromatin binding kinetics were measured by FCS in preblastoderm embryos during cleavage cycles 10-13. Kinetic association/dissociation constants, the diffusion coefficient and the abundance of the proteins in the measurement volume were extracted from fits of a reaction-diffusion model to experimental FCS autocorrelation curves as described in (Steffen et al., 2013) and are given in . C) Top: residence times were calculated as  $1/k_{off}$  from the mean dissociation constant shown in . Bottom: Bound fractions were calculated from mean values of  $k_{on}^*$  and  $k_{off}$  shown in , as  $k_{on}^* / (k_{on}^* + k_{off})$ . Error bars represent cumulative standard error of measurements in 5 nuclei per experiment. Statistical significance was tested using ANOVA with a Dunnett post-test ( $\alpha = 0.05$ ) comparing FSH-S PFV1 and 2 to FSH-S WT.  $p$  - values for ANOVA: Residence time: 0.0043; Bound fraction: 0.8393. D) Living blastoderm embryos were imaged using time-lapse confocal microscopy to visualize expression and localization of FSH-S WT and the variants indicated, during cleavage cycles 10-13 of embryogenesis. Individual timepoints corresponding to different cell-cycle phases shown. Images are maximum-intensity projections of z-stacks from deconvolved time-lapse experiments. Scale bar represents 10  $\mu$ m and is the same for all images. E) Averaged profiles were measured as for Figure 1. The FSH-S WT profile is shown in red in the other panels as reference. F,G) Embryos expressing EGFP::FSH-S (F) or EGFP::ASH1 (G) were injected with (+)-JQ1. Chromatin was visualized by co-injection of Hoechst 34580. Individual de-convolved planes of z-stacks from time-lapse microscopy of living embryos are shown. Green: EGFP fusion protein, magenta: DNA marked by Hoechst 34580. Scale bar = 10  $\mu$ m. H) Interphase residence times (top) and bound fractions (bottom) for EGFP::ASH1 upon mock injection or injection of (+)-JQ1 were measured by FCS as described in (C) above. For full set of parameters see Table S1. Error bars represent cumulative standard error of measurements in 5 (mock injected) and 8 (JQ1 injected) nuclei per experiment.

**A**

FSH-S: 1110 aa

**B**

```

Cons. BD1    *** :**** * ****:.*** ***: ***:*****.*. *:*****.***:***:***:
BRD2(1)     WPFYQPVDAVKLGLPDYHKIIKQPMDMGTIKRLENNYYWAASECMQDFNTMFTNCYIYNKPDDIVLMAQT
BRD3(1)     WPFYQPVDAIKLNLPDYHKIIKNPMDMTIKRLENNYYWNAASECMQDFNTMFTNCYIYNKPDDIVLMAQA
BRD4(1)     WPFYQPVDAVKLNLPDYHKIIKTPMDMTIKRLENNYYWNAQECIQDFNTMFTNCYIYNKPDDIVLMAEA
BRDT(1)     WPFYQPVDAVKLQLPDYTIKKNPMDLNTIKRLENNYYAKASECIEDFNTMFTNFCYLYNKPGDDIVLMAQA
FSHS(1)     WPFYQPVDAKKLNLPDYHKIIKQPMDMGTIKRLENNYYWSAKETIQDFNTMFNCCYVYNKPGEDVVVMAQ-

FSHS(1) PFV1   || |
               AA A

Cons. BD2     *****.. * **:*:::*.***:.*: *:: ::. * .*****:* *****:***:*
BRD2(2)     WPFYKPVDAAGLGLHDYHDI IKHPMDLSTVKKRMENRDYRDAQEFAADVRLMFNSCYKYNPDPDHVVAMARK
BRD3(2)     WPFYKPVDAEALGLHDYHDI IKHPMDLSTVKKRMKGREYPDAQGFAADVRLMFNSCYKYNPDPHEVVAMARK
BRD4(2)     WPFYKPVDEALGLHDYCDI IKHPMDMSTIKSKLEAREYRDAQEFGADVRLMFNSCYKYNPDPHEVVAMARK
BRDT(2)     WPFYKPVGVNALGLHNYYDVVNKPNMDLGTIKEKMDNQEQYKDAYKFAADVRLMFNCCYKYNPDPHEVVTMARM
FSHS(2)     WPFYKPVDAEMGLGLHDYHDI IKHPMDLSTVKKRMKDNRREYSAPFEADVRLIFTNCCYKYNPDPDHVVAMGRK

FSHS(2) PFV2   || |
               AA A

Cons. BD1+2   *** ..**.. * *: *::: * ***: **: *:: . * *      *.. :* ***** * ..: * *..
JQ1 contact   ^^ ^^^^ ^^^^
  
```

**C**

| Condition  | Residence time [s] |
|------------|--------------------|
| FSH-S      | ~0.17              |
| FSH-S PFV1 | ~0.06**            |
| FSH-S PFV2 | ~0.15              |

  

| Condition  | Bound fraction |
|------------|----------------|
| FSH-S      | ~0.55          |
| FSH-S PFV1 | ~0.42          |
| FSH-S PFV2 | ~0.52          |

**D**

**E**

**F**

**G**

**H**

| Condition | Residence time [s] |
|-----------|--------------------|
| mock      | ~0.28              |
| (+)-JQ1   | ~0.32              |

  

| Condition | Bound fraction |
|-----------|----------------|
| mock      | ~0.52          |
| (+)-JQ1   | ~0.50          |

## Fig. S4 Comparison of RNA-seq and qPCR data

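The RNA-seq side of these plots can be followed per library in counts. swi2 (FBgn0034262) had 74, 30 and 43 counts in ASH1 WT and 183, 37 and 34 in ΔBAH. It had at most 3 counts in each wild-type library, which makes it at least 19.0-fold higher in ASH1 WT, and 7, 0 and 0 counts in ΔBAH mutAT1. Its log2 fold change from ΔBAH to ΔBAH mutAT1 was -5.57 (standard error 1.08, adjusted p = 0.294 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; range over the alternatives with limma and DESeq2 1.1e-05 to 1.00). et (FBgn0031055) had 30, 12 and 12 counts in ΔBAH and 15, 0 and 1 in ΔBAH mutAT1, a log2 fold change of -2.36 (standard error 0.88). Without ΔBAH mutAT1 replicate 1 this group keeps 0 and 0 counts of swi2 and 0 and 1 of et, too few for a fitted size. With 1 library left out, the smallest log2 fold change was -4.87 for swi2. For et it was -1.73, without ΔBAH mutAT1 replicate 2. CG7497 (FBgn0036742) had 81, 18 and 17 counts in ΔBAH and 34, 1 and 17 in ΔBAH mutAT1, with a log2 fold change of -1.43 (standard error 0.85) that was -0.81 without ΔBAH replicate 1 and -0.83 without ΔBAH mutAT1 replicate 2. From wild type to ASH1 WT, CG6356 (FBgn0039178) changed by -1.73 (standard error 0.99) and Lip1 (FBgn0023496) by -1.53 (standard error 0.88) on the log2 scale. Gbp1 (FBgn0034199, Gbp in the paper) had at most 15 counts in any library and was removed by the filter. Its fitted log2 fold change from wild type to ASH1 WT was 3.49 without a filter (unadjusted p of 0.0384 in edgeR's test). It was 3.43 with the filter of the paper (0.0128) and 3.03 with limma-voom on all genes (0.00440 in limma's test). With 2, 0 and 0 counts in wild type, the size of this change stays open.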

The left side of each plot shows the mean RPKM (reads per kilobase per million) and standard deviation (SD) of three replicates as evaluated by RNA-seq. Each replicate is an independent RNA preparation from 3<sup>rd</sup> instar larval wing discs of the genotypes shown. *p* – values for the relevant differences, calculated on the basis of the SD between replicates (t - test) from RNAseq data as described in supplementary material (RNA\_seq), are shown. The right side of each plot shows RT-qPCR analysis of the same RNAs as % TBP (TATA binding protein mRNA). Mean and standard deviation of at least two biological replicates for each genotype are shown.

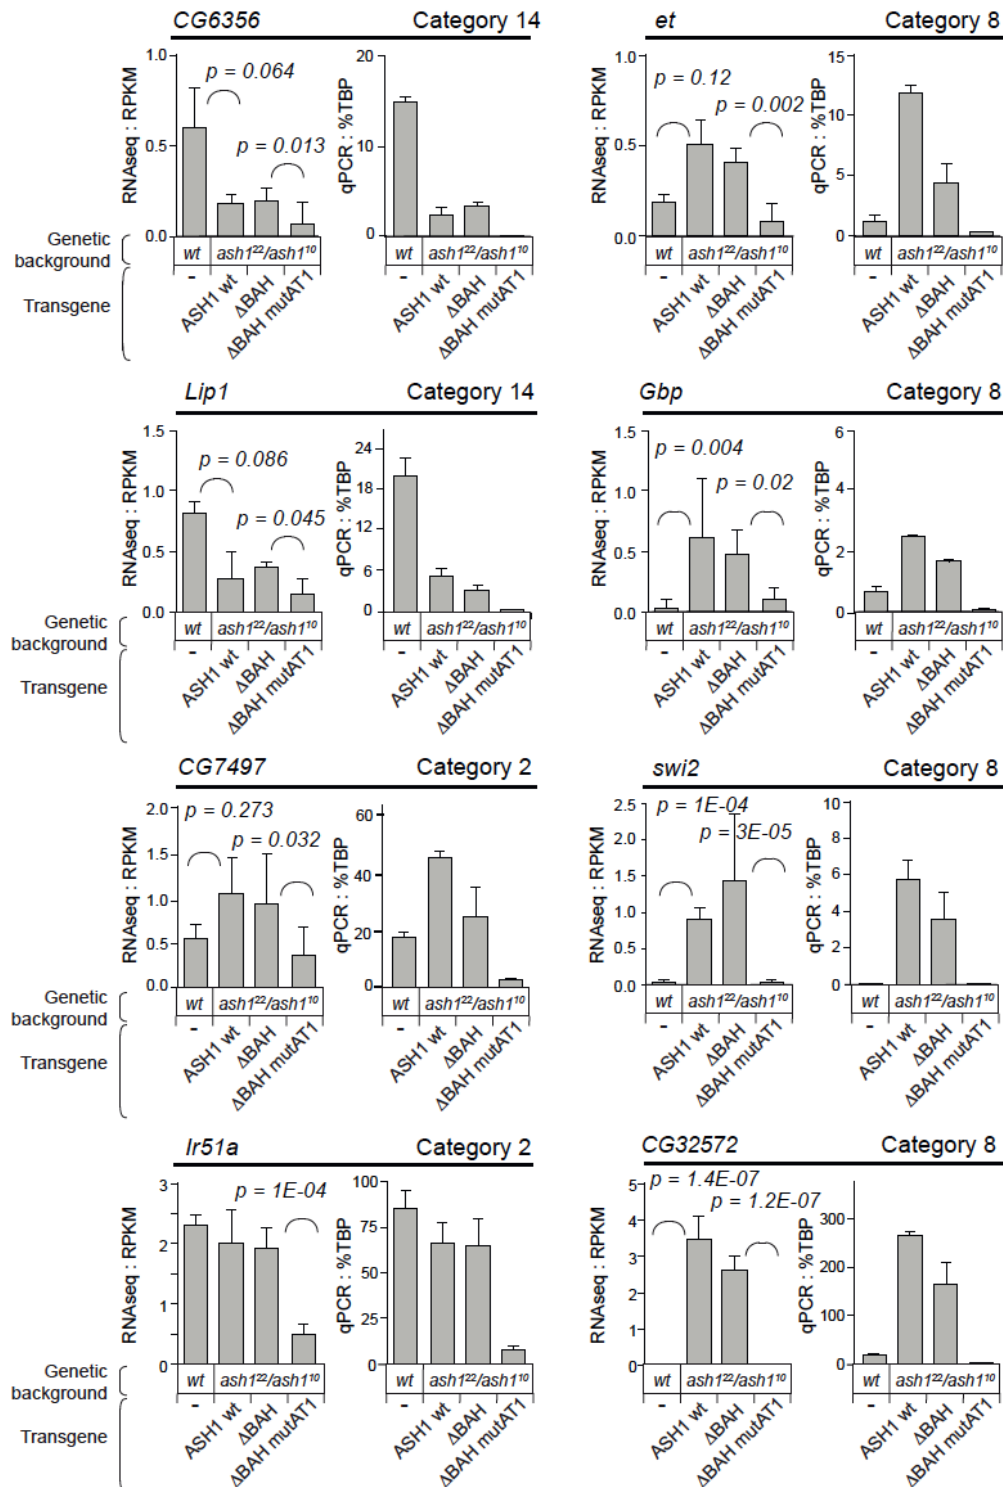

**Fig. S5 RNA seq data**

A) Summary of RNA-seq data from 3<sup>rd</sup> instar larval wing discs showing genes whose mean RPKM changes >2- fold between the two genotypes shown at the top of the scheme, after filtering out short genes and lowly expressed genes (see methods and Figure 4). E.g., “up” in column 1 indicates that the genes in this group are more highly expressed in EFGP::ASH1 WT; *ash1*<sup>10</sup> / *ash1*<sup>22</sup> than in wild type wing discs. Categories are indicated in circles. Total gene numbers in each category are given, without *p* - value filtering. (For *p* - value filtering see Figure 4). B) Heat map of expression levels for the three replicates for all genes in each category are shown. Red: high expression; green: low expression.

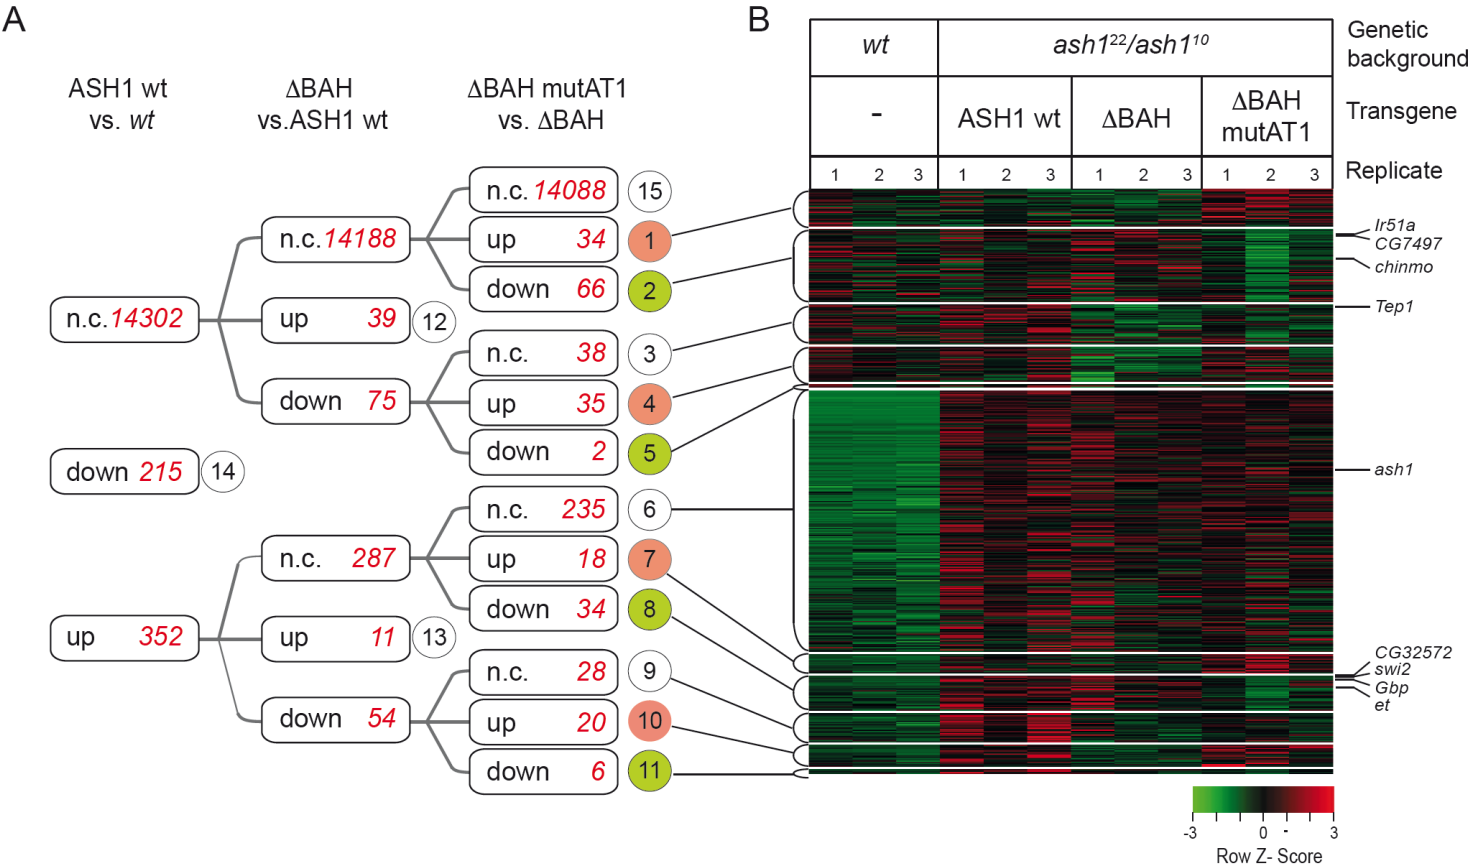

**Table S1 Interphase chromatin binding kinetics determined by Fluorescence correlation spectroscopy (FCS)**

Compilation of measured chromatin binding kinetics in interphase of *Drosophila* pre-blastoderm embryos. FCS experiments were performed in several nuclei (n is shown for each protein in the table) and analyzed individually as described in (Steffen et al., 2013). Extracted parameters from reaction-diffusion model fits were averaged. The Table shows the mean values  $\pm$  standard error for the diffusion coefficients ( $Df$  [ $\mu\text{m}^2\text{s}^{-1}$ ]), the pseudo-first order association rate constant  $k_{on}^*$  [ $\text{s}^{-1}$ ], the dissociation rate constant  $k_{off}$  [ $\text{s}^{-1}$ ] and the absolute number of fusion protein molecules in the FCS measurement volume. The residence time [s] was calculated as  $1/k_{off}$  from the mean dissociation rate. The fraction of bound molecules was calculated as  $k_{on}^*/(k_{off} + k_{on}^*)$  from mean rate constants. The table contains FCS interphase chromatin binding kinetics of wt ASH1::GFP as given in (Steffen et al., 2013) for comparison.

| Protein                      | Nuclei | $Df$ [ $\mu\text{m}^2 \text{s}^{-1}$ ] | $k_{on}^*$ [ $\text{s}^{-1}$ ] | $k_{off}$ [ $\text{s}^{-1}$ ] | Number of molecules in FCS volume | Residence time [s] | bound fraction  |
|------------------------------|--------|----------------------------------------|--------------------------------|-------------------------------|-----------------------------------|--------------------|-----------------|
| ASH1                         | 34     | $4.98 \pm 0.36$                        | $6.07 \pm 0.53$                | $5.81 \pm 0.35$               | $9.97 \pm 0.72$                   | $0.17 \pm 0.01$    | $0.51 \pm 0.05$ |
| ASH1 $\Delta$ SET            | 17     | $6.45 \pm 0.81$                        | $7.12 \pm 0.79$                | $6.89 \pm 0.48$               | $6.47 \pm 0.82$                   | $0.15 \pm 0.01$    | $0.51 \pm 0.07$ |
| ASH1 mutAT1                  | 23     | $4.45 \pm 0.31$                        | $6.16 \pm 0.54$                | $7.22 \pm 0.60$               | $12.52 \pm 0.83$                  | $0.14 \pm 0.01$    | $0.46 \pm 0.06$ |
| ASH1 mutAT2                  | 11     | $5.51 \pm 0.67$                        | $6.80 \pm 0.70$                | $6.34 \pm 0.49$               | $10.59 \pm 0.46$                  | $0.16 \pm 0.01$    | $0.52 \pm 0.07$ |
| ASH1 mutAT3                  | 13     | $5.48 \pm 0.52$                        | $6.38 \pm 0.87$                | $6.93 \pm 0.96$               | $7.76 \pm 0.47$                   | $0.14 \pm 0.02$    | $0.48 \pm 0.09$ |
| ASH1 mutAT1/2/3              | 29     | $5.16 \pm 0.57$                        | $7.93 \pm 0.80$                | $7.86 \pm 0.60$               | $13.50 \pm 0.58$                  | $0.13 \pm 0.01$    | $0.50 \pm 0.06$ |
| ASH1 $\Delta$ BAH            | 26     | $3.12 \pm 0.57$                        | $5.28 \pm 0.89$                | $8.79 \pm 1.04$               | $14.24 \pm 0.82$                  | $0.11 \pm 0.01$    | $0.38 \pm 0.08$ |
| ASH1 $\Delta$ BAH mutAT1     | 15     | $2.63 \pm 0.36$                        | $7.33 \pm 2.03$                | $14.21 \pm 2.90$              | $16.31 \pm 0.94$                  | $0.07 \pm 0.01$    | $0.34 \pm 0.12$ |
| ASH1 $\Delta$ BAH mutAT2     | 20     | $2.60 \pm 0.21$                        | $4.95 \pm 0.76$                | $10.31 \pm 0.98$              | $25.73 \pm 2.33$                  | $0.10 \pm 0.01$    | $0.32 \pm 0.06$ |
| ASH1 $\Delta$ BAH mutAT3     | 15     | $2.59 \pm 0.18$                        | $6.39 \pm 1.12$                | $11.72 \pm 1.13$              | $16.12 \pm 1.22$                  | $0.09 \pm 0.01$    | $0.35 \pm 0.07$ |
| ASH1 $\Delta$ BAH mutAT1/2/3 | 15     | $3.36 \pm 0.56$                        | $13.22 \pm 3.20$               | $21.66 \pm 3.54$              | $21.07 \pm 1.32$                  | $0.05 \pm 0.01$    | $0.38 \pm 0.11$ |
| FSH-S                        | 5      | $1.94 \pm 0.48$                        | $6.95 \pm 1.21$                | $5.90 \pm 0.45$               | $15.65 \pm 1.79$                  | $0.17 \pm 0.01$    | $0.54 \pm 0.10$ |
| FSH-S PFV1                   | 5      | $7.07 \pm 1.63$                        | $12.54 \pm 3.65$               | $17.38 \pm 4.07$              | $5.83 \pm 0.61$                   | $0.06 \pm 0.01$    | $0.42 \pm 0.16$ |
| FSH-S PFV2                   | 5      | $4.24 \pm 1.08$                        | $7.00 \pm 2.17$                | $6.48 \pm 1.26$               | $16.16 \pm 1.07$                  | $0.15 \pm 0.03$    | $0.52 \pm 0.19$ |
| ASH1 mock injection          | 5      | $2.95 \pm 0.24$                        | $3.32 \pm 0.89$                | $3.59 \pm 0.48$               | $5.52 \pm 0.65$                   | $0.28 \pm 0.04$    | $0.48 \pm 0.14$ |
| ASH1 JQ1 injection           | 8      | $3.48 \pm 1.56$                        | $2.69 \pm 0.42$                | $3.14 \pm 0.48$               | $10.59 \pm 0.88$                  | $0.32 \pm 0.05$    | $0.46 \pm 0.10$ |

**Table S2 Filtered RNA-seq data (see Excel sheet Table S2)**

RNA was extracted from 3<sup>rd</sup> instar larval wing discs and RNA-seq was performed on 3 biological replicates for each genotype. *Sheet 1, All Dereg genes*. Columns A-D: Information on gene identities. Column E: Category. 14869 genes were evaluated, and each was assigned a category according to its expression pattern across the four genotypes. For categories 1- 15, see Figure 4F. Additional categories shown in the table: 16: Lowly expressed genes. Genes for which the sum of mean RPKMs (reads per kb per million) across all four genotypes is less than 1 (column J). 17: Short genes. Inspection of tracks showed that these genes have short ORFs and thus artificially high RPKMs. This category consists of tRNA genes, snoRNAs, snRNAs, and small non messenger RNAs. Column F-I: Mean RPKM values of the three replicates for each genotype are shown. WT: Wild type. nAT: expression of full length EGFP::ASH1 in *ash1<sup>22</sup>/ash<sup>10</sup>* background. dBAH: expression of EGFP::ΔBAH ASH1 in *ash1<sup>22</sup>/ash<sup>10</sup>* background. dBAHmut1: expression of EGFP:: ΔBAH mutAT1 ASH1 in *ash1<sup>22</sup>/ash<sup>10</sup>* background. Column F: Sum of values in columns F-I, used to filter out lowly expressed genes (category 16). Columns K-N: Standard deviation of the RPKM values of the three replicates for each genotype. O-S; T-X; Y-AC: pairwise comparisons. Column O: Fold change of nAT vs WT. Calculated from normalised count values. Positive values indicate that mean RPKM is higher in nAT than in WT. Negative values indicate lower mean RPKM in nAT than WT. Column T: Fold change of dBAH vs nAT (+ve, dBAH up; -ve, dBAH down). Column Y: Fold change of dBAHmut1 vs dBAH (+ve, dBAHmut1 up; -ve, dBAHmut1 down). Columns P, U, Z: Log fold change is shown as log2. Columns Q, V, AA: *p* - value based on the SD (t - test). Columns R, W, AB: FDR adjusted *p* - value. Columns S, X, AC: Rank of the fold change. Combines the fold change itself and the *p* - value. Lowest number has the highest rank. *Sheet 2, Overlap Schmaling*. Overlaps between selected categories in our analysis and the data set of Schmaling et al., 2018, as indicated in the Table.

**Table S3 Raw RNA-seq data (see Excel sheet Table S3)**

RNA was extracted from 3<sup>rd</sup> instar larval wing discs and RNA-seq was performed on 3 biological replicates for each genotype. Whole data set without filetering as in Table S2 is given. Column A: Gene Identifier. Column B-E (black): Mean RPKM values of the three replicates for each genotype are shown. WT: Wild type. nAT: expression of full length EGFP::ASH1 in *ash1<sup>22</sup>/ash<sup>10</sup>* background. dBAH: expression of EGFP::ΔBAH ASH1 in *ash1<sup>22</sup>/ash<sup>10</sup>* background. dBAHmut1: expression of EGFP:: ΔBAH mutAT1 ASH1 in *ash1<sup>22</sup>/ash<sup>10</sup>* background. Column F: Sum of values in columns B-E, used to filter out lowly expressed genes in Table 2. Columns G-J (blue): Standard deviation of the RPKM values of the three replicates for each genotype. K-M; N-P; Q-S: pairwise comparisons. See legend to Table S2 for details and *p* - values. Columns T-V: Information on gene identities.

## Supplementary references

- Bischof, J., Björklund, M., Furger, E., Schertel, C., Taipale, J. and Basler, K.** (2013). A versatile platform for creating a comprehensive UAS-ORFeome library in *Drosophila*. *Development (Cambridge, England)*.
- Culbertson, C. T., Jacobson, S. C. and Michael Ramsey, J.** (2002). Diffusion coefficient measurements in microfluidic devices. *Talanta* **56**, 365-73.
- Filippakopoulos, P., Qi, J., Picaud, S., Shen, Y., Smith, W. B., Fedorov, O., Morse, E. M., Keates, T., Hickman, T. T., Felletar, I. et al.** (2010). Selective inhibition of BET bromodomains. *Nature* **468**, 1067-1073.
- Heckman, K. L. and Pease, L. R.** (2007). Gene splicing and mutagenesis by PCR-driven overlap extension. *Nat Protoc* **2**, 924-32.
- Morinière, J., Rousseaux, S., Steuerwald, U., Soler-López, M., Curtet, S., Vitte, A.-L., Govin, J., Gaucher, J., Sadoul, K., Hart, D. J. et al.** (2009). Cooperative binding of two acetylation marks on a histone tail by a single bromodomain. *Nature* **461**, 664-668.
- Okulski, H., Druck, B., Bhalerao, S. and Ringrose, L.** (2011). Quantitative analysis of polycomb response elements (PREs) at identical genomic locations distinguishes contributions of PRE sequence and genomic environment. *Epigenetics & chromatin* **4**, 4.
- Pivot-Pajot, C., Caron, C., Govin, J., Vion, A., Rousseaux, S. and Khochbin, S.** (2003). Acetylation-dependent chromatin reorganization by BRDT, a testis-specific bromodomain-containing protein. *Molecular and cellular biology* **23**, 5354-5365.
- Ringrose, L.** (2009). Transgenesis in *Drosophila melanogaster*. *Methods in molecular biology (Clifton, NJ)* **561**, 3-19.
- Steffen, P. A., Fonseca, J. P., Gänger, C., Dworschak, E., Kockmann, T., Beisel, C. and Ringrose, L.** (2013). Quantitative in vivo analysis of chromatin binding of Polycomb and Trithorax group proteins reveals retention of ASH1 on mitotic chromatin. *Nucleic acids research* **41**, 5235-5250.

# Supplementary material for: The Trithorax group protein ASH1 requires a combination of BAH domain and AT hooks, but not the SET domain, for mitotic chromatin binding and survival
**Source:** Chromosoma. 2021 Jul 31;130(2-3):215–34. doi: 10.1007/s00412-021-00762-z
**Supplement:** Supplementary file 2 — Supplementary file2

# Gene expression profiling study for mutant *ash1* gene in *Drosophila* using RNA-seq

Sini Junttila, Attila Gyenesei

BioComp

Vienna Biocenter Core Facilities

<http://www.vbcf.ac.at/facilities/bioinformatics-and-scientific-computing/>

# Contents

|   |                                                                |    |
|---|----------------------------------------------------------------|----|
| 1 | Analysis work flow                                             | 3  |
| 2 | Samples                                                        | 5  |
| 3 | Data preprocessing and normalization                           | 6  |
|   | 3.1 HiSeq sequencing run information                           | 6  |
|   | 3.2 Aligning reads to the reference genome                     | 6  |
|   | 3.3 Calculating normalized gene counts                         | 6  |
|   | 3.4 Files for genome browsers                                  | 8  |
| 4 | Data quality control                                           | 9  |
|   | 4.1 Expression values                                          | 9  |
|   | 4.2 Inspection of the expression value distribution: box plots | 10 |
|   | 4.3 Sample relations                                           | 12 |
|   | 4.3.1 Correlations                                             | 12 |
|   | 4.3.2 Hierarchical clustering                                  | 14 |
|   | 4.3.3 PCA                                                      | 16 |
|   | 4.4 Summary of the sample quality inspections                  | 16 |
| 5 | Group comparisons                                              | 18 |
|   | 5.1 Filtering parameters                                       | 18 |
|   | 5.2 Filtering result files                                     | 20 |
|   | 5.3 Visualization of the DE features                           | 20 |
|   | 5.4 DE list comparison                                         | 40 |

# 1 Analysis work flow

The main steps of the analysis of gene expression data are presented in Figure 1. The first step is aligning the transcriptome sequence reads to the reference genome and counting the number of reads for each gene (Section 3). This is followed by the general data inspection (Section 4) during which the general data quality and sample relations are being studied using various measures and visualizations. If low quality samples are detected they may be excluded from further analysis at this point. The data are also normalized (Section 3) to reduce systematic noise caused by non-biological sources and to improve the comparability of the samples.

After the preprocessing, statistical testing is performed between the compared sample groups (Section 5). The results from the testing are used to filter the so called *DE* or *differentially expressed* genes. The filtering is based on the statistical significance and the size of the difference in the mean expression levels between the sample groups (Section 5.1). Annotated result files for all genes and for the filtered gene lists are included in the results (Section 7).

*Functional analysis* is a term used for describing all of the advanced analyses where the information related to the gene functions is taken into account during the analysis (Section 6). These analyses can be run for the filtered DE gene lists or the whole data to detect enrichments in various functional categories. One functional analysis for both filtered DE gene lists and the whole data has been performed in this data analysis. Input files and usage instructions for two other commonly used enrichment analysis tools have also been included in the report (see 6.3 for more information). The usage of these additional functional analysis tools requires good knowledge of biological background of the experimental set up and thus the purpose of this report is to provide comprehensive support and guidance for the independent use of these tools.

Various statistical methods are used for the analysis of gene expression profiling data. These methods and the related technology will be thoroughly explained in the report so that the results will be interpretable even without deep knowledge in statistics.

All the analyses have been performed with *R language and environment for statistical computing* [7]. Many of the analyses have been performed using R related *Bioconductor* module [1].

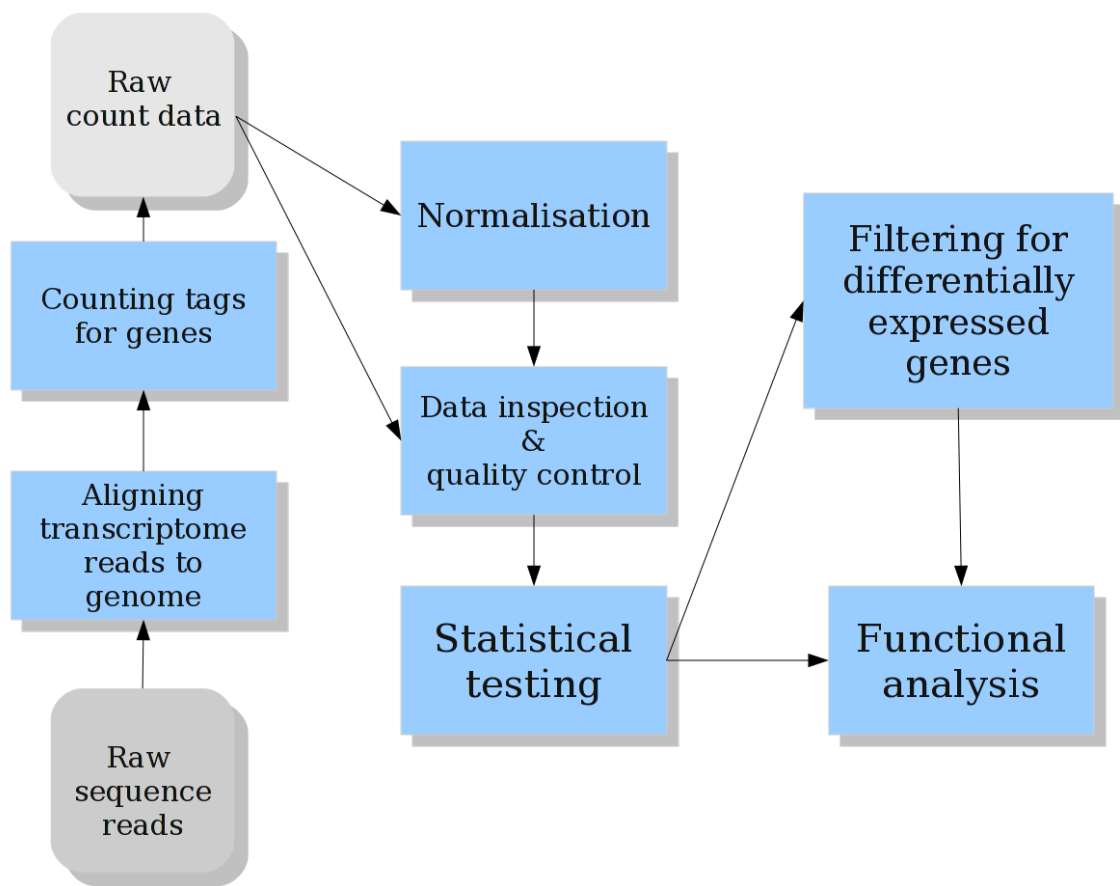

Figure 1: General RNA-seq data analysis workflow

## 2 Samples

General description of each sample group is given in the table below.

| Group<br>name | Number of<br>replicates | Group<br>definition |
|---------------|-------------------------|---------------------|
| WT            | 3                       | wild type           |
| nAT           | 3                       | nAT rescue          |
| dBAH          | 3                       | dBAH rescue         |
| dBAHmut1      | 3                       | dBAH mut 1 rescue   |

### 3 Data preprocessing and normalization

#### 3.1 HiSeq sequencing run information

The samples were sequenced with the HiSeq2500 instrument using single-end sequencing with 50bp read length. 

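The library identifiers in the deposited table fall into 3 blocks of consecutive numbers, which were taken here as the runs. By this reading, wild type and ΔBAH mutAT1 have 1 library in each run, while ASH1 WT and ΔBAH have replicate 1 in run 2 and replicates 2 and 3 in run 3. The paper's text does not list the libraries of each run. Deviations from the genotype means correlated across genes with a mean coefficient of 0.502 between libraries of the same run (20 pairs, from 0.423 to 0.813). Between libraries of other runs the mean was -0.283, with a highest value of 0.0851 (34 pairs). Genes are not independent replicates, so no p is given. A model with run and genotype found 5357 genes that differed between run 2 and run 3 at an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Adding the run lowered the common coefficient of variation between replicates to 14.4%.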

The analysed samples were sequenced in three separate runs with differing amounts of samples multiplexed on one lane.

#### 3.2 Aligning reads to the reference genome

The reads obtained from the instrument were base called using the instrument manufacturer's base calling software. The reads were aligned against the *Drosophila melanogaster* reference genome (BDGP5.25 assembly) using TopHat version 2.0.9 [4]. Summary of the mapping statistics is provided in Table 1.

| 1              | 2          | 3          | 4     | 5          | 6         | 7         |
|----------------|------------|------------|-------|------------|-----------|-----------|
| WT_14968       | 47,600,524 | 42,841,022 | 90.0% | 41,720,501 | 1,120,521 | 4,759,502 |
| WT_15544       | 36,689,411 | 32,625,125 | 88.9% | 31,948,356 | 676,769   | 4,064,286 |
| WT_17794       | 19,967,854 | 17,733,492 | 88.8% | 17,305,569 | 427,923   | 2,234,362 |
| nAT_15546      | 37,129,370 | 32,554,892 | 87.7% | 31,778,990 | 775,902   | 4,574,478 |
| nAT_17798      | 22,386,404 | 19,884,954 | 88.8% | 19,233,877 | 651,077   | 2,501,450 |
| nAT_17799      | 22,610,142 | 19,077,802 | 84.4% | 18,272,131 | 805,671   | 3,532,340 |
| dBAH_15547     | 34,822,993 | 30,862,324 | 88.6% | 30,181,002 | 681,322   | 3,960,669 |
| dBAH_17796     | 18,858,256 | 16,738,787 | 88.8% | 16,236,662 | 502,125   | 2,119,469 |
| dBAH_17797     | 20,711,106 | 18,322,378 | 88.5% | 17,723,729 | 598,649   | 2,388,728 |
| dBAHmut1_14969 | 43,143,444 | 38,586,053 | 89.4% | 37,499,641 | 1,086,412 | 4,557,391 |
| dBAHmut1_15545 | 45,091,660 | 40,129,023 | 89%   | 39,243,751 | 885,272   | 4,962,637 |
| dBAHmut1_17795 | 20,789,325 | 18,419,484 | 88.6% | 17,899,920 | 519,564   | 2,369,841 |

Table 1: Summary of mapping statistics

1: **Sample**

2: **Total**: Number of reads detected for the sample

3: **Mapped reads**: Number of reads mapped to the reference genome

4: **Mapping rate**: Percentage of mapped reads from the total number of reads

5: **Unique reads**: Number of uniquely aligned reads

6: **Non-unique reads**: Number of reads mapped to more than one location in the reference genome

7: **Unmapped reads**: Number of reads not mapped to the reference genome

#### 3.3 Calculating normalized gene counts

After alignment, the reads were associated with known genes based on annotations derived from Ensembl and the number of reads aligned within each gene was counted using HTSeq tool version 0.5.4p3.

The data are normalised to remove variation between samples caused by non-biological reasons and to make the values comparable across the sample set. Here the counts were normalised using the TMM normalisation method of the edgeR R/Bioconductor package (R version 3.0.1, Bioconductor version 2.12). The method takes the variable number of total reads across samples into account by calculating specific scaling factors between the samples.

For statistical testing the data were further log transformed using the voom approach in the limma package. For the visualizations and result files the TMM normalised counts are represented as RPKM values [6], which make the values not only between samples but also between genes comparable by taking the variable gene lengths into account. The following formula is used for calculation of the RPKM values:

$$RPKM = \frac{total\_gene\_reads}{mapped\_reads(millions) * gene\_length(KB)} \quad (1)$$

The distribution of the RPKM values in each sample is presented in Table 3.3. The RPKM value column denotes the RPKM value threshold and the amount of genes that have an RPKM value greater than the threshold is given for each sample.

| RPKM value | 14968 | 15544 | 17794 | 15546 | 17798 | 17799 | 15547 | 17796 | 17797 | 14969 | 15545 | 17795 |
|------------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|-------|
| 0          | 14869 | 14869 | 14869 | 14869 | 14869 | 14869 | 14869 | 14869 | 14869 | 14869 | 14869 | 14869 |
| 0.125      | 8729  | 8421  | 8365  | 8580  | 8552  | 8676  | 8509  | 8458  | 8614  | 8792  | 8368  | 8771  |
| 1          | 7413  | 7305  | 7229  | 7391  | 7363  | 7390  | 7374  | 7337  | 7384  | 7461  | 7292  | 7332  |
| 3          | 6832  | 6744  | 6696  | 6762  | 6786  | 6786  | 6763  | 6777  | 6787  | 6852  | 6739  | 6761  |
| 5          | 6456  | 6361  | 6341  | 6341  | 6435  | 6407  | 6328  | 6422  | 6403  | 6490  | 6326  | 6386  |
| 10         | 5489  | 5346  | 5362  | 5275  | 5437  | 5362  | 5276  | 5409  | 5409  | 5501  | 5291  | 5410  |
| 15         | 4536  | 4444  | 4474  | 4340  | 4500  | 4427  | 4325  | 4492  | 4479  | 4559  | 4292  | 4485  |
| 25         | 3241  | 3071  | 3138  | 3064  | 3121  | 3063  | 3038  | 3151  | 3106  | 3184  | 2987  | 3157  |
| 30         | 2727  | 2643  | 2659  | 2682  | 2612  | 2559  | 2627  | 2645  | 2606  | 2695  | 2533  | 2659  |
| 40         | 2031  | 1967  | 1946  | 2090  | 1901  | 1895  | 2044  | 1943  | 1901  | 1962  | 1908  | 1949  |
| 50         | 1564  | 1547  | 1517  | 1658  | 1468  | 1442  | 1614  | 1490  | 1450  | 1522  | 1472  | 1520  |

Table 2: The number of genes with the given RPKM value or higher in each sample.

### 3.4 Files for genome browsers

Various different genome browsers can be used for viewing the aligned count data in genomic context with a variety of different annotations. Figure 2 shows an example of the data viewed with IGV Genome Browser (**IGV** (Integrative Genome Viewer) **Genome Browser** at the Broad Institute: <http://www.broadinstitute.org/igv/>)

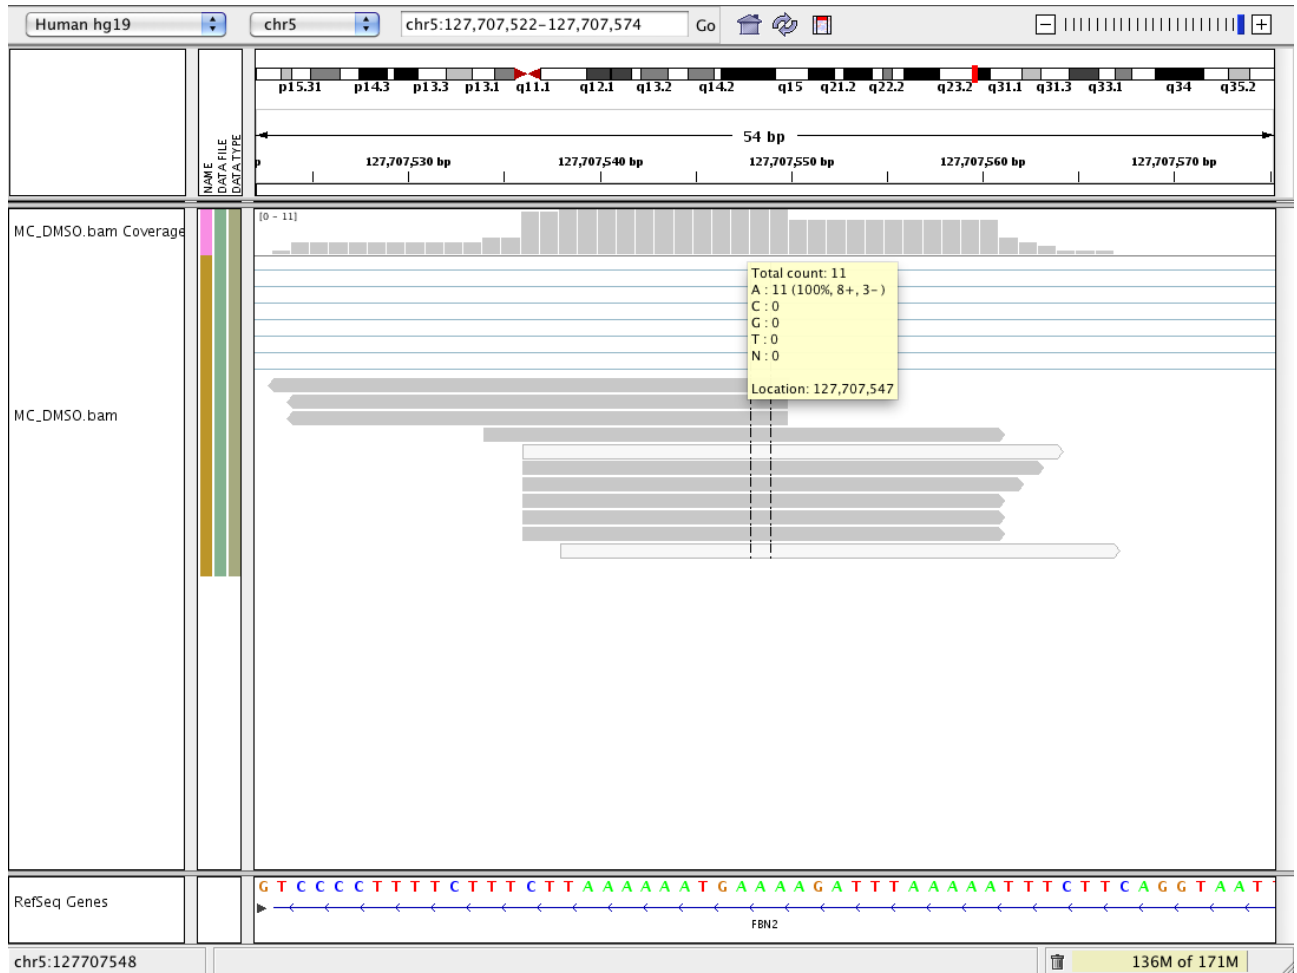

Figure 2: Snapshot from IGV Genome Browser

The \*.bam and \*.bai files needed for the genome browser are delivered separately by request since these files are very large. IGV genome browser is easy to use and comes with good manuals and tutorials. After choosing the correct genome, the data can be downloaded from File -> 'Load from file...' and choosing the appropriate \*.bam and \*.bai files.

## 4 Data quality control

The general quality of the samples and their relationships will be investigated in the following sections.

### 4.1 Expression values

Figure 3 visualizes the expression value distribution across the sample set.

Table 3 shows the minimum, median, mode, mean and maximum expression values of the normalised samples. The mode can be seen as a rough measure of the background since most of the genes in the genome are not expressed in most experiments.

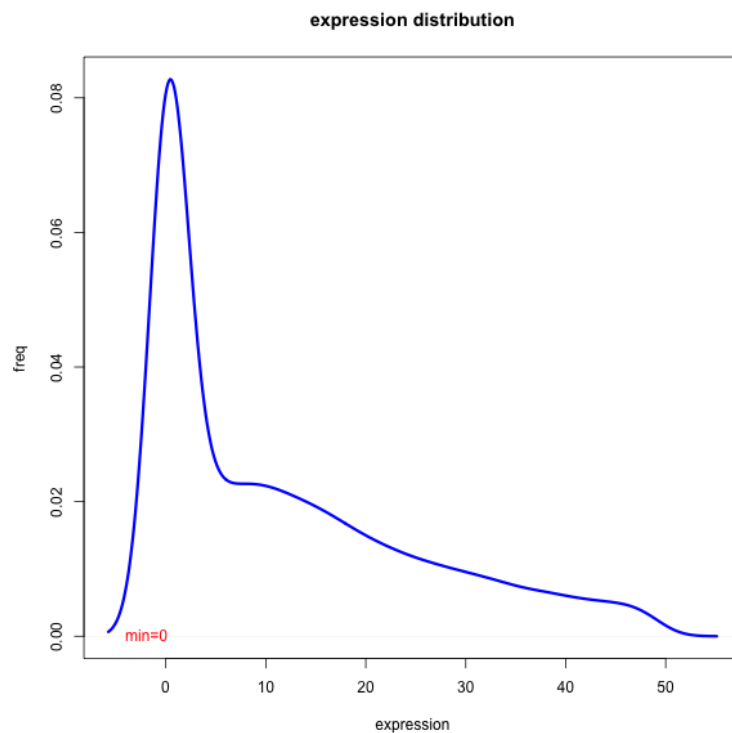

Figure 3: Curve describing a part of the expression value distribution of the samples in this study. Most genes yield very small expression values and only few genes have high values.

| Min. | Median | Mean | Max.  |
|------|--------|------|-------|
| 0    | 11     | 49   | 38232 |

Table 3: Sample expression value summary

## 4.2 Inspection of the expression value distribution: box plots

The expression value distributions across the count values of all samples can be visualized by box plots. In the Figure 5 the asinh-transformed expression value distributions of the samples are visualized as box plots before and after normalization. The structure of a box plot is described in Figure 4.

Large variations in the sample expression value distributions may indicate quality problems. In these data there are some differences which is quite typical. This variation is compensated by the means of normalization after which the expression value distributions of the samples are almost equal. Normalization brings the expression values in to the same register so that the samples can be compared to each other.

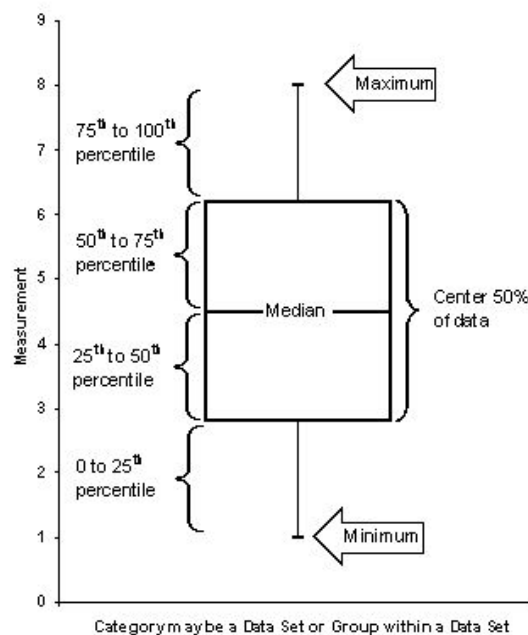

Figure 4: Structure of a box plot

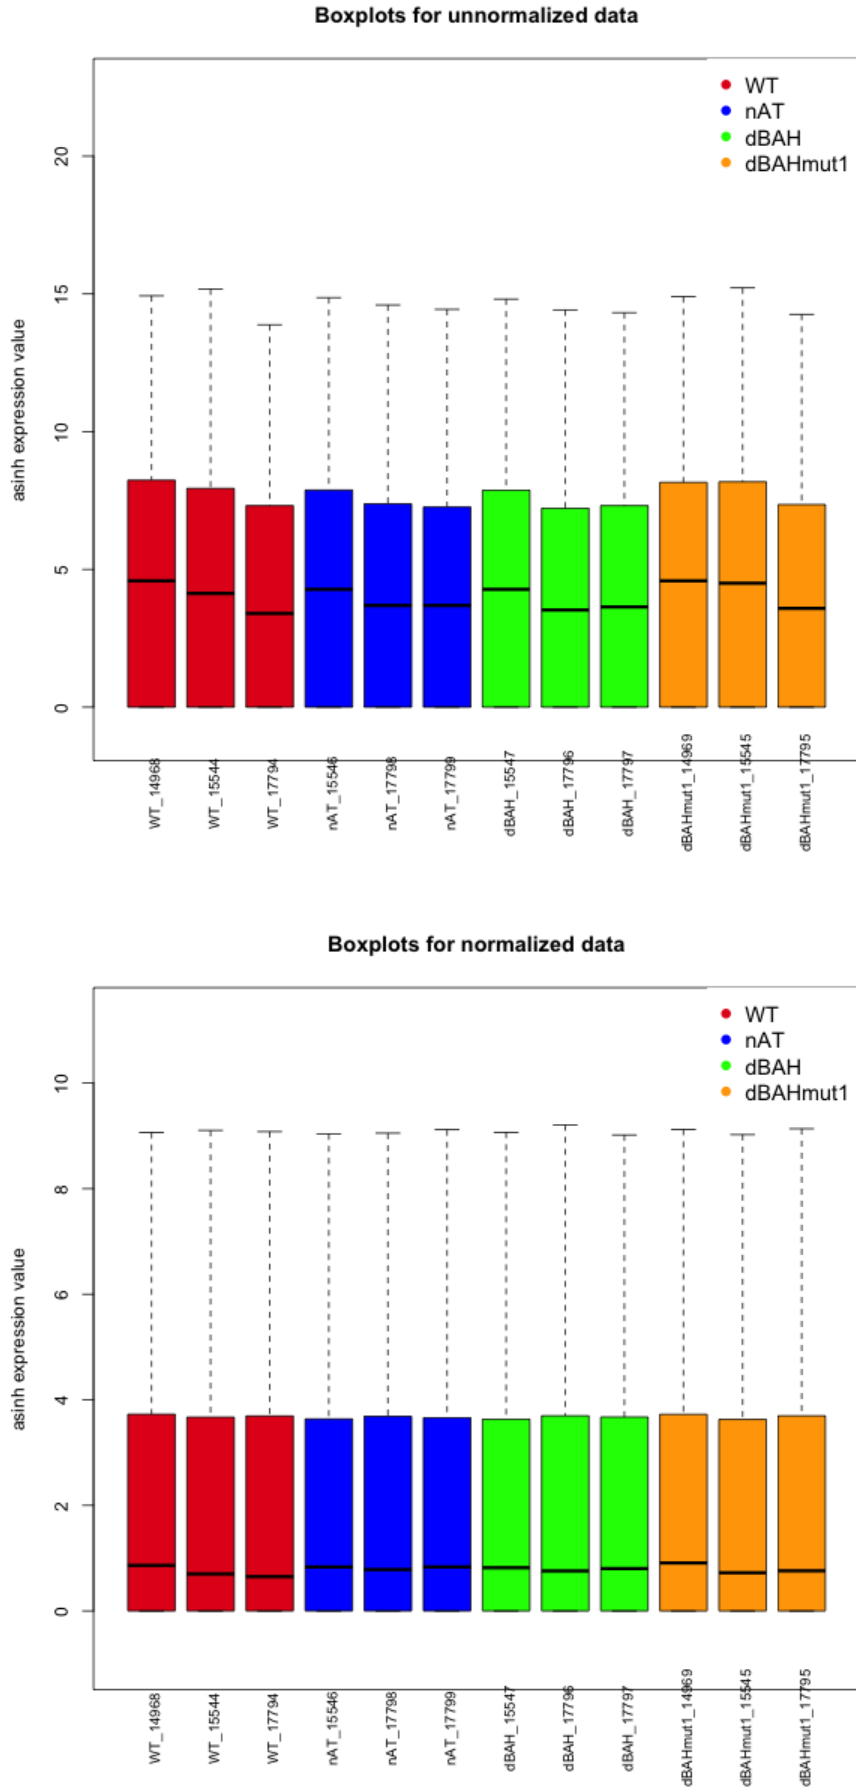

Figure 5: Expression value distributions as box plots for unnormalized and normalized data.

### 4.3 Sample relations

The sample relationships will be studied in the following sections by the means of correlation and cluster analysis.

#### 4.3.1 Correlations

Between sample correlation values describe the similarity between the samples in a general level, when all measurement features of all samples are taken into consideration. In this analysis the so called *Spearman's metrics* is used which describes the between sample similarity on a scale of 0-1. Value 0 means perfect uncorrelation between the samples where as value 1 means perfect correlation between them. As a rule of thumb, correlation of at least 0.95 is usually expected from samples that are biological replicates.

The correlation values between all possible pairs of samples are visualized in Figure 6. 

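Computed from the deposited counts as log2 CPM of the 8346 tested genes, Spearman correlations between the 12 libraries ranged from 0.921 to 0.996. No pair of libraries of the same genotype was a copy of the other: the chi-square statistic of their counts per degree of freedom was between 17.8 and 443.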

Correlations between samples vary between 0.937 and 0.973. This depicts a high correlation between the samples. Groupwise minimum and mean correlations are given in the table below:

| Group    | minCor | meanCor |
|----------|--------|---------|
| WT       | 0.959  | 0.961   |
| nAT      | 0.937  | 0.952   |
| dBAH     | 0.945  | 0.956   |
| dBAHmut1 | 0.951  | 0.955   |

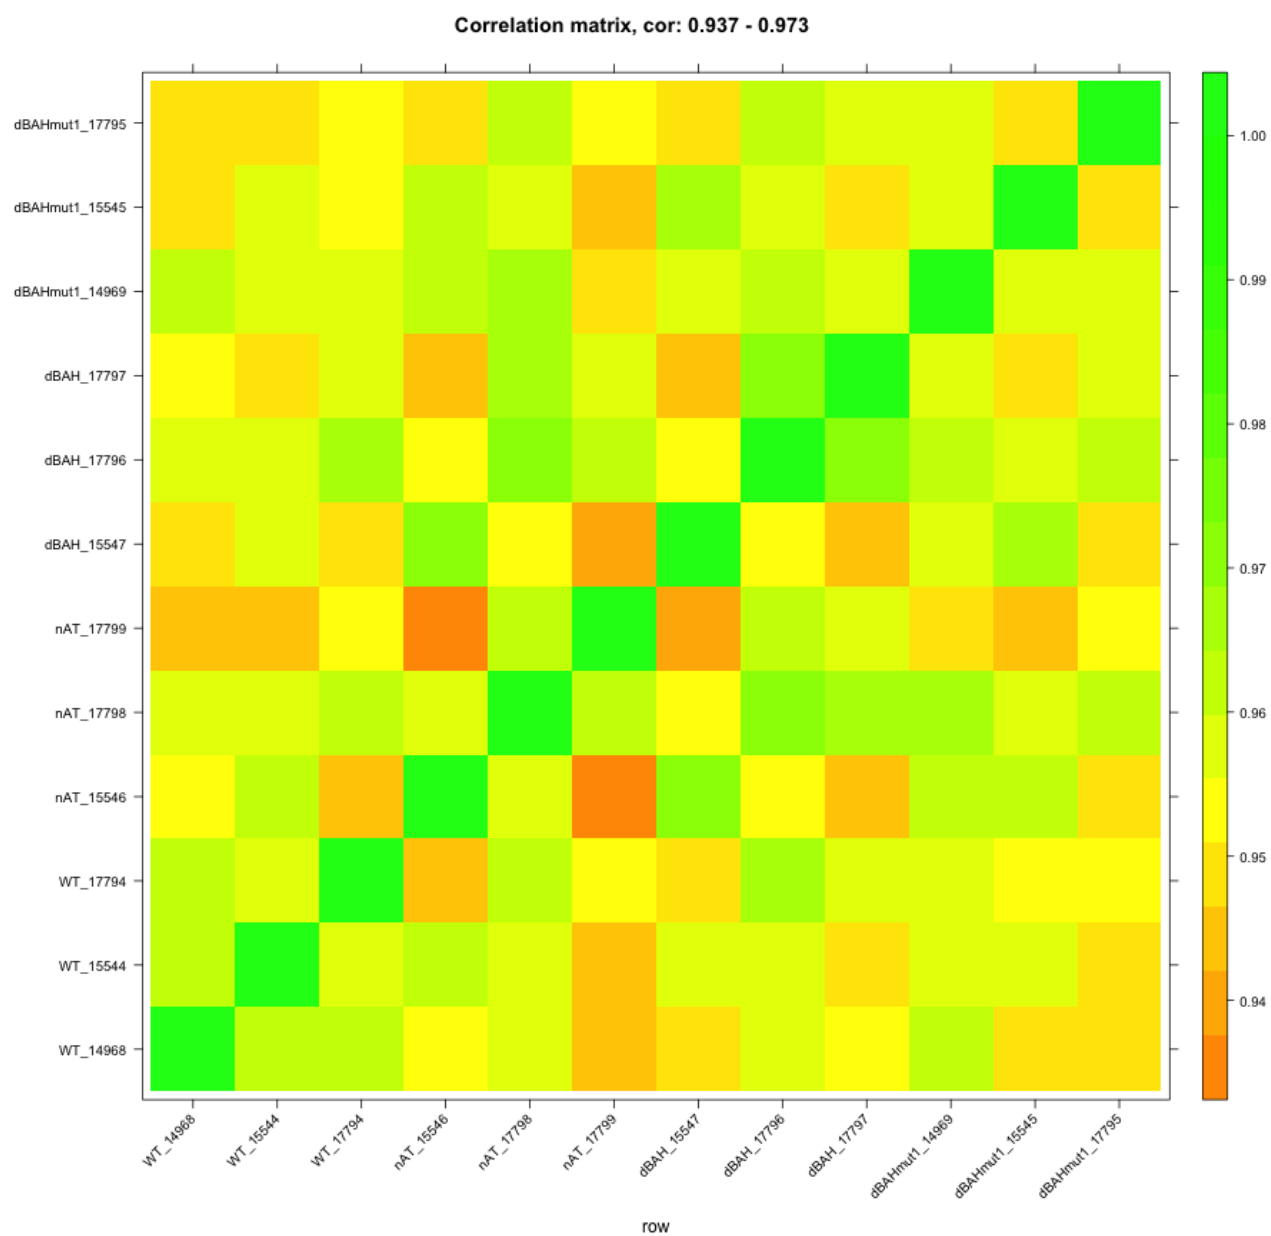

Figure 6: Sample correlations for normalized data.

### 4.3.2 Hierarchical clustering

In hierarchical clustering the samples are grouped according to their general similarity when all the measurements of all the samples are taken into consideration. In this analysis the samples were clustered with Euclidean metrics.

The result of the cluster analysis can be visualised as a *dendrogram* which is an out branching graph where the most similar samples (in another words best correlating) can be found in the branches that are nearest to one another.

The dendrogram produced by cluster analysis is shown for normalized data in Figure 7.

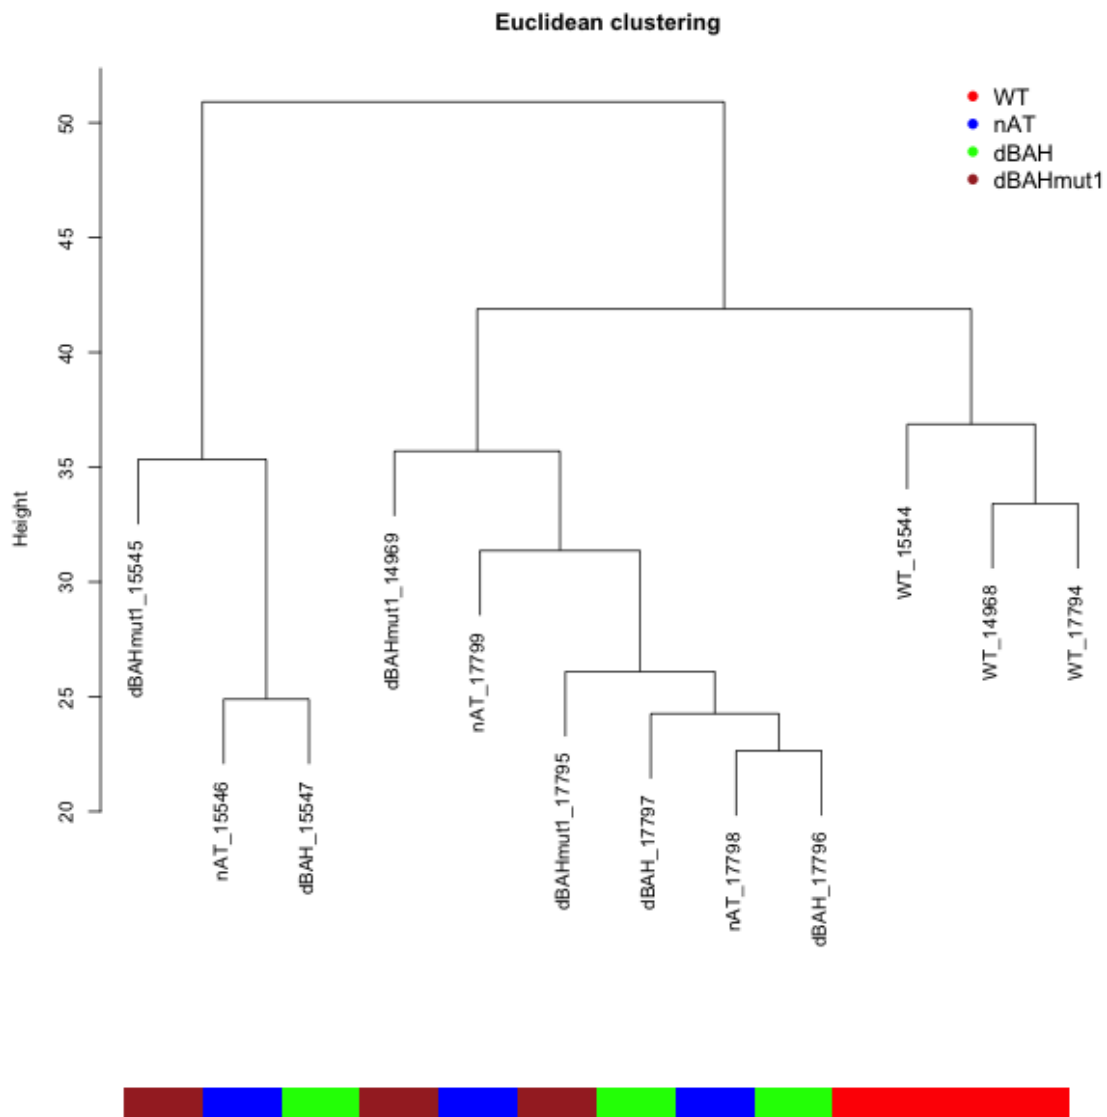

Figure 7: Hierarchical clustering for the normalized data.

In the hierarchical clustering, the WT samples group into a cluster of their own. The other samples group according to the sequencing runs. This is quite expected when clustering whole data and as the correlation values are high, the overall differences between the samples are likely quite small.

### 4.3.3 PCA

The sample relations can also be studied by the means of a Principal Component Analysis (PCA) which is an ordination technique complementary to clustering. Ordination orders objects so that similar objects are placed near each other and dissimilar objects are placed further from each other.

In PCA analysis the sample relationships can be visualized in three dimensional space. Figure 8 shows the PCA analysis for all samples.

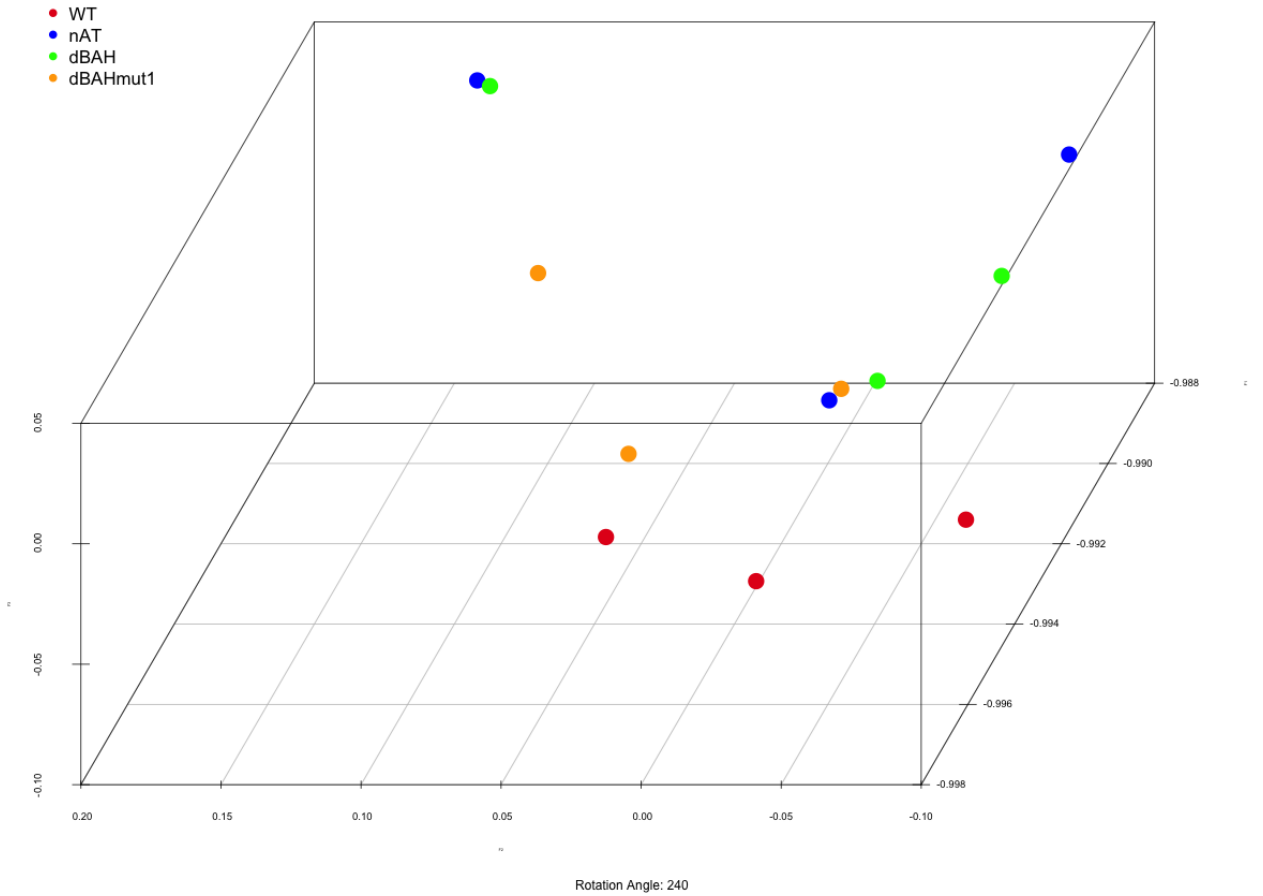

Figure 8: PCA plot for the normalized data.

The samples group similarly in the PCA plot as they did in the clustering dendrogram.

## 4.4 Summary of the sample quality inspections

Sample correlation values are high and technically the sample data is of high quality.

In the hierarchical clustering the WT sample group clustered in a group of its own and the other samples clustered according to the sequencing run. 

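In a principal component analysis of log2 CPM, the first component held 38.1% of the variance and ordered the libraries by run. The second held 25.0% and separated wild type (scores of at least 43.9) from the transgenic lines (at most -9.54). On the first component the run 2 libraries of ASH1 WT, ΔBAH and ΔBAH mutAT1 scored 54.1, 53.9 and 35.8, and that of wild type 16.5. All run 3 libraries scored between -34.5 and -19.7. 

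**Figure D2:**
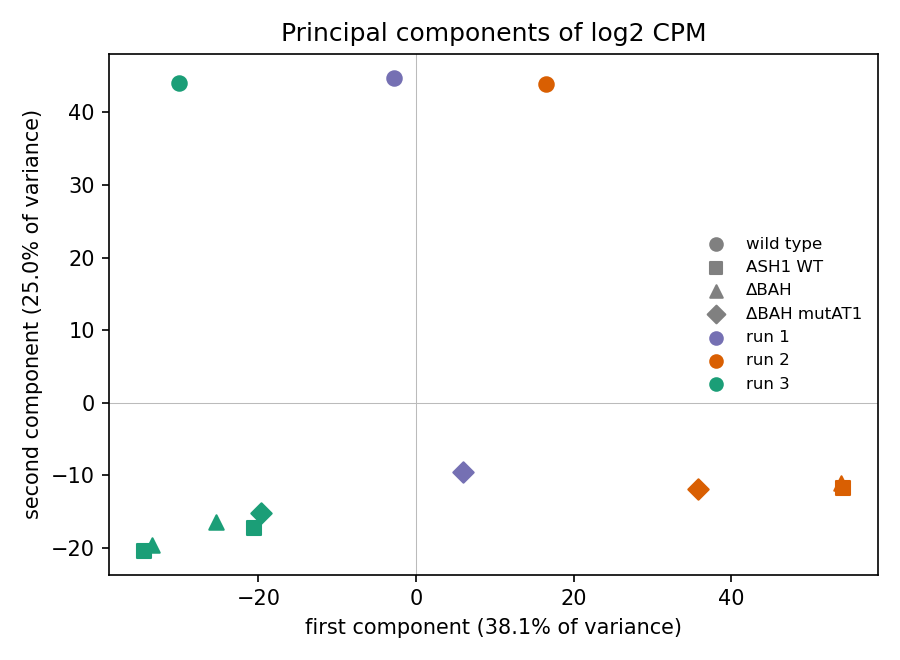
Scores of the 12 libraries on the first and second principal component of log2 CPM, with colours for sequencing run and symbols for genotype. Run 2 and run 3 libraries lie at opposite ends of the first component, and wild type lies apart on the second.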

The PCA gave similar results as the

hierarchical clustering. The correlation values were high and therefore the differences between the samples are likely to be small.

## 5 Group comparisons

The following comparisons were performed to detect differentially expressed genes between groups:

- nAT rescue vs. WT
- dBAH rescue vs. nAT rescue
- dBAH mut 1 rescue vs. dBAH rescue
- dBAH rescue vs. WT
- dBAH mut 1 rescue vs. WT
- dBAH mut 1 rescue vs. nAT rescue

R package *Limma* [8] was used for performing the statistical testing. More information on the package can also be found in appendix B.

### 5.1 Filtering parameters

When filtering up- and down-regulated (i.e. differentially expressed = DE ) genes between certain conditions (groups) fold changes and p-values (or corrected p-values) calculated during statistical testing are used as filtering criteria.

All of the measured genes are filtered to list those that show the strongest evidence for being differentially expressed between the compared groups.

Short descriptions of fold change and p-values:

**FC/logFC** Fold change describes the size of the difference in gene expression between the compared groups. In this analysis it results from linear modeling process performed with Limma package (see Appendix B). Fold changes are often expressed as log2-transformed, where value 0 means ‘no change’ and 1 means doubled value and -1 means halved value. The values are always in relation to the group used as a base level group (reference).

**p-value** P-value describes the reliability of the change in expression value between the compared groups. Better (i.e. smaller) p-value is given for those genes that show homogeneous behaviour inside each group and yet clearly differ between the compared groups. In this analysis the P-values used for filtering can be either so called modified t-test p-values or *FDR* (*false-discovery-rate*) p-values which are both produced by Limma (see B). Modified t-test p-values are not corrected for multiple testing. FDR p-values are used to control the rate of false positive findings in the result list and have been generally found to perform better than traditional p-values.

### Choosing thresholds for filtering

The choice of the thresholds for p-value and fold change used for filtering the differentially expressed (DE) genes is not a trivial task. There is no one correct way or method to determine

the thresholds but the choice is based on different aspects of each study. Different thresholds can also be used for filtering the data for different purposes. For example, often very strict thresholds are chosen when the data is filtered to be included in a publication. Then the result list will contain very few false positive findings but on the other hand many true positives are left outside the result set. Because of this it is typically useful to use less stringent thresholds for filtering data for internal research purposes or functional analysis when a larger proportion of possible false positive findings can be tolerated. Cluster analysis of the filtered genes can also be used as a means for choosing the filtering thresholds: such thresholds should be chosen, that the samples are grouping according to the known sample groups in the cluster analysis of the filtered genes.

### Thresholds used in filtering the DE genes and the corresponding numbers of results:

The tables below shows the numbers of filtered genes and thresholds used for each comparison. 

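With an adjusted p below 0.05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and more than 2-fold change, 97 genes were higher and 47 lower in ΔBAH than in wild type. For ΔBAH mutAT1 against wild type the numbers were 103 and 53. For ΔBAH mutAT1 against ASH1 WT, 2 genes were higher and 2 lower. Without these conditions, 178 genes had an unadjusted p below 0.05 in that comparison.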

The thresholds were chosen to list a reasonable number of the most differentially expressed genes. With the chosen thresholds the filtered genes clustered according to the sample groups giving evidence of condition dependent behavior of the selected genes.

| Comparison                      | FC    | logFC | PType | P     | Tot | Up | Down |
|---------------------------------|-------|-------|-------|-------|-----|----|------|
| nAT rescue vs. WT               | 2.000 | 1.000 | FDR   | 0.050 | 139 | 83 | 56   |
| dBAH rescue vs. nAT rescue      | 1.500 | 0.580 | P.Val | 0.010 | 53  | 21 | 32   |
| dBAHmut1 rescue vs. dBAH rescue | 1.500 | 0.580 | P.Val | 0.010 | 97  | 37 | 60   |

Table 4: Filtering summary table

| Comparison       | FC    | logFC | PType | P     | Tot | Up  | Down |
|------------------|-------|-------|-------|-------|-----|-----|------|
| dBAH vs. WT      | 2.000 | 1.000 | FDR   | 0.050 | 156 | 95  | 61   |
| dBAHmut1 vs. WT  | 2.000 | 1.000 | FDR   | 0.050 | 186 | 105 | 81   |
| dBAHmut1 vs. nAT | 1.500 | 0.580 | P.Val | 0.010 | 89  | 29  | 60   |

Table 5: Filtering summary table

## 5.2 Filtering result files

Up-regulated targets in each comparison can be found in file ‘upRegulatedGenes<comparisonName>.xls’ and down-regulated targets in file ‘downRegulatedGenes<comparisonName>.xls’.

Result files for each comparison ‘annotatedData<comparisonName>.xls’ include results from the statistical testing as well as the annotations for all targets on the array. These files can be used to check results for genes not appearing in the lists of differentially expressed targets.

In these files only the group mean intensities and standard deviations are reported. The normalised intensities for individual samples can be found from the file ‘NormalizedData.xls’ file by the corresponding target identifiers. The unnormalised intensities can be found in the file ‘RawData.xls’.

The results are organised by average ranking (based both on p-value and fold change), in decreasing order of significance. As p-values alone ignore the size of the gene expression change and fold changes alone ignore the consistency of the changes, ordering the genes in the result files based only on one of these two is not the best approach. Thus we have developed a method based on average ranking for ordering the genes which is more likely to capture the true biological order of importance. The method works as follows: First the genes inside each comparison are ranked independently based on p-values (increasing order) and absolute fold changes (decreasing order). Next the average ranks for these two are calculated. As these values do not follow the original value range, these average ranks are further ranked again to get the ranks from 1 to the number of genes, rank of 1 meaning the highest possible rank (most differentially expressed gene based both on p-value and fold change). In tie situations, the order of the results is randomized.

## 5.3 Visualization of the DE features

### Volcano plot(s)

The following figure(s) show the results of the comparison(s) as Volcano plot(s).

In a Volcano plot the log10 of the p-values is on the y-axis and the logFC calculated for the comparison group vs. base level group is on the x-axis. In this plot it can be seen how the reliability values of the measurement features behave in relation to the fold change. The thresholds used in filtering are marked in the plot with tickled lines, up-regulated genes are coloured red and down-regulated genes green.

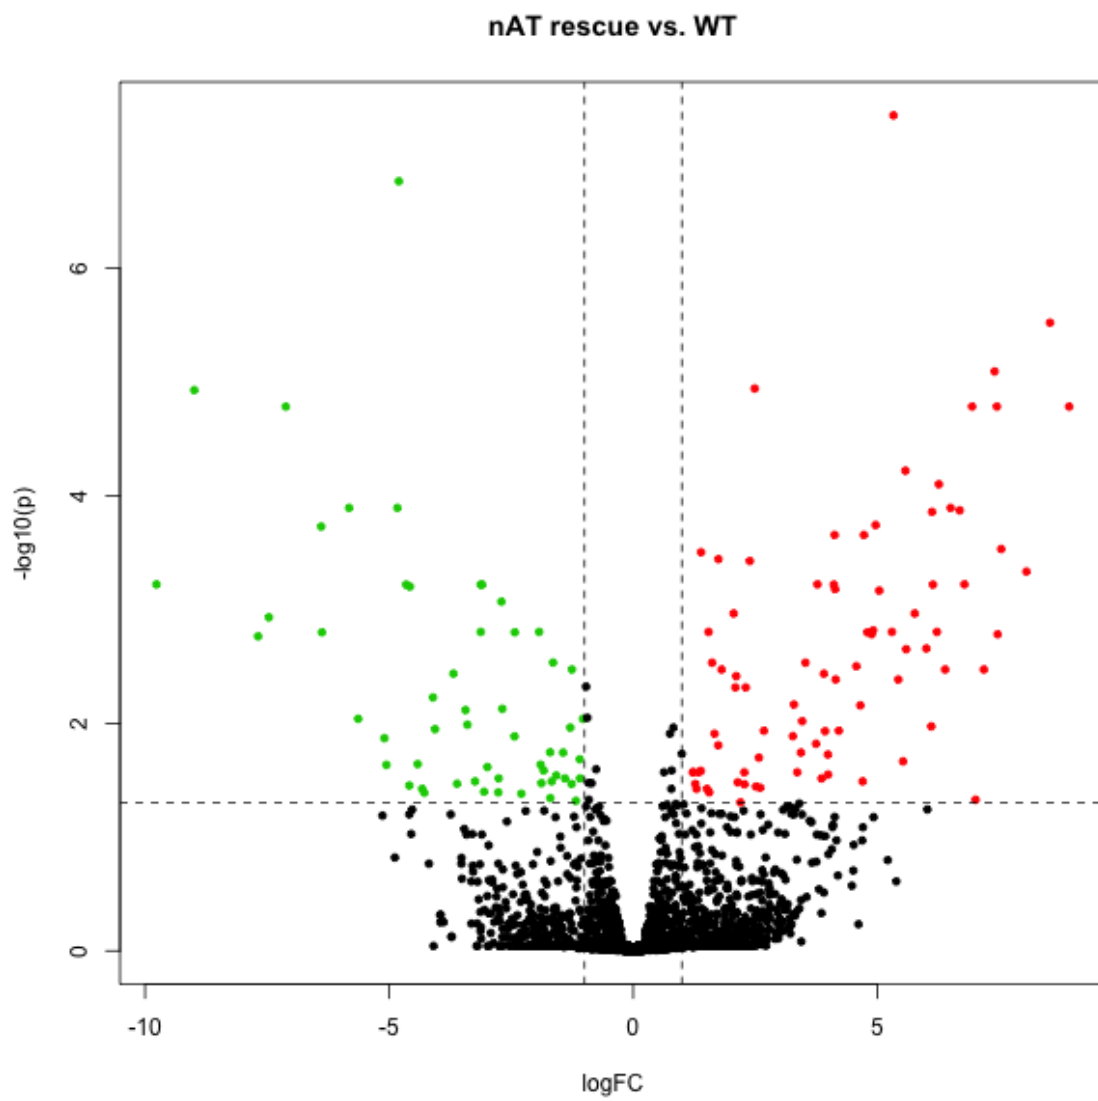

Figure 9: VOLCANO plot for comparison nAT rescue vs. WT.

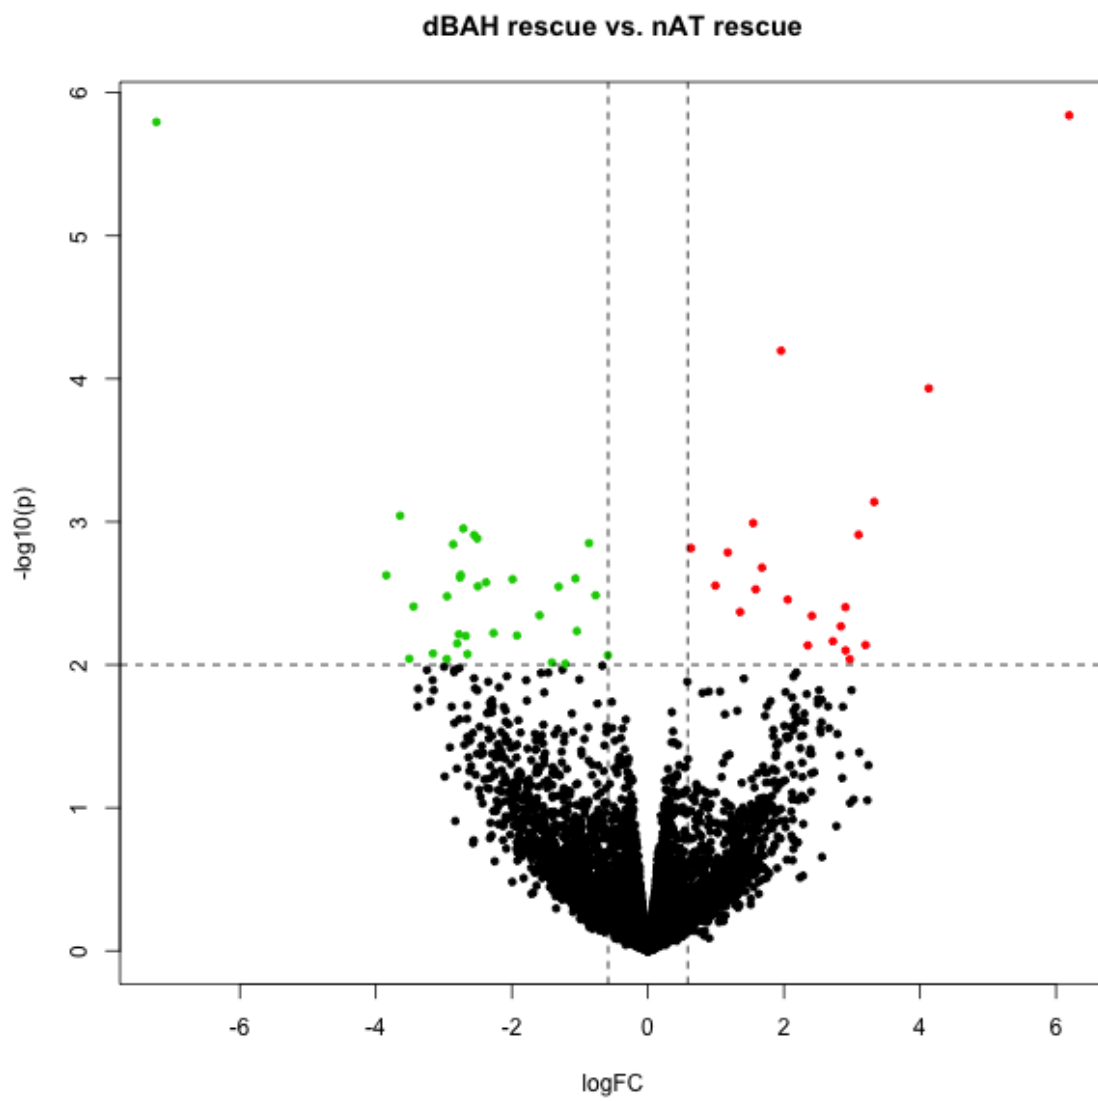

Figure 10: VOLCANO plot for comparison dBAH rescue vs. nAT rescue.

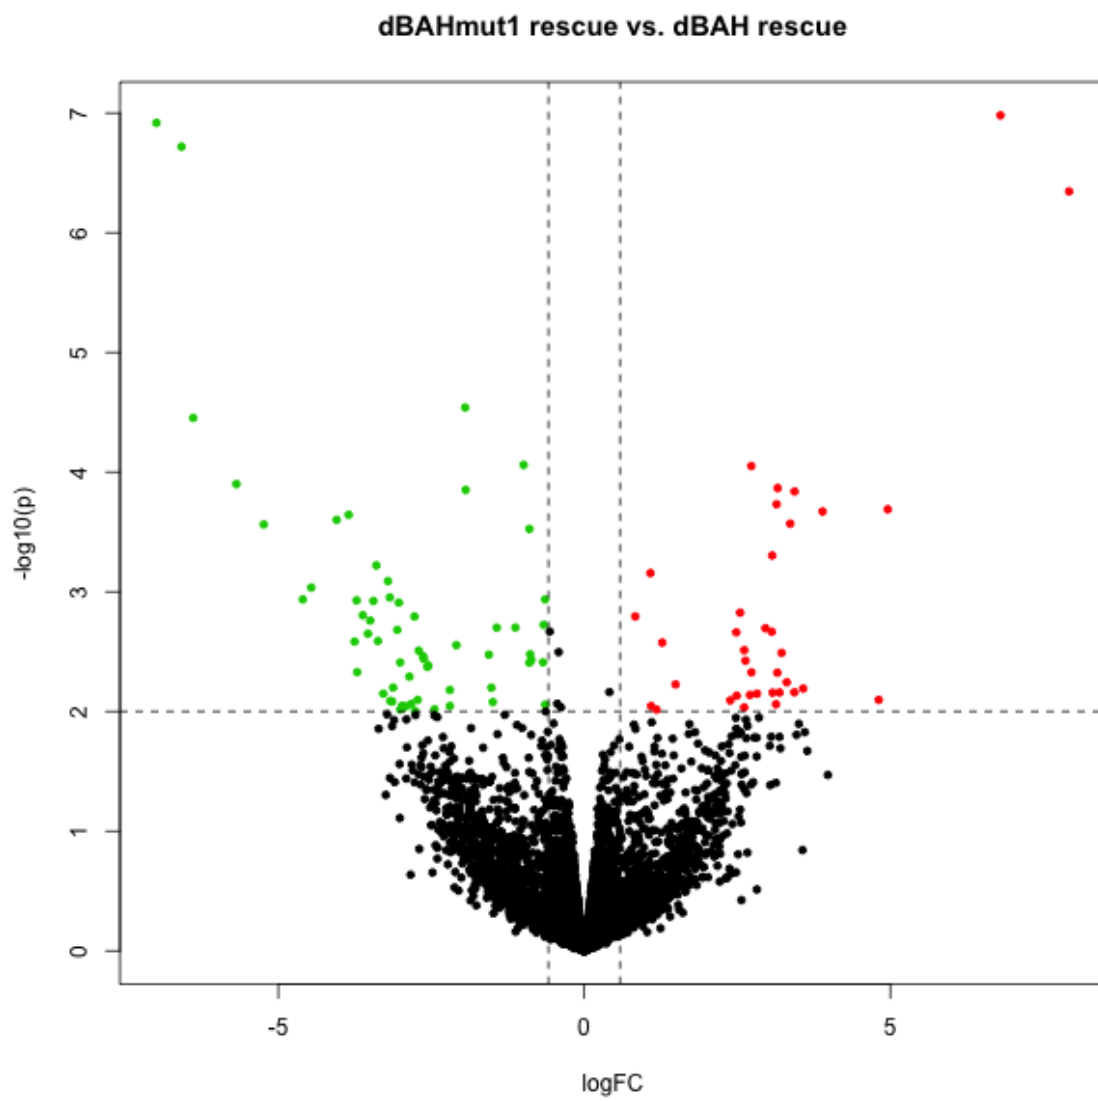

Figure 11: VOLCANO plot for comparison dBAH mut 1 rescue vs. dBAH rescue.

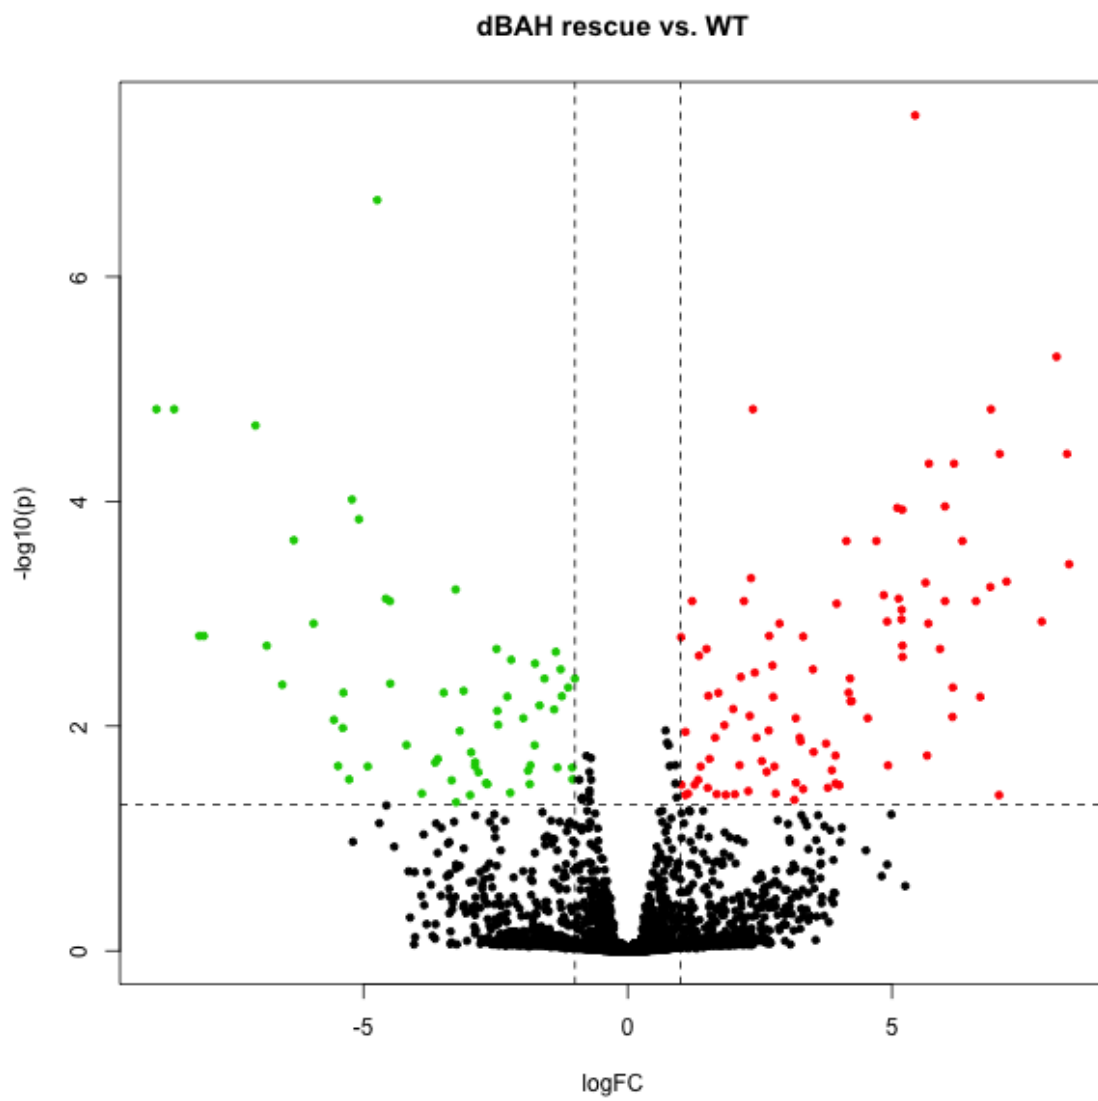

Figure 12: VOLCANO plot for comparison dBAH rescue vs. WT.

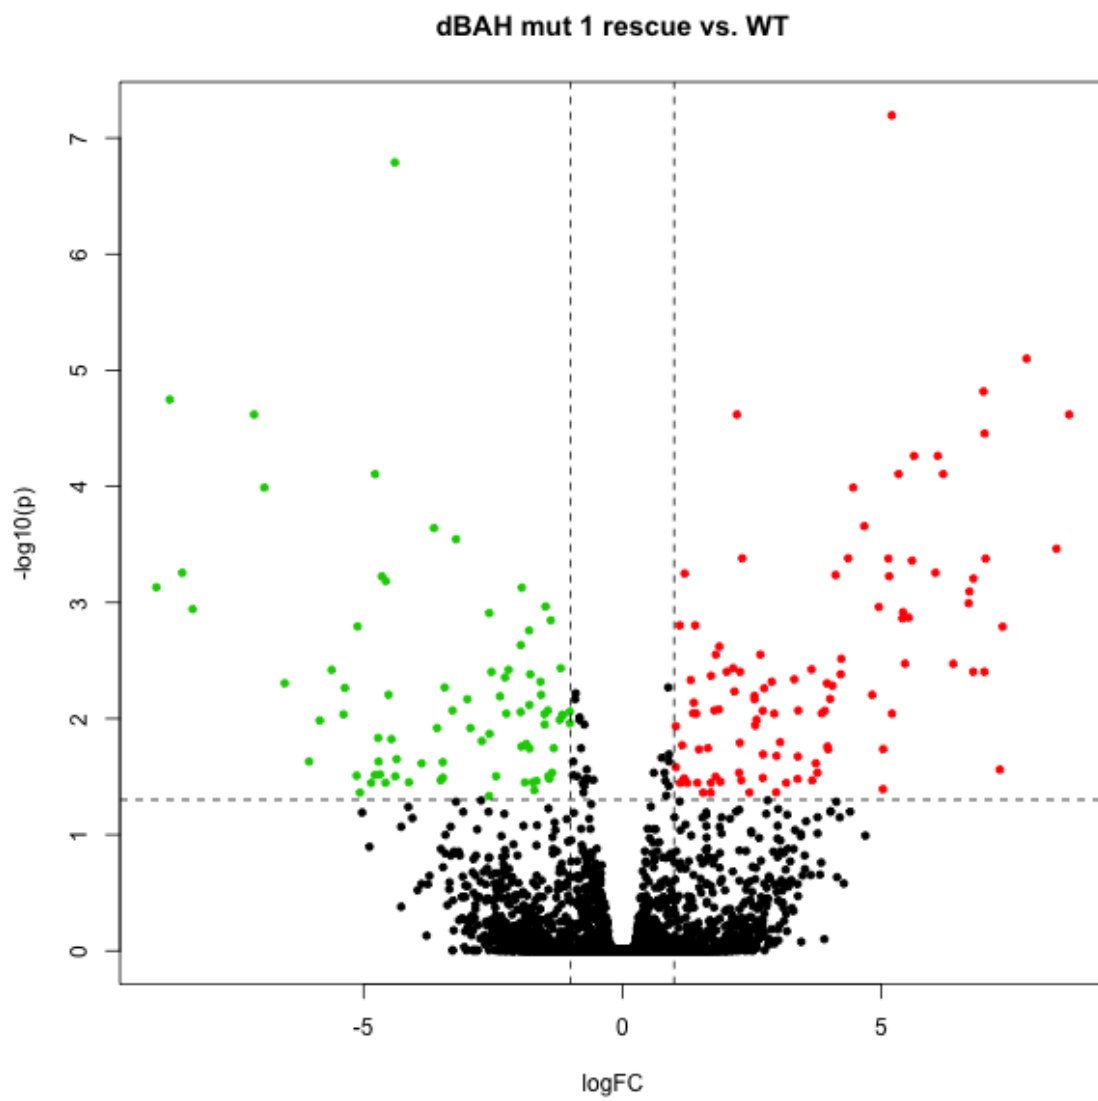

Figure 13: VOLCANO plot for comparison dBAH mut 1 rescue vs. WT.

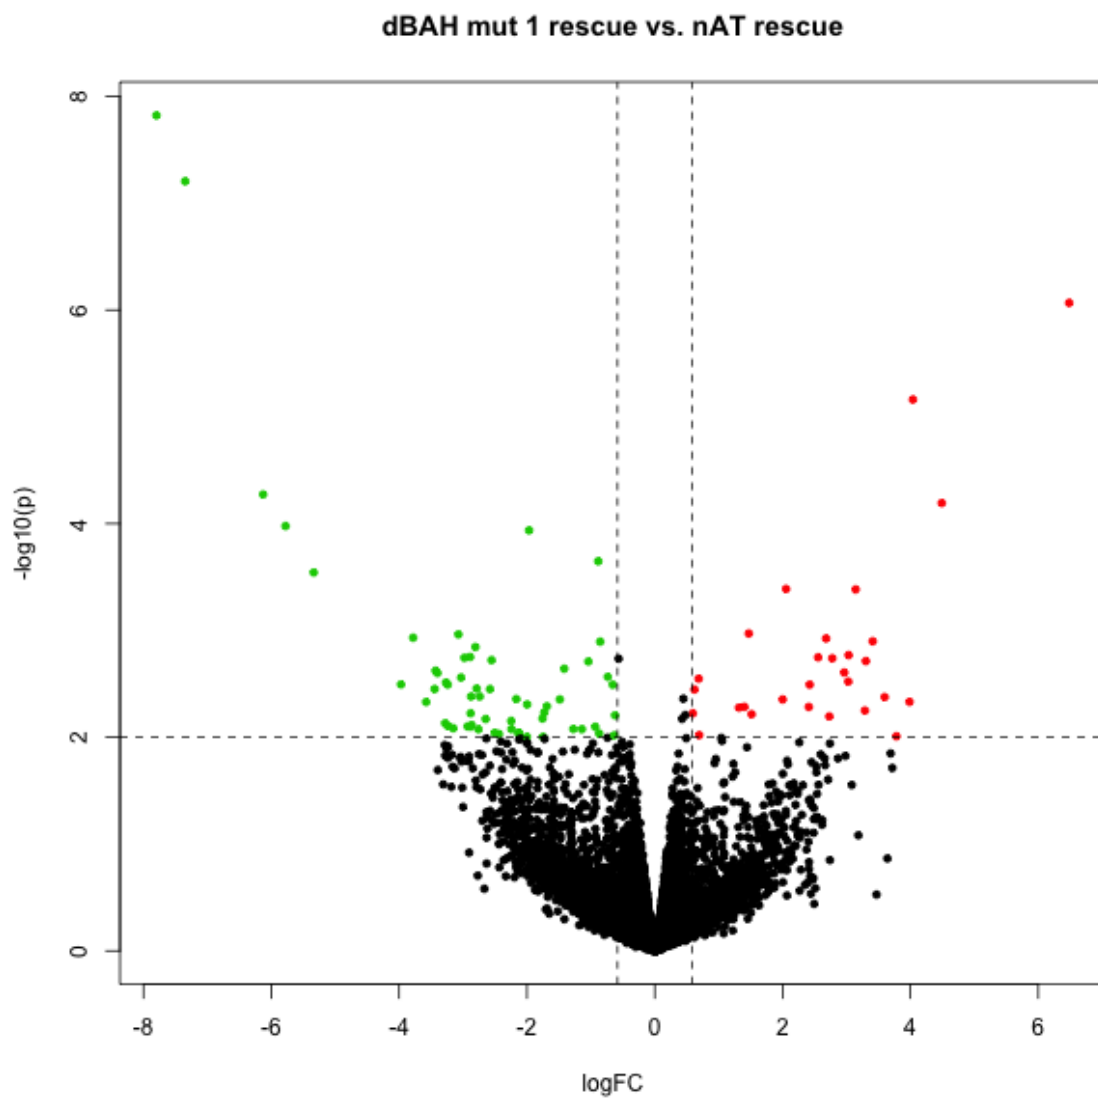

Figure 14: VOLCANO plot for comparison dBAH mut 1 rescue vs. nAT rescue.

## Heatmap(s)

The following figure(s) show the heat map clustering of the differentially expressed features for the comparison(s). Pearson's metrics has been used in hierarchical clustering of the samples and filtered features. The clustering is based on the general expression measurement similarity. In the plot red colour means high expression and green low expression. Each row represents one DE feature and each column represents one sample.

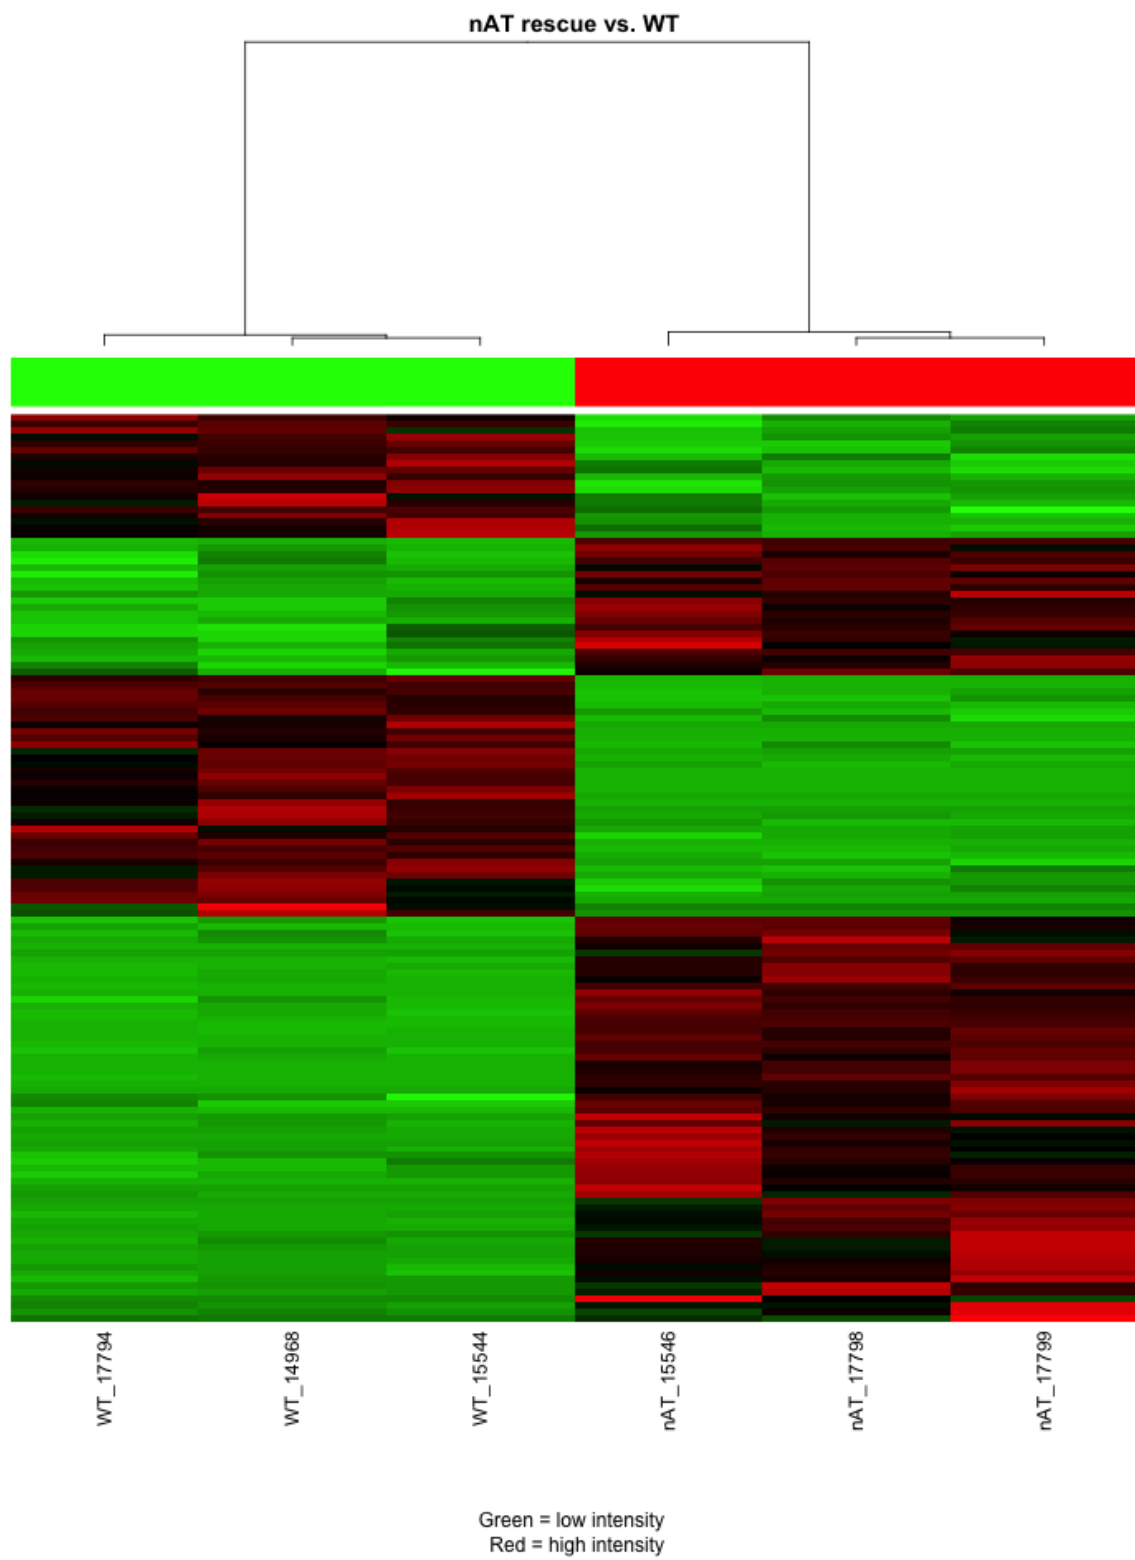

Figure 15: HEATMAP plot for comparison nAT rescue vs. WT.

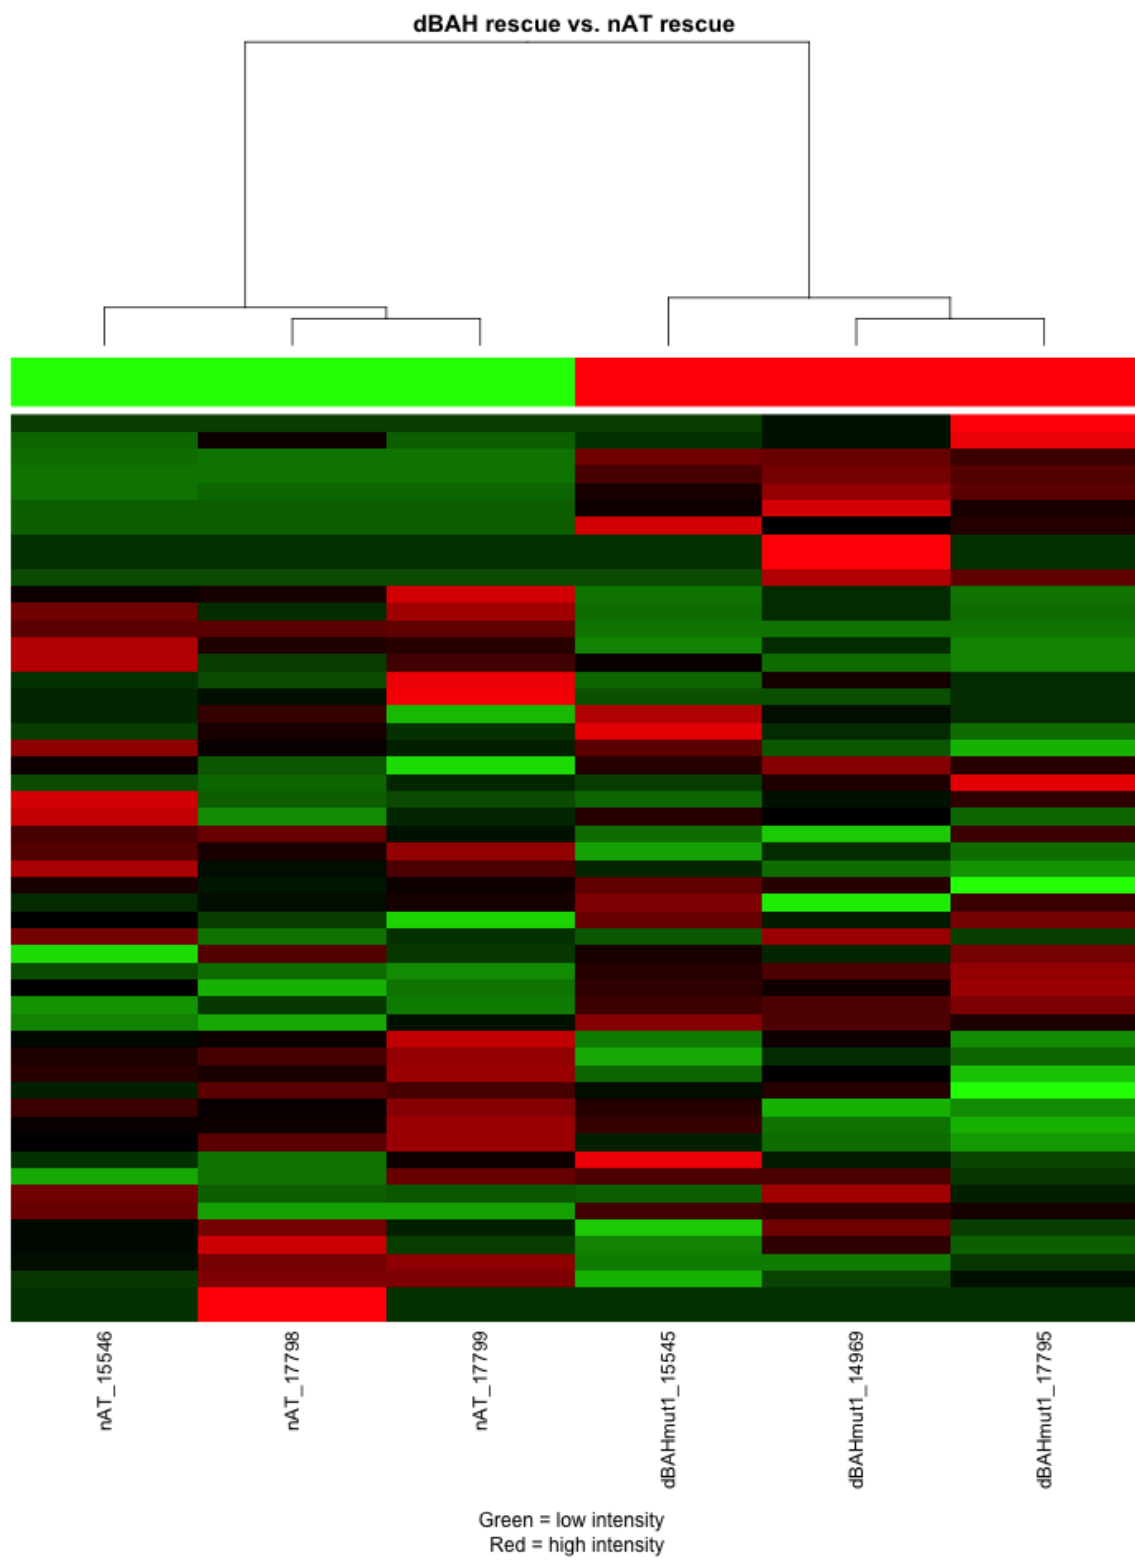

Figure 16: HEATMAP plot for comparison dBAH rescue vs. nAT rescue.

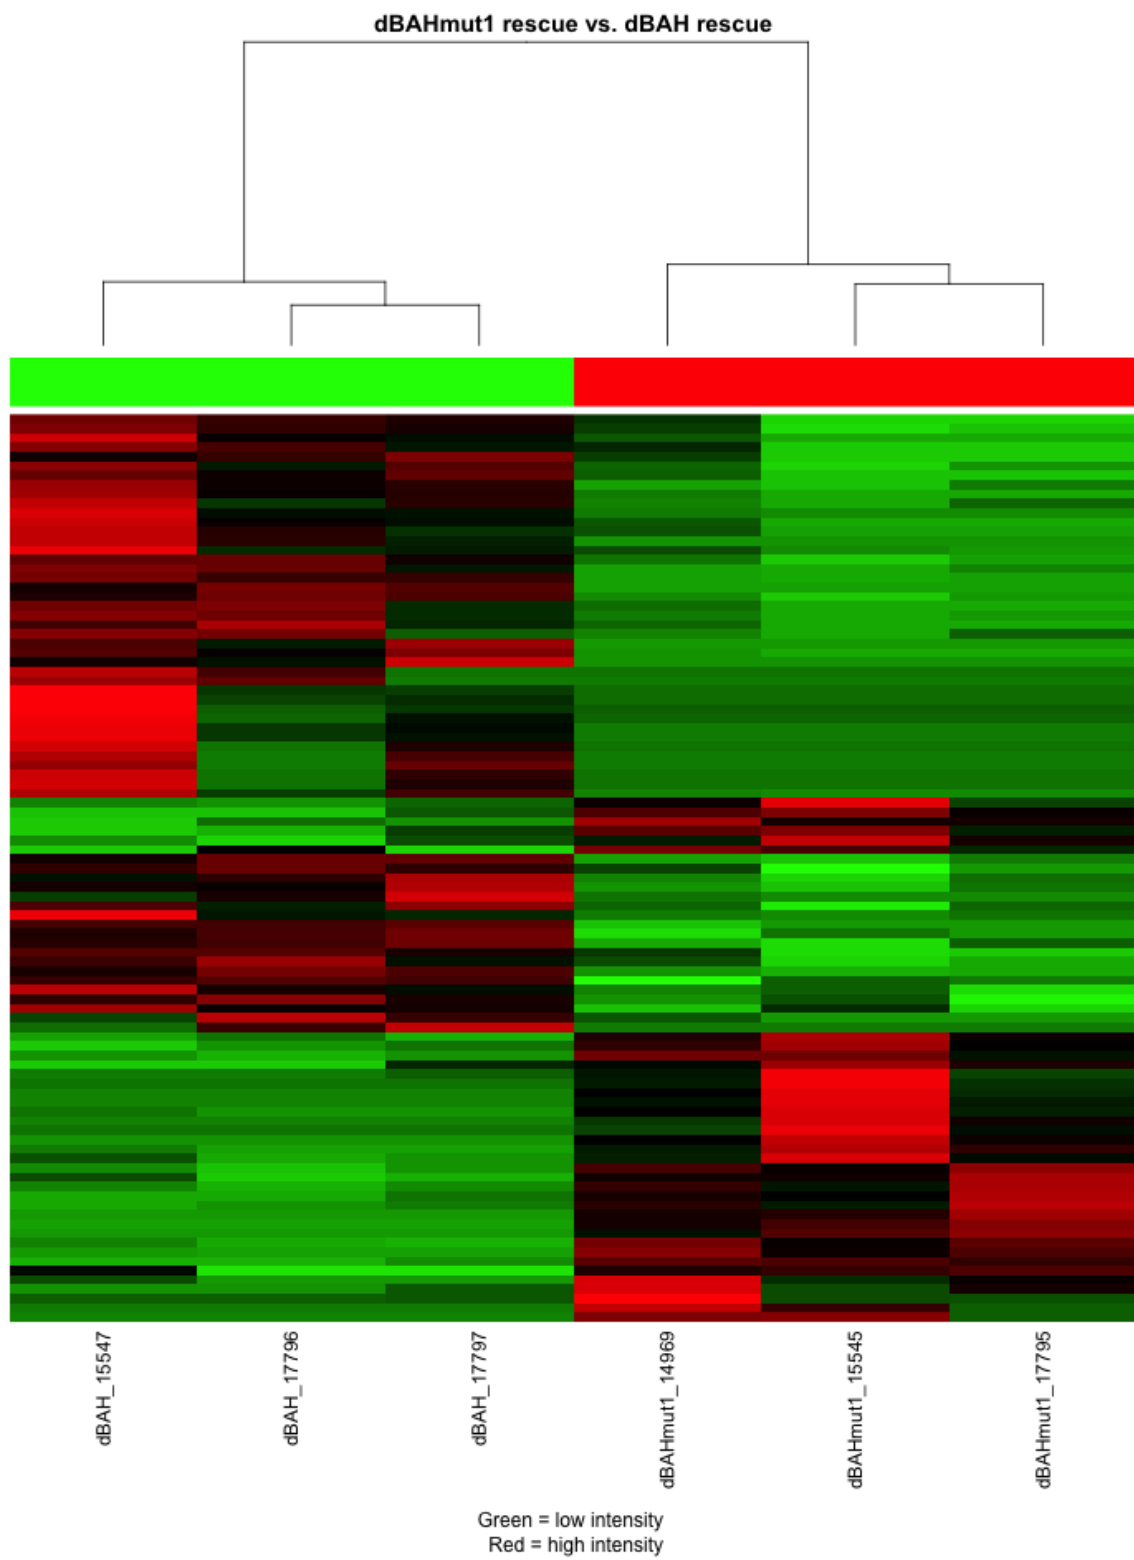

Figure 17: HEATMAP plot for comparison dBAH mut 1 rescue vs. dBAH rescue.

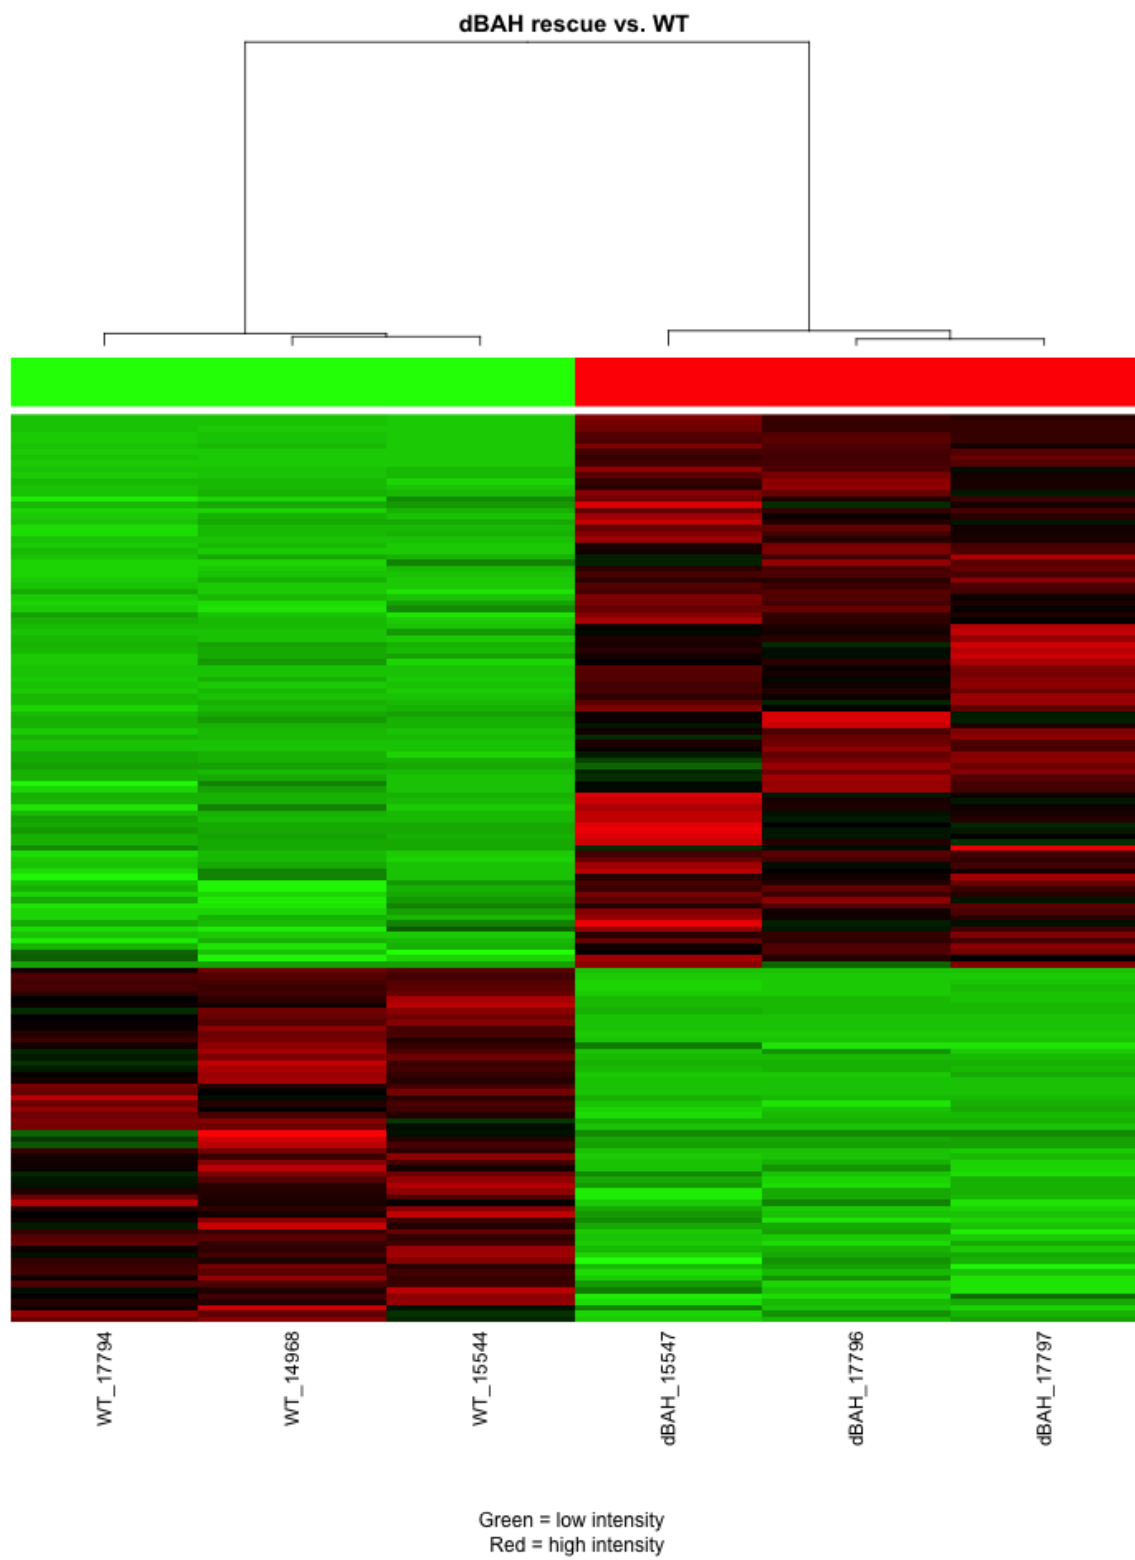

Figure 18: HEATMAP plot for comparison dBAH rescue vs. WT.

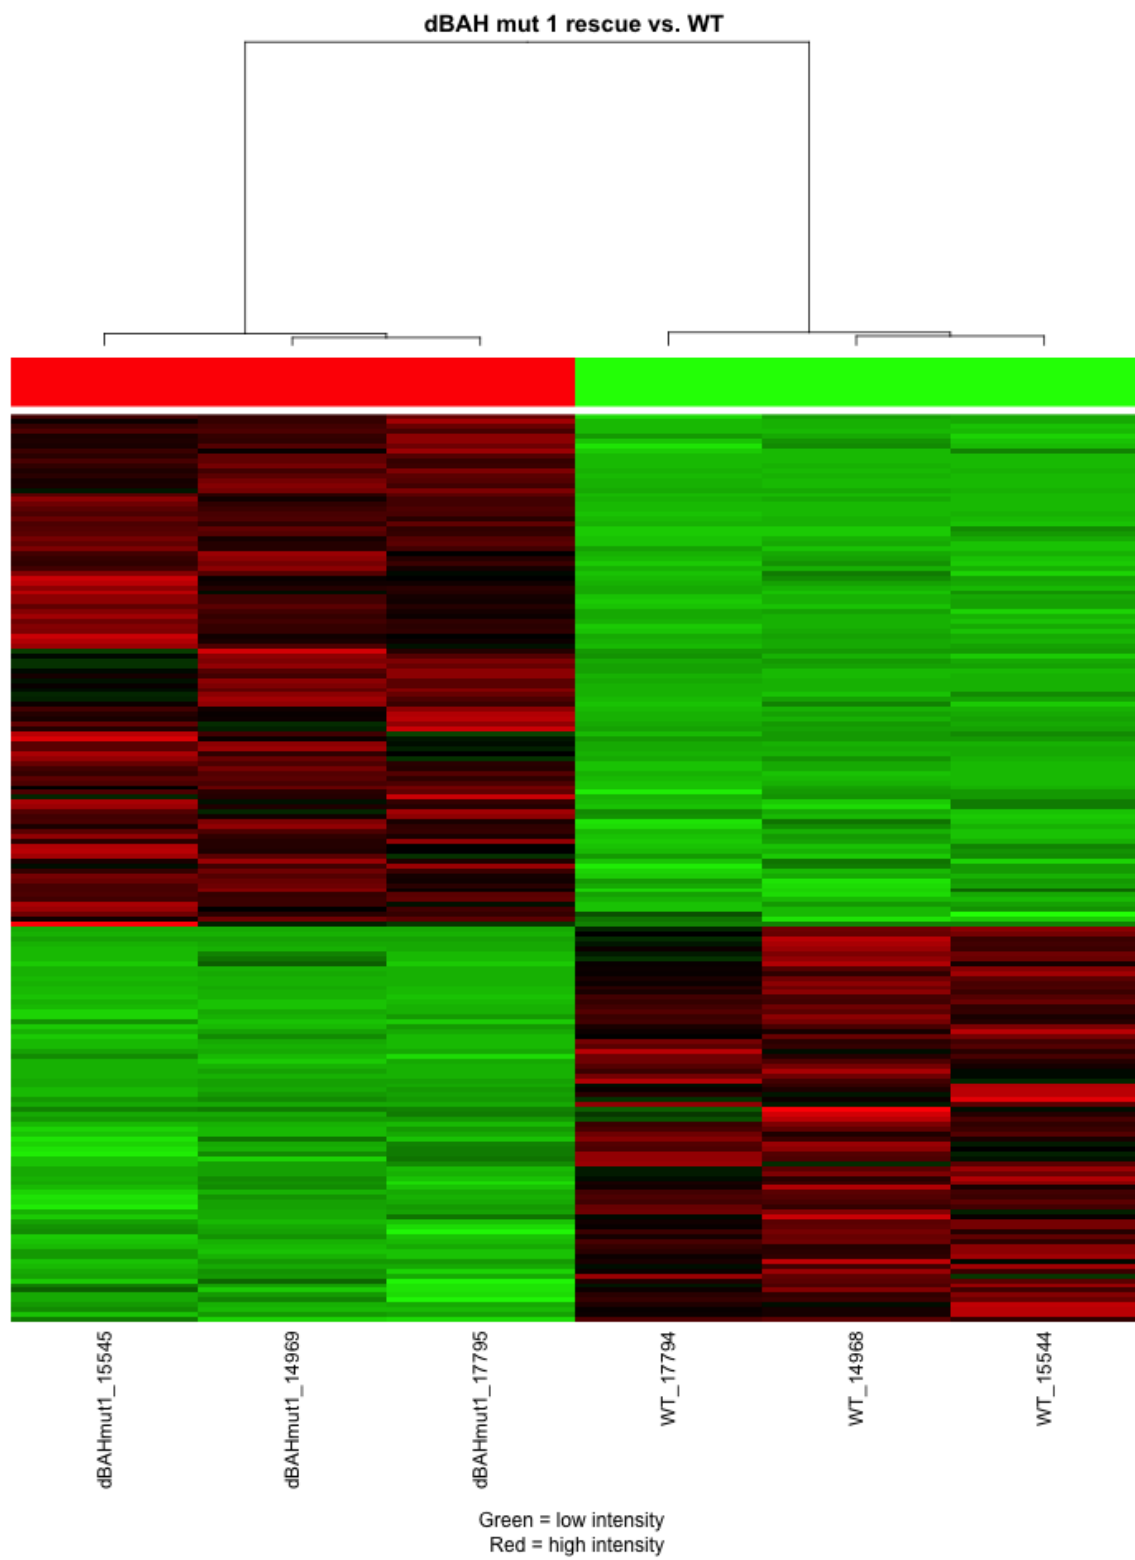

Figure 19: HEATMAP plot for comparison dBAH mut 1 rescue vs. WT.

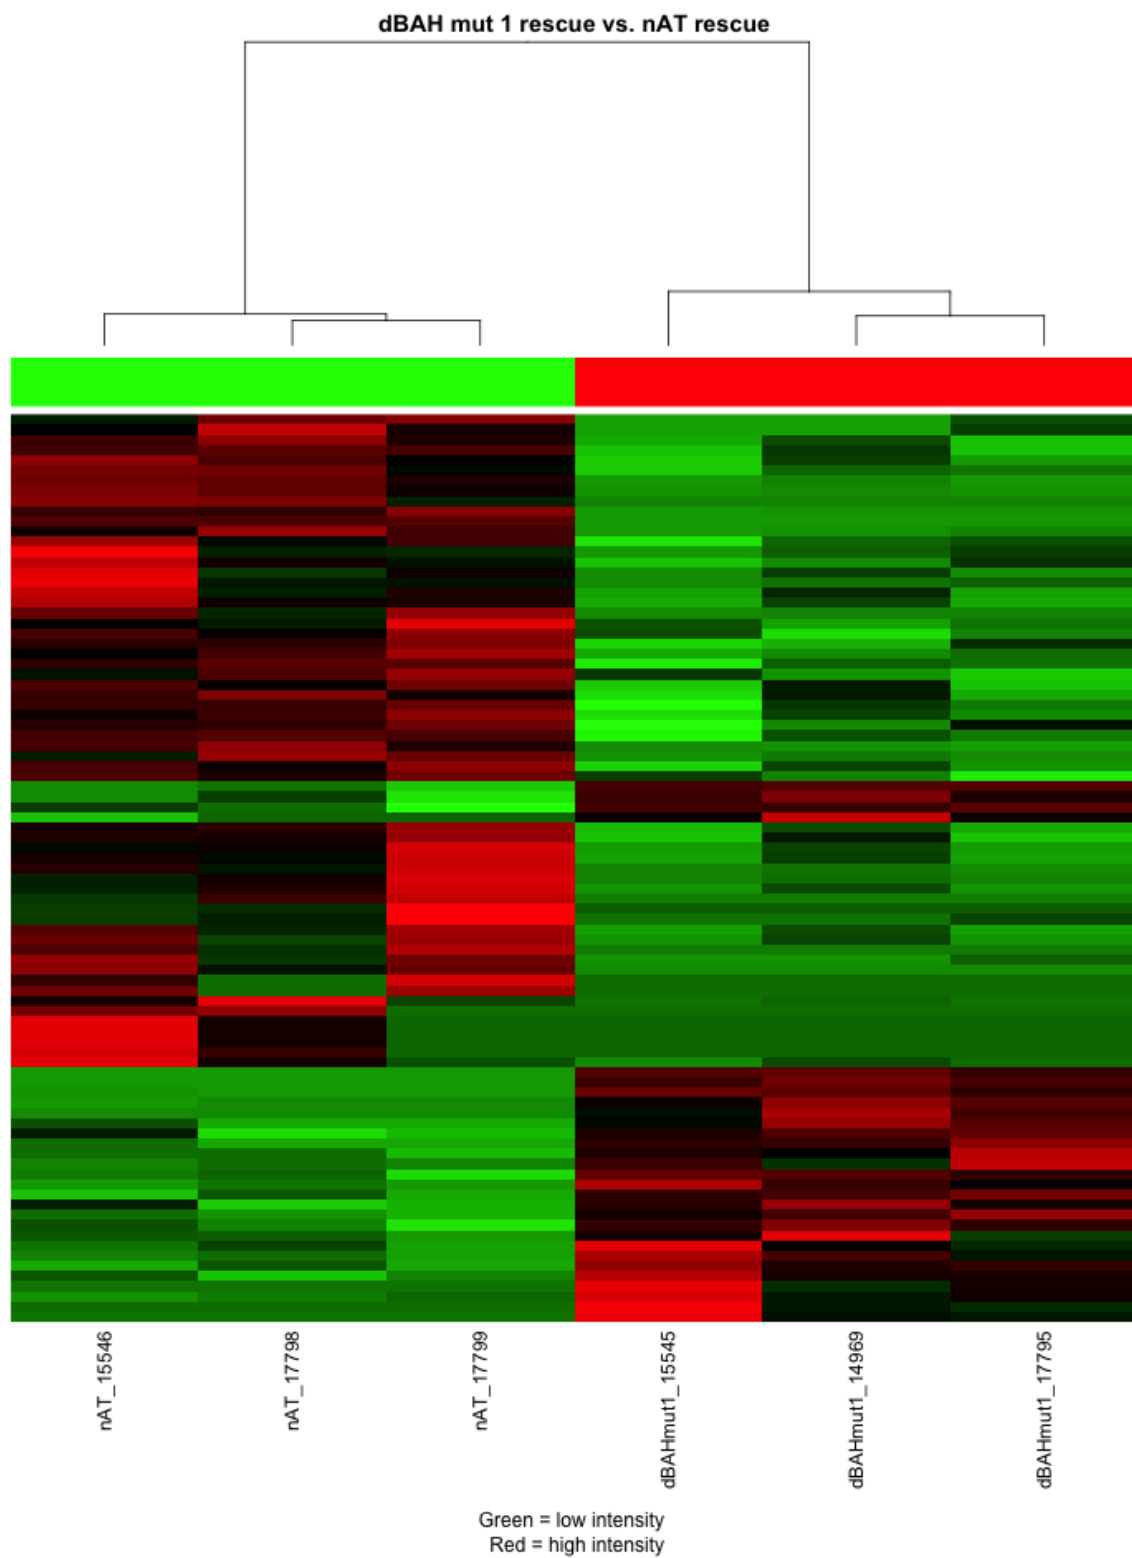

Figure 20: HEATMAP plot for comparison dBAH mut 1 rescue vs. nAT rescue.

## PCA plot(s)

The PCA analysis results of the differentially expressed features in the comparison(s) are presented in following figure(s).

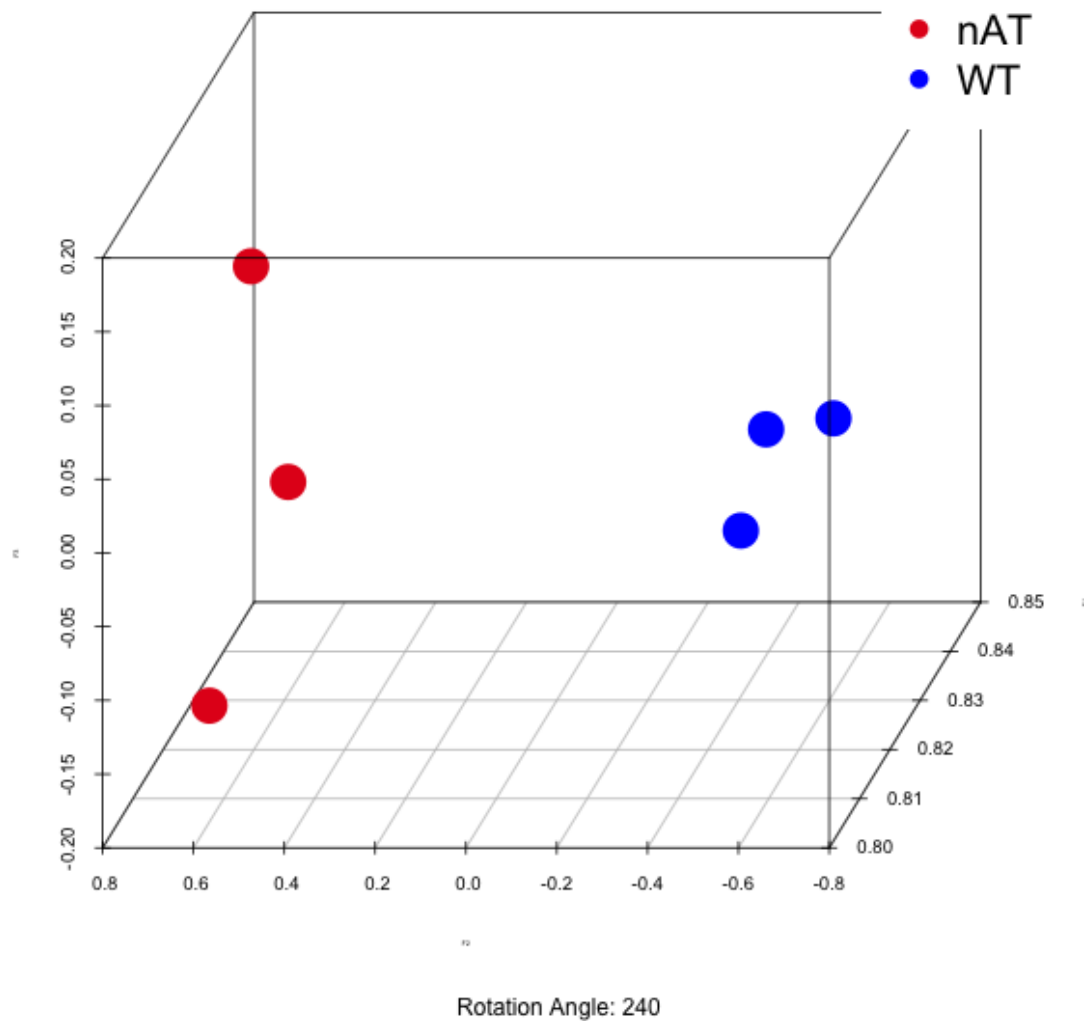

Figure 21: PCA plot for comparison nAT rescue vs. WT.

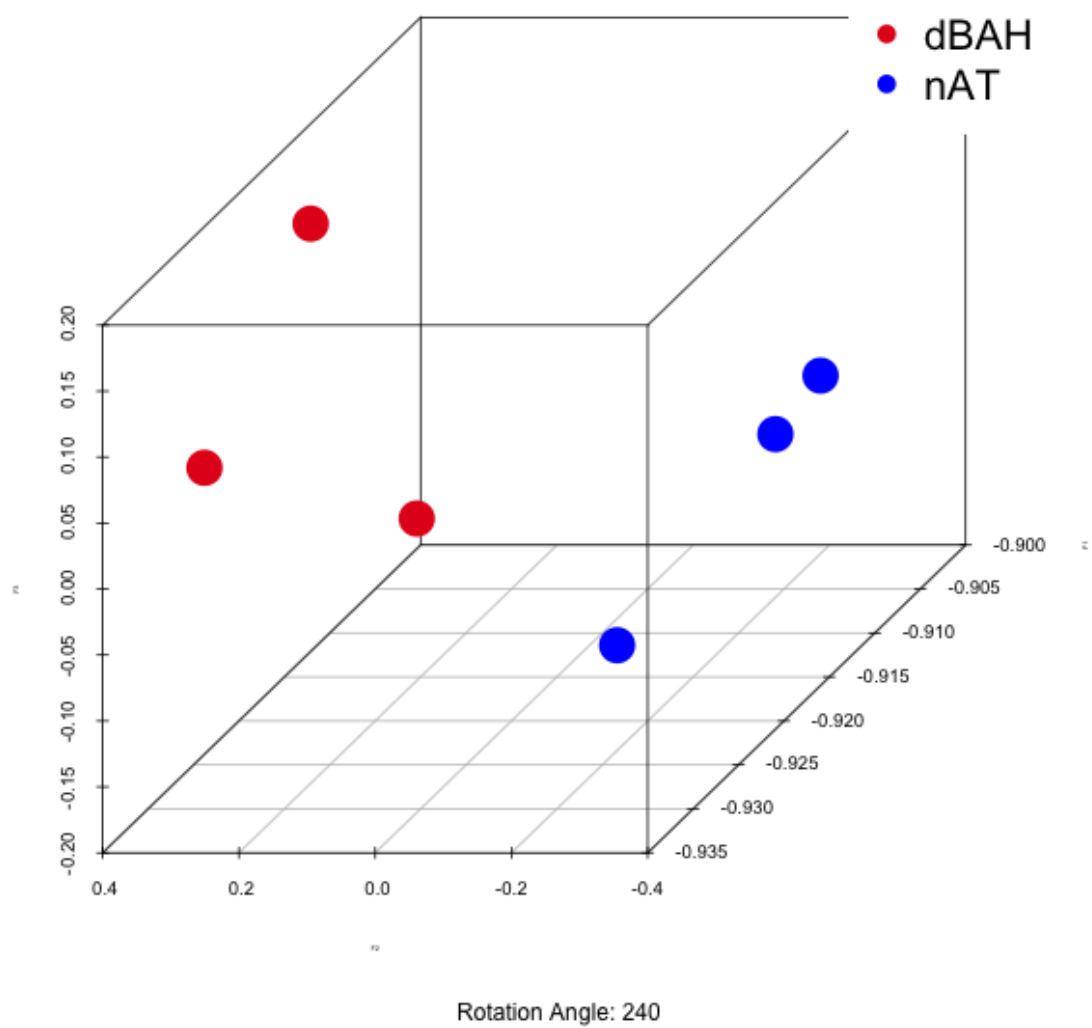

Figure 22: PCA plot for comparison dBAH rescue vs. nAT rescue.

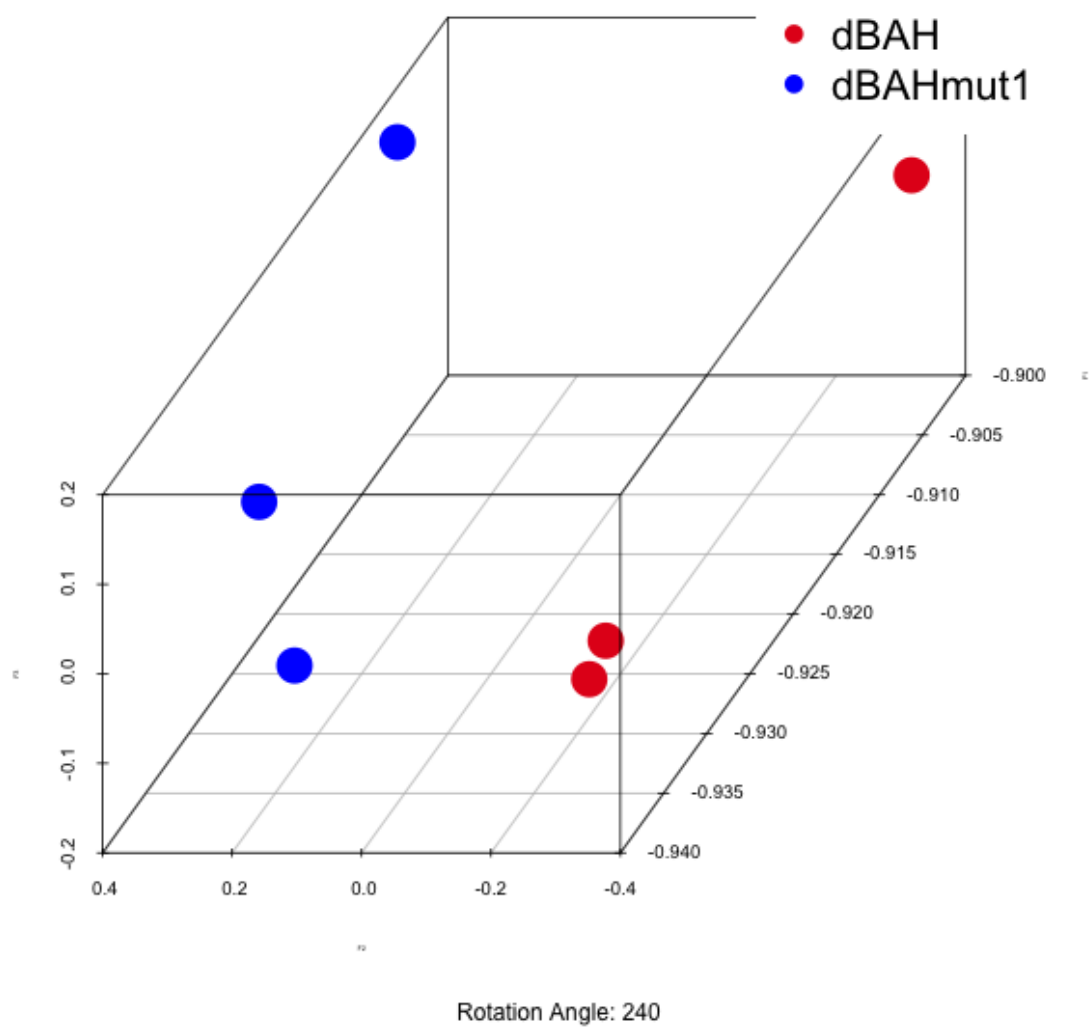

Figure 23: PCA plot for comparison dBAH mut 1 rescue vs. dBAH rescue

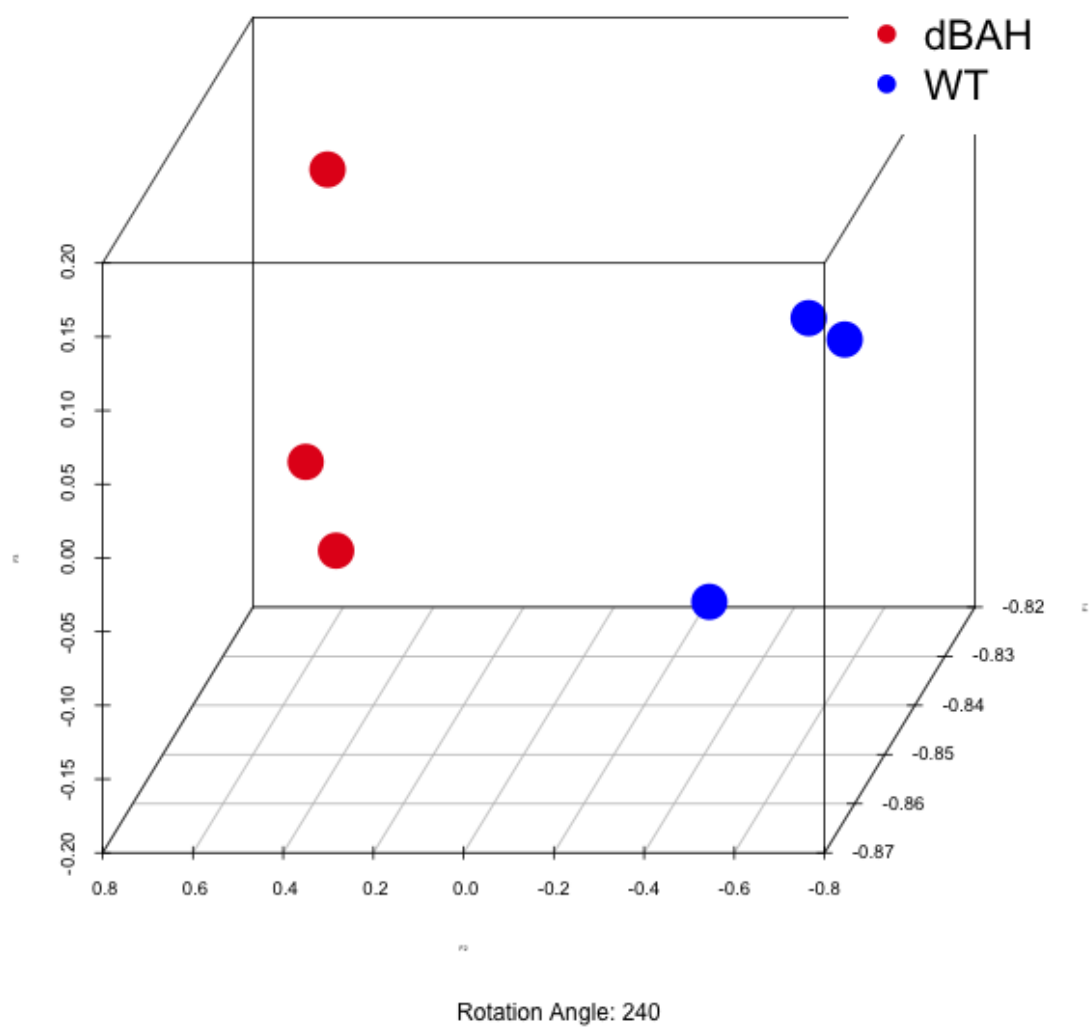

Figure 24: PCA plot for comparison dBAH rescue vs. WT

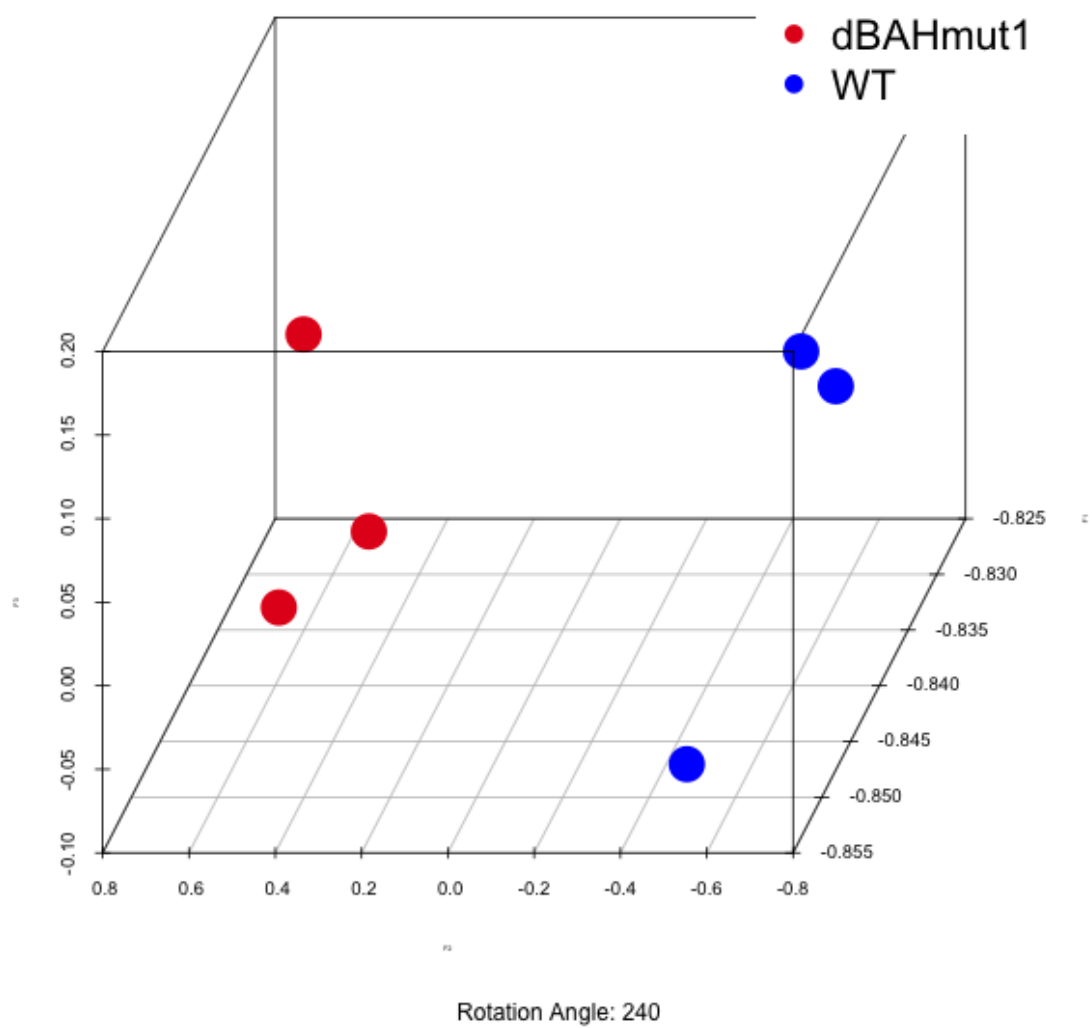

Figure 25: PCA plot for comparison dBAH mut 1 rescue vs. WT

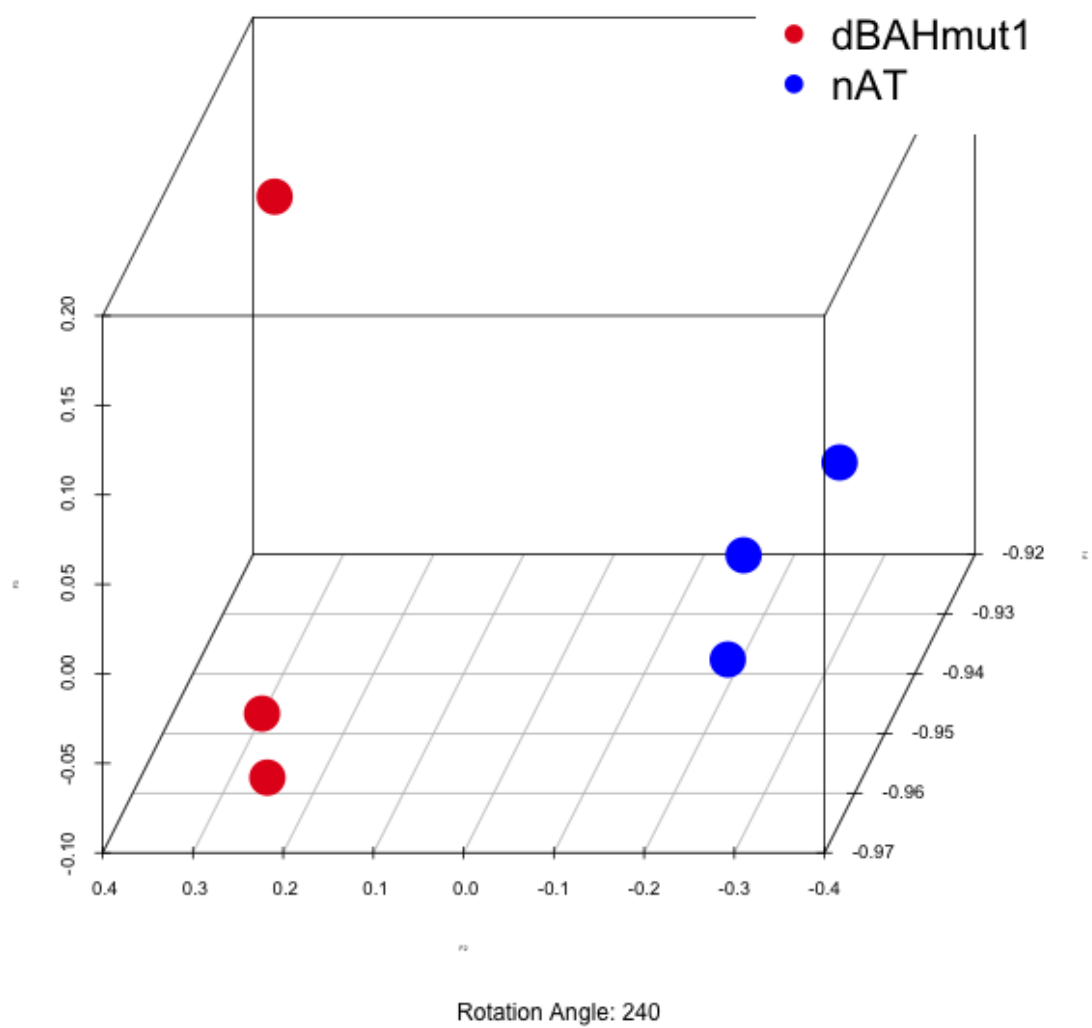

Figure 26: PCA plot for comparison dBAH mut 1 rescue vs. nAT rescue

How the deposited data were processed for this re-analysis (not part of the article)

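RNA was sequenced from larval wing discs of 4 genotypes, wild type, ASH1 WT, ΔBAH and ΔBAH mutAT1, with 3 libraries each. According to the paper's methods and its supplementary RNA-seq document, the authors sequenced single-end reads on an Illumina instrument, aligned them to the dm3 genome with TopHat, and made the counts per gene with HTSeq on Ensembl genes. The deposited table holds these counts as whole numbers, without normalization, in 1 column per library, and all 12 columns were used. The options of the counting are not stated in the text. Symbols and positions were taken from the BDGP6 annotation, which covers 13524 of the 14869 gene identifiers; the counts themselves refer to the older build.

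Libraries were grouped by the genotype in the column headers. Sequencing runs were read from blocks of consecutive library numbers in these headers, which is an inference. No 2 libraries of a genotype were copies of each other.

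The counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with its default minimum count of 10, libraries were scaled by TMM factors, and a quasi-likelihood model with 1 coefficient per genotype was fitted to all 12 libraries. Log2 fold changes use edgeR's prior count of 0.125. Standard errors were derived from the log2 fold change and the F statistic. CPM are counts scaled to the TMM-adjusted library size. Adjusted p are those of Benjamini and Hochberg over the 8346 genes of a comparison. The comparisons were ASH1 WT with wild type, ΔBAH with ASH1 WT and ΔBAH mutAT1 with ΔBAH, the 3 further pairs of genotypes, and wild type with the mean of the transgenic lines. Categories were assigned from the log2 fold changes of the stepwise comparisons by the scheme of Fig. 4F, with a change counted as up or down above 2-fold. A gene with at most 3 counts in each library of a group was treated as at the floor, and its fold change is given as a lower bound against 3 counts. For FBgn0067709 and Gbp1, which the filter removed, fitted values are given instead.

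Depth lay between 15083960 and 39180697 counts per library. The common dispersion was 0.103. On simulated data with the depth and spread of these libraries and 200 changed genes among 8346, the procedure called 167 of the changed genes and 5 of the unchanged ones at an adjusted p below 0.05, with the direction right for all 200. It made 0 such calls in a comparison without changes, and it placed 91 of 96 lowered genes in category 2.

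The comparisons, the tests, the alternatives and the rule for naming genes were set before the data were examined, except where stated. Named are the genes that the paper names from the RNA-seq and, for each stepwise comparison, the 3 genes with the smallest p in each direction among those with an adjusted p below 0.05 and no overlap between the libraries compared. Alternatives were edgeR's RLE size factors, DESeq2's Wald test (version 1.42.0), limma-voom on all genes (version 3.58.1), no filter, the length and RPKM filter of the paper, a replicate block, sequencing run as a covariate, only the 6 libraries compared, a prior count of 2, and leaving out each library in turn. The combination of limma-voom on all genes with the filter of the paper applied afterwards was added later.

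Whether replicate numbers pair the libraries was checked with the correlation of deviations from the genotype means. The numbers pair ASH1 WT with ΔBAH (correlations 0.813, 0.588 and 0.487) and wild type with ΔBAH mutAT1 (0.423, 0.439 and 0.486), where equal numbers belong to the same run. For the other pairs of genotypes the correlations ranged from -0.454 to 0.499 and had no common sign. The replicate block was therefore kept as an alternative.

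Gene lists for hemocytes, fat body, larval muscle, salivary gland, neurons, adult muscle precursors, male dosage compensation RNAs, ecdysone-induced genes and Hox genes were tested with camera, and with fry as the alternative. Other splits of the libraries were counted in full for 3 against 3 libraries (10 splits) and drawn for 3 against 9 (100 of 220). Unchanged groups were simulated 40 times with independent libraries and 40 times with the run differences kept. Quantitative PCR, microscopy and comparisons with published binding data were not analysed here.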

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

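The comparisons between lines and their alternatives were set before the data were examined. The tests of explanations in this part were chosen after the results were seen. They concern genes that are counted in some transgenic lines and hardly or not at all in others. Cyp6a17, RluA-1, CG15128 and white are not discussed in the paper's text, while CG32572, included in the tests, is among the genes of Fig. S4.

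Cyp6a17 had 777, 555 and 321 counts in wild type, 5, 7 and 8 in ASH1 WT, 3, 0 and 0 in ΔBAH, and 267, 166 and 101 in ΔBAH mutAT1. It was at least 36.2-fold higher in ΔBAH mutAT1 than in ΔBAH (adjusted p = 0.00127 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 5.1e-11 to 0.107 over the alternatives with DESeq2 and limma), and the log2 fold change between ΔBAH mutAT1 and ASH1 WT was 4.10. RluA-1 had 5, 1 and 0 counts in wild type, 0 in every ΔBAH library and 59, 77 and 136 in ASH1 WT. In ΔBAH mutAT1 it had 186, 260 and 140, which is at least 41.4-fold higher than ΔBAH. CG15128 had 2, 2 and 0 counts in wild type, 76, 14 and 23 in ΔBAH and 109, 63 and 66 in ASH1 WT. It had 0 counts in every ΔBAH mutAT1 library, at least 15.0-fold lower than in ΔBAH and at least 33.7-fold lower than in ASH1 WT. For both genes the lines with counts are those that differ from wild type. The adjusted p of both genes in ΔBAH mutAT1 against ΔBAH was 0.0218 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Over the alternatives with DESeq2 and limma it ranged from 1.6e-09 to 0.107 for RluA-1 and from 4.9e-07 to 0.989 for CG15128, the largest with only the 6 libraries compared.

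For the 4 genes that had at least 20 counts in every library of 1 transgenic line and at most 3 in every library of another (Cyp6a17, RluA-1, CG15128 and CG32572), the tables argue against library size. At the level of the line where the gene is counted, at least 63.97 counts would be expected in the libraries at the floor. They also argue against the sequencing run, since within run 3 alone the lines differed at least 20.9-fold with the lower one set to 3 counts. Reads of Cyp6a17 assigned to its paralog Cyp6a23 are argued against by at most 12 counts of Cyp6a23 in a ΔBAH library. A strain variant at each gene is a candidate explanation: the 24 genes that flank them had a median absolute log2 fold change of 0.15, so the neighbours did not change along. Line and ASH1 variant are confounded, with 1 line per variant, so a variant of the line and an effect of the ASH1 variant cannot be told apart.

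The gene white (w) had 28, 5 and 4 counts in ASH1 WT, 1028, 551 and 462 in ΔBAH, 1575, 1781 and 590 in ΔBAH mutAT1, and 25, 116 and 9 in wild type. The log2 fold change between ΔBAH mutAT1 and ASH1 WT was 6.24 (standard error 0.79, adjusted p = 0.0168 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; 1.7e-16 to 0.178 over the alternatives with DESeq2 and limma, the largest without ASH1 WT replicate 2). The sample records list a white marker for the transgenes of all these lines, and the paper followed the transgenes by a miniwhite marker. Wild-type libraries labelled as ASH1 WT are argued against, since the lowest ash1 level of an ASH1 WT library was 2.08 times the highest of wild type. Library size is argued against as well, with 504 counts expected in the smallest ASH1 WT library at the lowest level of ΔBAH. A difference in the marker of the ASH1 WT insertion stays open and was not tested.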

How the results depend on the processing

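The combination of limma-voom with the filter of the paper applied afterwards was chosen only after results had been seen; all other alternatives were planned. Apart from the values below and those of leaving out 1 library, each count stayed within 1.5 times its value and each tested result on its side of the threshold. For comparisons and categories, 202 of 267 values under the alternatives did so, and 177 of 258 when 1 library was left out. For single genes it was 294 of 311 (7 weaker, 10 stronger) and 188 of 210 (21 weaker, 1 stronger), and no single gene other than ash1 reversed. Except where a cause is given, the cause was not tested.

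With DESeq2's Wald test, the genes with an adjusted p below 0.05 numbered 350 for ASH1 WT, 376 for ΔBAH and 354 for ΔBAH mutAT1 against wild type, and 518 for all transgenic lines. They numbered 5 for ΔBAH against ASH1 WT, 23 for ΔBAH mutAT1 against ΔBAH and 11 for ΔBAH mutAT1 against ASH1 WT. At an adjusted p below 0.01 and 2-fold change, 138 genes were higher and 59 lower in ASH1 WT than in wild type, and category 6 held 115. At the thresholds of the paper, 22 genes were lower in ΔBAH than in ASH1 WT, and 25 were higher and 27 lower in ΔBAH mutAT1 than in ΔBAH. Category 2 held 12 genes with an unadjusted p below 0.01. The log2 fold change of ash1 over wild type became past the threshold for ΔBAH (1.77) and ΔBAH mutAT1 (1.67).

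With sequencing run as a covariate, the genes with an adjusted p below 0.05 numbered 609, 522 and 538 for the single lines against wild type, 927 for all transgenic lines, 3 for ΔBAH against ASH1 WT and 15 for ΔBAH mutAT1 against ΔBAH. At an adjusted p below 0.01, 114 genes were higher and 47 lower in ASH1 WT than in wild type, and category 6 held 97. At the thresholds of the paper, 33 genes were lower in ΔBAH mutAT1 than in ΔBAH. Category 2 held 88 genes by fold change and 11 by unadjusted p. The log2 fold change of ash1 over wild type became past the threshold for ΔBAH (1.41) and ΔBAH mutAT1 (1.56), and that of ΔBAH mutAT1 against ΔBAH turned positive (0.15). The covariate lowered the coefficient of variation between replicates from 32.0% to 14.4%. Not every count rose: 11 genes in place of 13 were higher in ΔBAH mutAT1 than in ΔBAH at the thresholds of the paper.

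With limma-voom on all genes, 19 genes were higher and 29 lower in ΔBAH than in ASH1 WT at the thresholds of the paper, with 2 at an adjusted p below 0.05. In ΔBAH mutAT1 against ΔBAH, 36 were higher and 51 lower. Category 2 held 417 genes by fold change and 15 by unadjusted p, category 3 held 175 and 7, category 4 held 110 and category 6 held 573. ash1 in ASH1 WT against wild type (1.99) was no longer past the threshold. With the filter of the paper applied afterwards, 2 genes had an adjusted p below 0.05 in ΔBAH against ASH1 WT.

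Without a filter, categories 2, 3 and 4 held 164, 171 and 267 genes, and 2 genes had an adjusted p below 0.05 in ΔBAH against ASH1 WT. With the filter of the paper, categories 2 and 3 held 30 and 23 genes. These numbers follow from the number of genes of low count that enter.

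With only the 6 libraries compared, which leaves fewer libraries for the spread, 90 genes for ASH1 WT and 99 for ΔBAH against wild type had an adjusted p below 0.05, and 22 were higher and 11 lower in ASH1 WT at 0.01. The number was 0 for ΔBAH mutAT1 against ΔBAH and 0 for ΔBAH mutAT1 against ASH1 WT, where the fit to all libraries has 163 and 178 genes at an unadjusted p below 0.05. ash1 in ΔBAH mutAT1 against wild type (1.67) became past the threshold.

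With the replicate block, ΔBAH mutAT1 against ΔBAH had 2 genes at an adjusted p below 0.05 and category 3 had 5 genes by unadjusted p. ash1 in ΔBAH mutAT1 against ΔBAH turned positive (0.044). The block changed no other call or count by more than 1.5 times among the comparisons and categories. In the lists of marker genes, fry in place of camera left 0 lists with an adjusted p below 0.05 in each of the stepwise comparisons, and the run covariate left 0 for ΔBAH against ASH1 WT. The mean correlation of deviations within runs was 0.878 for the 1000 genes with the highest mean, against 0.502 for all.

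Leaving out 1 library moved the genes with an adjusted p below 0.05 to between 82 (without ASH1 WT replicate 3) and 110 (without ASH1 WT replicate 1) for ASH1 WT against wild type, 92 (without wild type replicate 1) and 133 (without ΔBAH replicate 1) for ΔBAH, 94 (without wild type replicate 2) and 127 (without ΔBAH mutAT1 replicate 2) for ΔBAH mutAT1, and 141 (without wild type replicate 1) and 272 (without ΔBAH replicate 1) for all transgenic lines. The range was 0 to 1 for ΔBAH against ASH1 WT (1 without ASH1 WT replicate 1), 2 (without ΔBAH replicate 3) to 4 for ΔBAH mutAT1 against ΔBAH, and 1 (without ASH1 WT replicate 2) to 5 for ΔBAH mutAT1 against ASH1 WT. At an adjusted p below 0.01, 34 (without wild type replicate 1) to 45 genes were higher and 9 (without ASH1 WT replicate 3) to 15 lower in ASH1 WT than in wild type.

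At the thresholds of the paper, 4 (without ΔBAH replicate 2) to 10 genes were higher and 7 (without ΔBAH replicate 3) to 21 (without ΔBAH replicate 1) lower in ΔBAH than in ASH1 WT. In ΔBAH mutAT1 against ΔBAH, 9 to 21 (without ΔBAH mutAT1 replicate 3) were higher and 11 to 25 (without ΔBAH mutAT1 replicate 1) lower. By fold change, category 2 held 43 (without ΔBAH mutAT1 replicate 2) to 138 genes (without ΔBAH mutAT1 replicate 3), category 3 held 31 (without wild type replicate 1) to 136, and category 4 held 25 (without ASH1 WT replicate 1) to 122, the last 2 maxima without ΔBAH replicate 1. By unadjusted p, category 2 held 4 (without wild type replicate 2) to 11 genes (without ΔBAH mutAT1 replicate 1) and category 3 held 0 (without ΔBAH replicate 3) to 4. Category 6 at an adjusted p below 0.01 held 32 (without wild type replicate 1) to 47.

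The log2 fold change of ash1 ranged from 1.82 (without ASH1 WT replicate 2) to 2.33 (without ASH1 WT replicate 1) for ASH1 WT and from 1.45 (without ΔBAH replicate 2) to 2.10 (without ΔBAH replicate 1) for ΔBAH, against wild type. For ΔBAH against ASH1 WT it ranged from -0.60 (without ΔBAH replicate 2) to 0.033 (without ΔBAH replicate 1). For ΔBAH mutAT1 against ΔBAH it ranged from -0.43 (without ΔBAH replicate 1) to 0.21 (without ΔBAH replicate 2), and it was 0.06 without ΔBAH replicate 3 and 0.20 without ΔBAH mutAT1 replicate 2. The marker lists with an adjusted p below 0.05 ranged from 0 (without wild type replicate 1) to 3 (without wild type replicate 2) for ASH1 WT against wild type, from 0 (without ASH1 WT replicate 1) to 2 for ΔBAH against ASH1 WT, and from 0 (without ΔBAH replicate 1) to 2 (without ΔBAH mutAT1 replicate 2) for ΔBAH mutAT1 against ΔBAH.

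Depth limits the genes of low count. Of the genes in the table, the filter removed 6523, among them FBgn0067709 and Gbp1 of the paper's figures. With limma-voom on all genes both had an unadjusted p below 0.01, FBgn0067709 in ΔBAH mutAT1 against ΔBAH (0.00661) and Gbp1 in ASH1 WT against wild type (0.00440). Without a filter neither had (0.0995 and 0.0384), nor had Gbp1 with the filter of the paper (0.0128).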

Differences from the paper's values

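The combination of limma-voom with the later filter, and the use of lower bounds for genes at the floor in place of fitted values, were chosen after the values were seen; no other test in this part was.

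The paper gives 51 genes higher and 24 lower in ASH1 WT than in wild type and 37 genes in category 6. At more than 2-fold change and an unadjusted p below 0.01, 173, 79 and 139 were found here. None of the alternatives set before the data were examined, nor limma-voom with the filter of the paper applied afterwards (152, 75 and 123, chosen after seeing the values), closed the gap. On the scale of an adjusted p below 0.01 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the numbers here were 54, 18 and 49, within 1.5 times the paper's. The part of Table S2 that was read, with 1715 genes, itself has 160 genes higher and 81 lower by unadjusted p, and 48 and 23 by adjusted p.

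Of 30 log2 fold changes in Table S2 that were compared, 30 had the same sign here and 26 lay within 1 standard error of the paper's value. The other 4 concern ΔBAH mutAT1 against ΔBAH, at genes with few counts. With limma-voom on all genes, which the paper's methods describe, each of the 4 equalled the paper's value to 2 decimals. For 7 further values a group is at the floor, and none of the lower bounds computed here exceeds the paper's fold change.

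CG7497 was -1.43 here and -2.48 in the paper. Only limma-voom on all genes (-2.48) reached the paper's value. Without ΔBAH replicate 2 (-1.66), ΔBAH replicate 3 (-1.64), ΔBAH mutAT1 replicate 1 (-1.86) or ΔBAH mutAT1 replicate 3 (-1.84) most of the gap remained, though it was within the standard error of these fits. With the other alternatives set before the data were examined it was not.

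RNaseMRP:RNA was -0.93 here and -2.21 in the paper. Only limma-voom on all genes (-2.21) reached the paper's value. With the replicate block (-1.15), sequencing run as a covariate (-1.34), and without ΔBAH replicate 1 (-1.23), ΔBAH mutAT1 replicate 1 (-1.36) or ΔBAH mutAT1 replicate 3 (-1.38) most of the gap remained, though it was within the standard error of these fits. With the others set before the data were examined it was not.

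Tsp42Ej was -0.95 here and -2.17 in the paper. Limma-voom on all genes (-2.17) reached the paper's value, and with sequencing run as a covariate (-1.83) and without ΔBAH mutAT1 replicate 1 (-2.03) the rest of the gap was within the standard error of the fit. For et, -2.36 here and -3.54 in the paper, limma-voom on all genes (-3.54) reached it, and with sequencing run as a covariate (-3.18) the rest was within the standard error. With the others set before the data were examined these gaps were not.

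The paper shows CG33465 among the genes of category 3 that pass its threshold on p. Its unadjusted p here was 0.0117, and it passed with DESeq2 (0.00369), limma-voom on all genes (0.00965), the replicate block (0.00939) and only the 6 libraries compared (0.00760). The labels of Fig. 4C and 4E give this gene as CG33456.

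CG30099 is shown in category 2 with such a p. Its unadjusted p here was 0.0195, and it passed with DESeq2 (0.00495), limma-voom on all genes (0.00632), sequencing run as a covariate (0.00304) and without ΔBAH mutAT1 replicate 2 (0.00156). FBgn0067709, shown beside it, had at most 4 counts in any library and was removed by the filter. It passed with limma-voom on all genes (unadjusted p of 0.00661) and not without a filter (0.0995), the only alternatives that keep it.

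Table 1 lists Pde1c, RNaseMRP:RNA and Tsp42Ej as reduced more than 2-fold. Pde1c was at -0.95 here, and past 2-fold with limma-voom on all genes (-1.10), the replicate block (-1.01), sequencing run as a covariate (-1.21), and without ΔBAH replicate 1 (-1.14), ΔBAH mutAT1 replicate 1 (-1.26) or ΔBAH mutAT1 replicate 3 (-1.06). RNaseMRP:RNA was past 2-fold in the settings given above for it and without ΔBAH replicate 3 (-1.04), and Tsp42Ej in those given above for it, with the replicate block (-1.39) and without ΔBAH replicate 1 (-1.02) or ΔBAH replicate 2 (-1.01).

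The paper counts more genes as unchanged than the 14585 found here, a number that rests on unadjusted p. For ASH1 WT against wild type, the numbers of Table S2 by adjusted p lie near the paper's, as given above. Which p the paper's count of unchanged genes rests on was not tested.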

Other observations

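The tests of transgene copies, of library size for the first principal component and for ΔBAH mutAT1 replicate 2, of the complexity of that library, of fat body tissue, and of category 2 without that library, with the genes shared between these fits, were chosen only after the result was seen.

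The library with the lowest ash1 level in each transgenic line came from run 2. Run 3 exceeded run 2 by 1.24 on the log2 scale in the transgenic lines and by 0.18 in wild type. Fewer copies of the transgene in run 2 are argued against by white, which differed by -0.30 between run 3 and run 2 in ΔBAH and ΔBAH mutAT1. Lower activity of the alpha-tubulin promoter is argued against by alphaTub84B, with 0.00540. Uneven coverage of long genes between runs is a candidate explanation: the 420 genes within 20% of the exon length of ash1 differed by a median of 0.93, and 70.2% of them by less than ash1. How close these should lie to ash1 was settled after the value was seen. In wild type the median was 0.66, where ash1 itself differed less, so coverage may not be the whole cause.

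Run 2 and run 3 lay apart on the first principal component. Across 7642 genes with a known exon length (91.6%), the difference between run 3 and run 2 had a Spearman correlation of 0.763 with this length in the transgenic lines and 0.642 in wild type. This is consistent with a difference in library preparation or coverage that follows gene length. Library size is argued against, since the run 1 libraries, which are as deep as those of run 2, lay at 0.524 of the way from run 3 to run 2. In the transgenic lines 1630 genes differed more than 2-fold between these runs. No biological explanation was tested.

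Other splits of the libraries were counted. For ASH1 WT against wild type, 1 of the 10 splits (the real one) gave as many genes with an adjusted p below 0.05, and 1 of 10 splits as many past the thresholds of the paper (252, at most 75 in the others). For ΔBAH and for ΔBAH mutAT1 against wild type it was 1 of 10 splits each at the adjusted p. For the pair of wild type and ΔBAH mutAT1, whose numbers pair the libraries, the real split gave 261 genes past the thresholds of the paper and the other splits that part every pair at most 8. For ΔBAH mutAT1 against ASH1 WT it was 1 of 10 splits at the adjusted p, with 4 genes. At the thresholds of the paper a split that sets ASH1 WT replicate 1 and ΔBAH mutAT1 replicates 1 and 2 apart from the run 3 libraries gave 114 genes, against 20 for the real one. With 10 splits the share cannot be lower than 0.1.

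For ΔBAH against ASH1 WT, 10 of the 10 splits gave as many genes with an adjusted p below 0.05, since the number was 0, with 103 genes at an unadjusted p below 0.05. At the thresholds of the paper, 5 of the 10 splits gave as many as the 22 genes of the real one. The 4 larger ones, with up to 512 genes, put both run 2 libraries on 1 side. Among the 4 splits that part every pair, the real one was the largest, and the others gave at most 5. For ΔBAH mutAT1 against ΔBAH it was 1 of 10 splits at the adjusted p and 2 of 10 splits at the thresholds of the paper. The larger of these, with 83 genes against 28, set ΔBAH replicate 1 and ΔBAH mutAT1 replicates 1 and 2 apart from the run 3 libraries. The real comparison had 15 genes at an adjusted p below 0.05 with sequencing run as a covariate.

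For wild type against all transgenic lines, 3 of 100 splits of the 12 libraries gave as many genes with an adjusted p below 0.05 as the 263 of the real one. The other splits as large were wild type replicate 2 with ASH1 WT and ΔBAH replicate 1 (3678 genes), 3 libraries of run 2, and wild type replicate 1 with the same libraries (867 genes). The median of the others was 0. The real comparison had 927 genes with sequencing run as a covariate.

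The sizes of categories 2, 3 and 4 by fold change (52, 39 and 33) were compared with groups simulated without any change between the transgenic lines. With independent libraries of the observed spread, the medians of 40 simulations were 77 genes (61 to 93), 57 (44 to 74) and 40 (28 to 52), all above the sizes found. As ASH1 WT and ΔBAH have the same runs, part of this spread cancels in their comparison. A second simulation with the run differences kept was added after this was seen, its prediction being written before its result. It gave medians of 31 (22 to 42), 20.5 (15 to 34) and 23 (13 to 29), with 0 of 40 as large as found. By unadjusted p below 0.01, categories 2 and 3 held 6 and 3 genes, against medians of 14 and 9 with independent libraries and 0.5 and 0 with runs kept. The sizes therefore lie between the simulations. Deviations from the genotype means correlated at 0.423 to 0.813 within runs and at most at 0.0851 between runs. This argues against the independent libraries of the first simulation. The second simulation takes run differences as additive and contains no faults of single libraries, so it may understate chance.

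The log2 fold changes of ΔBAH against ASH1 WT and of ΔBAH mutAT1 against ΔBAH had a correlation of -0.492 across genes. As both share the ΔBAH libraries, chance values alone give a negative correlation. Its median was -0.514 (-0.556 to -0.467) in unchanged groups with independent libraries and -0.424 (-0.461 to -0.354) with run differences kept, so a true opposite response cannot be told apart from shared chance values here.

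ΔBAH mutAT1 replicate 2 counted 8728 genes at 36837815 counts, the fewest genes of all libraries. In it, 23 genes lay more than 10-fold below all other libraries. Library size is argued against, as only 1 library has a larger total. A first test of low complexity, set before its result, was the share of genes with an expected count of 10 to 30 that lay at least 4-fold above expectation. It was 1.82% here, 2.52% in replicate 1 and 0.175% in replicate 3, and did not set the library apart; 4-fold below lay 23.8%, 2.71% and 8.57%. It was replaced, after these values were seen, by the number of genes with 1 to 3 counts, which was 100 here, 241 in ΔBAH replicate 1 and 791 to 1253 in the other libraries. Low complexity may explain this, with each molecule counted several times. In category 2, 26 of the 52 genes had at most 3 counts in this library. Without it the category held 43 genes, whereas leaving out any other ΔBAH or ΔBAH mutAT1 library raised it to between 76 and 138. Of the 52 genes, 23 remained in the category without this library, 9 of them among the 26, and 23 to 45 remained without one of the others. How far the missing genes add to the size of the category stays open, since fits to fewer libraries move it by themselves.

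The 263 genes that differed between wild type and the transgenic lines were not spread evenly. Of the 245 with a position, 52.7% lay on chromosome 3, against 44.3% of the tested genes (odds ratio 1.41, Fisher's exact p = 0.00883). Fisher's test takes genes as independent, which the neighbouring pairs given next argue against, so its p may be too small. Neighbouring genes changed in the same direction in 19 pairs, against a mean of 3.91 and a maximum of 13 in 10000 permutations (permutation p = 1e-04, the smallest they can give). Genes that differed between runs gave 5 pairs, with 5.46 on average. Differences of haplotype between the strains, on the ash1 chromosome and elsewhere, are a candidate explanation. The share was 1.99% on X, 2.10% on 2L, 3.83% on 2R, 4.45% on 3L, 3.31% on 3R and 4.35% on 4. An effect of ASH1 dose was tested with the difference between runs, relative to wild type, of the 141 genes higher in the transgenic lines. Its median was 0.0197, within the range of random lists (-0.09 to 0.09), and since the dose differs only together with the run this decides nothing. Strain and transgene are confounded, so an effect of ASH1 stays open.

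Wild type replicate 1 had 288 CPM of Lsp1alpha, 727 of Lsp1beta, 568 of Lsp1gamma, 552 of Lsp2, 655 of Fbp1 and 28.2 of Fbp2, at least 14.5 times the median of the other libraries for each of the 6 genes of the fat body list. Fat body tissue on these discs is a candidate explanation. Wild type replicate 3 had 136 CPM of Lsp1beta, 125 of Lsp1gamma and 86.8 of Lsp2, against 5.98, 2.92 and 1.50 in wild type replicate 2. Without replicate 1, 58 genes in place of 79 were lower in ASH1 WT than in wild type. This argues against replicate 1 as the cause of all of them. As replicate 3 stays in this fit, it does not decide how many are due to fat body tissue. Wild type replicate 1 also had 37.1 CPM of Ubx, against 5.54 to 14.0 in the others. No explanation was tested for this.

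Marker lists were tested with camera and Benjamini-Hochberg adjustment over the lists and stepwise comparisons. The hemocyte list (6 genes) had a median log2 fold change of 0.75 in ASH1 WT against wild type (6 of 6 genes higher, adjusted p = 0.0424 from camera), -0.40 in ΔBAH against ASH1 WT (1 of 6 higher, adjusted p = 0.0278 from camera) and -0.20 in ΔBAH mutAT1 against ΔBAH (1 of 6 higher, adjusted p = 0.356 from camera). The first of these calls passed at 0.05 with 1 library left out only without wild type replicate 2 (adjusted p = 0.00579 from camera), and the second in no such fit (0.0652 to 0.389). The last passed without ΔBAH mutAT1 replicate 2 (-0.53, adjusted p = 5.1e-04 from camera). Fewer hemocytes are a candidate explanation for the lower eater in ΔBAH mutAT1, and the value of -0.20 does not decide it. The salivary gland list (5 genes) changed by -1.12, 1.93 and -0.14 at these steps (adjusted p from camera 0.571, 0.0278 and 0.341). The second of these values rested on ΔBAH replicate 2, without which it was 0.28 (adjusted p = 0.945 from camera), and the last was then 2.46 (0.00284). The first was 1.66 without wild type replicate 1 (adjusted p = 0.681 from camera). The adult muscle precursor list (4 genes) changed by 0.18, 0.05 and -0.35 (adjusted p from camera 0.970, 0.634 and 0.0278; 0 of 4 genes higher at the last step). At that step it did not pass without ΔBAH replicate 1 (0.420) or ΔBAH mutAT1 replicate 3 (0.0951).

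The fat body list changed by -4.18, 0.30 and 0.78 (adjusted p from camera 0.0547, 0.571 and 0.356), larval muscle (6 of 7 genes tested) by 0.19, -0.01 and 0.10 (0.970, 0.839 and 0.571), neurons (4 of 5) by 0.65, -0.32 and 0.14 (0.356, 0.381 and 0.616), male dosage compensation RNAs (2 genes) by -0.16, -0.28 and 0.35 (0.722, 0.383 and 0.502), and Hox genes (4 of 8) by -0.45, 0.01 and 0.19 (0.669, 0.985 and 0.839). Without wild type replicate 1 the first value was 0.04 for the fat body list (adjusted p = 0.984 from camera) and 0.24 for Hox genes (0.984). At this step the fat body list passed without wild type replicate 2 (7.0e-06), wild type replicate 3 (0.0307) or ASH1 WT replicate 2 (0.0449). It did not without ASH1 WT replicate 1 (0.230) or 3 (0.248). Ecdysone-induced genes (7 of 8) changed by -0.28, -0.05 and 0.000997 (adjusted p from camera 0.0838, 0.356 and 0.970). With sequencing run as a covariate, the adjusted p from camera was 0.00347 for this list at the first step and for adult muscle precursors at the last. It was then 0.2005 for hemocytes at the first step and 0.140 at the second, and 0.2005 for the salivary gland list at the second, so these lists no longer passed. A later developmental stage of the ΔBAH mutAT1 larvae is a candidate explanation for the lower chinmo, and the median of 0.000997 over genes that go both ways does not decide it. No list passed at an adjusted p below 0.05 with fry, whose smallest adjusted p was 0.510.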
